# NEIL1 and NEIL2 DNA glycosylases protect neural crest development against mitochondrial oxidative stress

**DOI:** 10.7554/eLife.49044

**Published:** 2019-09-30

**Authors:** Dandan Han, Lars Schomacher, Katrin M Schüle, Medhavi Mallick, Michael U Musheev, Emil Karaulanov, Laura Krebs, Annika von Seggern, Christof Niehrs

**Keywords:** base excision repair, NEIL DNA glycosylases, TDG, TP53, mitochondria, neural crest, Mouse, *Xenopus*

## Abstract

Base excision repair (BER) functions not only in the maintenance of genomic integrity but also in active DNA demethylation and epigenetic gene regulation. This dual role raises the question if phenotypic abnormalities resulting from deficiency of BER factors are due to DNA damage or impaired DNA demethylation. Here we investigate the bifunctional DNA glycosylases/lyases NEIL1 and NEIL2, which act in repair of oxidative lesions and in epigenetic demethylation. *Neil*-deficiency in *Xenopus* embryos and differentiating mouse embryonic stem cells (mESCs) leads to a surprisingly restricted defect in cranial neural crest cell (cNCC) development. *Neil*-deficiency elicits an oxidative stress-induced TP53-dependent DNA damage response, which impairs early cNCC specification. Epistasis experiments with *Tdg*-deficient mESCs show no involvement of epigenetic DNA demethylation. Instead, *Neil*-deficiency results in oxidative damage specific to mitochondrial DNA, which triggers a TP53-mediated intrinsic apoptosis. Thus, NEIL1 and NEIL2 DNA glycosylases protect mitochondrial DNA against oxidative damage during neural crest differentiation.

## eLife digest

The face of animals with a backbone is formed in great part by a group of cells called cranial neural crest cells. When too few of these cells are made, the skull and the face can become deformed. For example, the jaw- or cheekbones can be underdeveloped or there may be defects in the eyes or ears. These types of abnormalities are among the most common birth defects known in humans.

NEIL1 and NEIL2 are mouse proteins with two roles. On the one hand, they help protect DNA from damage by acting as so-called ‘base excision repair enzymes’, meaning they remove damaged building blocks of DNA. On the other hand, they help remove a chemical group known as a methyl from DNA building blocks in a process called demethylation, which is involved both in development and disease. Previous research by Schomacher et al. in 2016 showed that, in frogs, the absence of a similar protein called Neil2, leads to deformities of the face and skull.

Han et al. – who include some of the researchers involved in the 2016 study – have now used frog embryos and mouse embryonic stem cells to examine the role of the NEIL proteins in cranial neural crest cells. Stem cells can become any type of cell in the body, but when NEIL1 and NEIL2 are missing, these cells lose the ability to become cranial neural crest cells.

To determine whether the effects of removing NEIL1 and NEIL2 were due to their role in DNA damage repair or demethylation, Han et al. removed two proteins, each involved in one of the two processes. Removing APEX1, which is involved in DNA damage repair, had similar effects to the removal of NEIL1 and NEIL2, while removing TDG, which only works in demethylation, did not. This indicates that NEIL1 and NEIL2’s role in DNA damage repair is likely necessary for stem cells to become cranial neural crest cells.

Although NEIL1 and NEIL2 are part of the DNA repair machinery, Han et al. showed that when stem cells turn into cranial neural crest cells, these proteins are not protecting the cell’s genomic DNA. Instead, they are active in the mitochondria, the compartments of the cell responsible for producing energy, which have their own DNA. Mitochondria use oxygen to produce energy, but by-products of these reactions damage mitochondrial DNA, explaining why mitochondria need NEIL1 and NEIL2. These results suggest that antioxidants, which are molecules that protect the cells from the damaging oxygen derivatives, may help prevent deformities in the face and skull. This theory could be tested using mice that do not produce proteins involved in base excision repair, which could be derived from the cells lacking NEIL1 and NEIL2.

## Introduction

DNA repair is crucial to maintain genomic integrity in the face of exogenous and endogenous challenges. Cells express an arsenal of DNA repair enzymes that maintain genomic integrity, and mouse mutants have revealed a critical role of DNA repair in both organismic ageing and disease (Jacobs and Schär, 2012; Lombard et al., 2005). In addition, there is now compelling evidence that DNA repair enzymes function not only in lesion control but have been co-opted in epigenetic gene regulation via active DNA demethylation (Bellacosa and Drohat, 2015; Schuermann et al., 2016; Wu and Zhang, 2017). The best understood active demethylation mechanism involves TET dioxygenases, which iteratively oxidize the methyl group at C5 to yield 5-hydroxymethylcytosine (5hmC) (Kriaucionis and Heintz, 2009; Tahiliani et al., 2009), 5-formylcytosine (5fC) (Ito et al., 2011; Pfaffeneder et al., 2011), and 5-carboxylcytosine (5caC) (He et al., 2011; Ito et al., 2011). Thymine DNA glycosylase (TDG) excises 5fC and 5caC and the ensuing abasic site intermediate is processed by BER to restore unmethylated C (Cortázar et al., 2011; Cortellino et al., 2011; He et al., 2011; Maiti and Drohat, 2011; Shen et al., 2013; Song et al., 2013). The need for abasic site processing during active DNA demethylation therefore places BER enzymes center stage in epigenetic gene regulation.

Deficiency of the BER enzymes (e.g. TDG, APEX1, POLB, LIG3, XRCC1) can lead to abnormalities or lethality during embryogenesis (Cortázar et al., 2011; Cortellino et al., 2011; Puebla-Osorio et al., 2006; Sugo et al., 2000; Tebbs et al., 1999; Xanthoudakis et al., 1996), but the etiology of the physiological defects is often poorly understood. Notably, it is unclear if the phenotypic abnormalities are due to accumulating DNA damage or impaired DNA demethylation.

An example for BER enzymes acting both in lesion control and in epigenetic gene regulation are the endonuclease VIII-like glycosylases 1 and 2 (NEIL1 and NEIL2). These enzymes process oxidative DNA base lesions (Bandaru et al., 2002; Hazra et al., 2002a; Hazra et al., 2002b; Takao et al., 2002), but recently they have also been implicated in the machinery that removes 5-methylcytosine (5mC) from DNA during epigenetic DNA demethylation (Müller et al., 2014; Schomacher et al., 2016; Slyvka et al., 2017; Spruijt et al., 2013). NEIL1 and NEIL2 are bifunctional enzymes, which not only excise the damaged base but introduce a DNA single strand break via their AP lyase activity (Hazra et al., 2002a; Hazra et al., 2002b), while NEIL3 is mainly a monofunctional DNA glycosylase (Krokeide et al., 2013). NEIL1 is involved in prereplicative repair during S-phase (Hegde et al., 2013), and NEIL2 preferentially processes oxidized bases from transcribing genes via transcription-coupled BER (Banerjee et al., 2011). During epigenetic DNA demethylation NEIL1 and NEIL2 cooperate with TDG to excise oxidized 5mC intermediates generated by TET enzymes (Schomacher et al., 2016; Slyvka et al., 2017).

Mice deficient of NEIL1 are viable but display metabolic syndrome and brain dysfunction (Canugovi et al., 2012; Rolseth et al., 2017; Vartanian et al., 2006). *Neil2* null mice are also viable but are susceptible to inflammation (Chakraborty et al., 2015), while Neil2-deficient frog embryos display neural crest defects (Schomacher et al., 2016). This raises the question why and how does a defect in NEIL DNA glycosylases lead to these diverse and tissue-specific phenotypes? Both epigenetic regulation and DNA damage can, in principle, impact neural crest development (Hu et al., 2014; Sakai and Trainor, 2016; Simões-Costa and Bronner, 2015), thus what is the relative contribution of oxidative lesion control and epigenetic DNA demethylation to the NEIL phenotypes?

To address these questions we have investigated Neil-deficient *Xenopus* embryos and created and characterized seven mouse embryonic stem cell (mESC) lines deficient for *Neil1,2,3* (triple and single knockouts), *AP-endonuclease 1* (*Apex1*), *Thymine DNA glycosylase* (*Tdg*) and *Neil1/Tdg*. We describe a mechanism where NEIL-deficiency elicits an oxidative stress-induced, TP53-dependent DNA damage response (DDR), which induces apoptosis and impairs early cNCC specification. We show that *Neil1-* and *Neil2*-deficiency leads to accumulation of oxidative DNA damage in mitochondria. Our work demonstrates how impaired removal of oxidative lesions can lead to a selective lineage defect during embryonic development. Our study contributes to the understanding of aberrant cNCC development, the root cause of congenital craniofacial malformations (Wilkie and Morriss-Kay, 2001).

## Results

### Neil2-deficiency induces a Tp53 DNA damage response in *Xenopus* embryos

We showed previously that in *Xenopus* embryos knockdown of Neil2 with an antisense morpholino oligonucleotide (*neil2* MO) induces head and tail abnormalities at tailbud stage, which are caused by impaired cranial neural crest cell (cNCC) specification at neurula stage (Schomacher et al., 2016). Of note, MOs are the loss-of-function approach of choice in model systems with large maternal stores of mRNA such as *Xenopus*, which can be targeted by MOs but not by for example TALEN or CRISPR/Cas9 approaches (Blum et al., 2015; El-Brolosy et al., 2019; El-Brolosy and Stainier, 2017; Rossi et al., 2015). The specificity of the *neil2* MO had been documented (Schomacher et al., 2016) i) by phenocopy with a second non-overlapping morpholino, and ii) by rescue of the head and tail abnormalities with orthologous human *NEIL2* mRNA, which was not targeted by *neil2* MO (Figure 1A).

**Figure 1.**
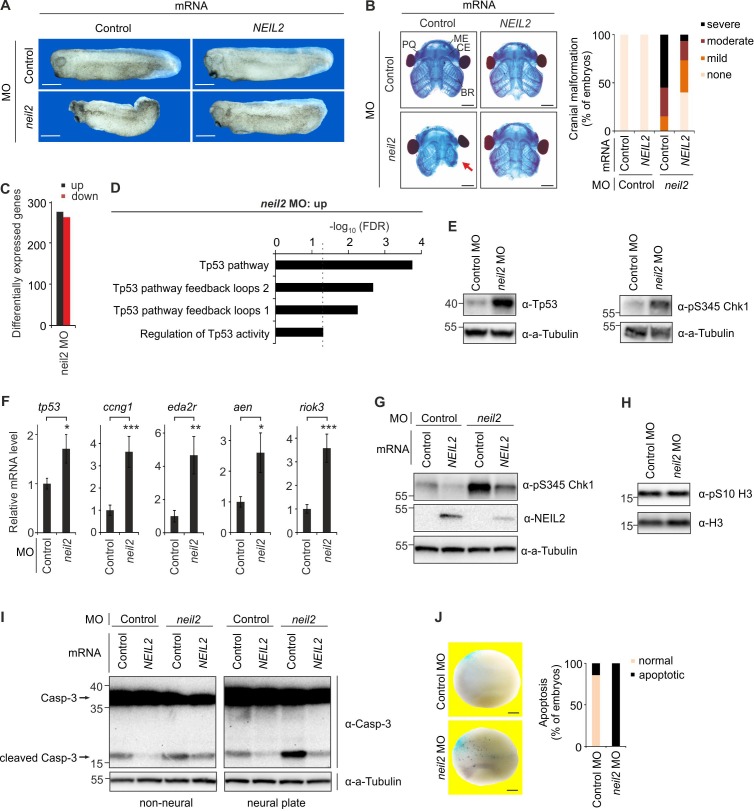
Neil2 protects against a Tp53 DNA damage response-induced apoptosis in *Xenopus* neuroectoderm. (**A**) Phenotypes at stage 32 of *Xenopus leavis* embryos injected at one-cell stage with control- or *neil2* MO (left). Human *NEIL2* or bovine *Preprolactin* (control) mRNA was co-injected for rescue experiments (right). Scale bars, 500 µm. (**B**) Left, representative stainings of cranial cartilage of stage 45 embryos unilaterally injected with control or *neil2* MO, and control or human *NEIL2* mRNA for rescue purpose as indicated. PQ, palatoquadrate cartilage; ME, Meckel’s cartilage; CE, ceratohyal cartilage; BR, branchial cartilage. Arrow indicates cartilage defects in Neil2 morphants. Scale bars, 500 µM. Right, quantification of embryo malformations (n = 15, 21, 20 and 15 embryos per group, from left to right). (**C**) Quantification of differentially expressed genes at stage 23 of *neil2* MO-injected embryos. (**D**) Pathway enrichment analysis of *neil2* MO upregulated genes. Dashed line indicates the significance threshold FDR = 0.05. (**E**) Western blot for total Tp53 and phosphoserine (pS345) Chk1 in dissected stage 14 neural plates of control and *neil2* MO-injected embryos. Alpha (a-) Tubulin served as loading control. Molecular weight of marker proteins [x10^−3^] is indicated on the left. Note that *X. laevis* Tp53 migrates at ~43 kDa. (**F**) qPCR expression analysis of *tp53* and Tp53 target genes in control- and *neil2* MO-injected embryos at stage 14. Expression of examined genes was normalized to *h4* and is presented relative to mRNA levels in control MO-injected embryos (mean ±s.d., n = 3 embryo batches consisting of 6 embryos each). (**G**) Western blot for pS345 Chk1 and NEIL2 in neural plates from control and *neil2* MO-injected stage 14 embryos co-injected with control or human *NEIL2* mRNA. Alpha (a-) Tubulin served as loading control. (**H**) Western blot for phosphoserine (pS10) histone H3 in neural plates from control and *neil2* MO-injected embryos at stage 15. Total histone H3 served as loading control. (**I**) Western blot analysis for Caspase-3 in dissected non-neural tissue and neural plates from control and *neil2* MO-injected stage 14 embryos co-injected with control and human *NEIL2* mRNA. Alpha (a-) Tubulin served as loading control. Uncleaved and cleaved (active) Caspase-3 are indicated (arrows). (**J**) TUNEL (apoptosis) assay of stage 16 embryos injected unilaterally with *neil2* MO and *lacZ* lineage tracer (TUNEL, dark blue speckles; *lacZ*, light blue speckles). Scale bars, 200 µM. Right, quantification of TUNEL signal (n = 7 and 10 embryos per group, from left to right).

Proper differentiation of cNCCs is crucial for the development of craniofacial cartilage and bone structures (Sakai and Trainor, 2016). Indeed, Alcian blue staining of head cartilage in *neil2* MO-injected embryos (single blastomere injection at 2-cell stage) revealed head cartilage, notably branchial cartilage defects at tadpole stage (Figure 1B), which were rescued by simultaneous injection of human *NEIL2* mRNA (Figure 1B).

To gain insight into the underlying mechanism leading to the cNCC phenotype, we microinjected *Xenopus* embryos with *neil2* MO and carried out RNA-seq gene expression profiling at early tailbud stage (Supplementary file 1). Differential expression analysis yielded a similar number of a few hundred up- and downregulated genes (Figure 1C). Interestingly, pathway enrichment analysis revealed significant results only for the upregulated genes with the top hits ‘Tp53 pathway’ and ‘Tp53 pathway feedback loops’ suggestive of a DNA damage response (DDR) (Figure 1D). Indeed, protein levels of both Tp53 and its upstream regulator phospho-Chk1 (pChk1) were induced in neural plates of Neil2 morphants, indicative for a DDR (Figure 1E). RT-qPCR confirmed upregulation of *tp53* and its target genes, including *ccng1*, *eda2r*, *aen*, and *riok3* (Figure 1F). Furthermore, co-injection of human *NEIL2* mRNA rescued induced pChk1 in Neil2 morphants, ruling out an unspecific Tp53-response to MO injection (Figure 1G). Notably, human *NEIL2* mRNA also reduced basal pChk1 levels.

The DDR in Neil2 morphants induced direct Tp53 targets characteristic for apoptosis (e.g. *eda2r*, *aen*). Apoptosis is linked to cNCC developmental defects since ablation of Tp53 and concomitant block of apoptosis suppress cranial facial abnormalities in *Tcof1* mouse mutants (Jones et al., 2008). Indeed, while cell proliferation seemed unaffected in *neil2* MO-injected embryos as judged by phospho-histone H3 levels (Figure 1H), we observed elevated Caspase-3 cleavage in dissected neural plates but less in non-neural tissue (Figure 1I), indicative of cNCC-specific apoptosis in Neil2 morphants. Consistently, human *NEIL2* mRNA injection in Neil2 morphants rescued elevated Caspase-3 cleavage to endogenous levels, corroborating the specificity of the *neil2* MO-induced apoptosis in neural plates. Human *NEIL2* mRNA injection also decreased basal levels of cleaved Caspase-3, both in neural plates and non-neural tissue (Figure 1I), suggesting that elevated *Neil2* expression protects against apoptosis in whole embryos. Whole mount TUNEL assay of unilaterally *neil2* MO-injected embryos confirmed elevated apoptosis by *Neil2*-deficiency in stage 16 embryos (Figure 1J). We conclude that Neil2 protects against Tp53-mediated cell apoptosis in *Xenopus* embryos, notably in neural plate tissue.

### Intrinsic apoptosis triggers malformations in Neil2-deficient *Xenopus* embryos

To test if the phenotypic malformations in Neil2-morphants are related to elevated apoptosis, we blocked the apoptosis pathway by co-injection with *bcl2l1* mRNA. *Bcl2l1* is a *Xenopus* homologue of mammalian BCL2, an anti-apoptotic factor acting downstream of TP53 (Hemann and Lowe, 2006; Tsujimoto, 1998). Importantly, *bcl2l1* overexpression substantially reduced phenotypic abnormalities of Neil2 morphants (Figure 2A), and rescued elevated cleaved Caspase-3 levels in a dose-dependent manner (Figure 2B). As expected, *bcl2l1* expression had no effect on endogenous nor induced Tp53 protein levels (Figure 2B).

**Figure 2.**
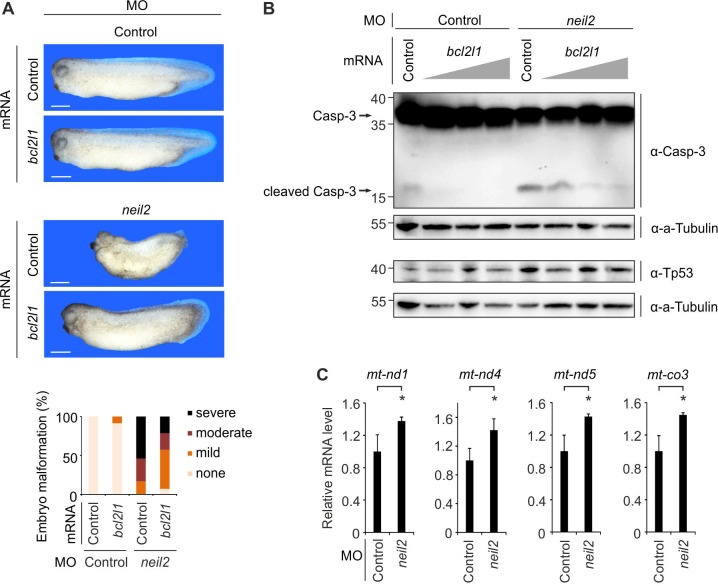
Malformations in Neil2-deficient *Xenopus* embryos are mediated by intrinsic apoptosis. (**A**) Top, representative phenotypes at stage 32 of *Xenopus laevis* embryos injected at one-cell stage with control- or *neil2* MO (bottom). *Xenopus bcl2l1* or bovine *Preprolactin* (control) mRNA was co-injected for rescue purpose. Scale bars, 500 µm. Bottom, quantification of embryo malformations (n = 17, 23, 24 and 14 embryos per group, from left to right). (**B**) Western blot for Caspase-3 (top) and Tp53 (bottom) in neural plates from control and *neil2* MO-injected stage 14 embryos co-injected with control or increasing amounts of *bcl2l1* mRNA (0.5, 1 and 2 ng). Alpha (a-) Tubulin served as loading control. Uncleaved and cleaved (active) Caspase-3 are indicated (arrows). Molecular weight of marker proteins [x10^−3^] is indicated on the left. (**C**) qPCR expression analysis of mitochondrial (mt) genes in control- and *neil2* MO-injected embryos at stage 14. Expression of mt-genes was normalized to *h4* and is presented relative to mRNA levels in control MO-injected embryos (mean ±s.d., n = 3 embryo batches consisting of 6 embryos each).

BCL2 regulates the intrinsic apoptosis pathway that is associated with mitochondria and results in mitochondrial dysfunction. Upregulation of mitochondrial (mt) gene expression is a characteristic response to mitochondrial dysfunction (Heddi et al., 1999; Reinecke et al., 2009). Indeed, we observed increased expression of *mt-Nd1,4* and *5* (*NADH dehydrogenase 1,4* and *5*) and *mt-co3* (*cytochrome c oxidase III*) in Neil2-morphant whole embryos, supporting ongoing intrinsic apoptosis and mitochondrial dysfunction (Figure 2C).

### Oxidative stress causes neural crest defects in Neil2-deficient *Xenopus* embryos

What leads to the induction of a Tp53 DDR in Neil2 morphants? NEIL2 processes oxidative base lesions induced by reactive oxygen species (ROS), such as 8-oxoguanine (8oxoG), 5-hydroxyuracil (5hU), thymine glycol, and the formamidopyrimidines FapyG and FapyA (Hailer et al., 2005; Jacobs and Schär, 2012), suggesting that accumulation of ROS DNA damage may account for embryonic abnormalities in Neil2-deficient *Xenopus* embryos. We therefore analyzed if *Xenopus* embryos are competent to mount a DDR following oxidative damage and if a DDR results in developmental abnormalities. Embryo treatment with the ROS producer pyocyanin (Zhao et al., 2014) upregulated Tp53 and pChk1 protein (Figure 3A), induced expression of *tp53* and its target genes (Figure 3B), and elevated Caspase-3 cleavage (Figure 3C). Moreover, pyocyanin-treated embryos phenocopied Neil2 morphants, displaying similar head and tail abnormalities (Figure 3D). Neurula stage embryos showed cNCC specification defects, where the cNCC markers *sox10*, *twist*, and *snail2* were downregulated, while the markers *sox3* (pan-neural), *en2* (midbrain), and *rx1* (eye) were unaffected (Figure 3E). Elevated ROS levels sensitized Neil2 morphants since pyocyanin treatment of embryos injected with a sub-critical dose of *neil2* MO, which alone did not yield abnormalities, elicited exacerbated abnormalities (Figure 3F). We conclude that *Neil2*-deficiency and ROS damage induce a Tp53 DDR in *Xenopus* embryos, leading to cNCC defects.

**Figure 3.**
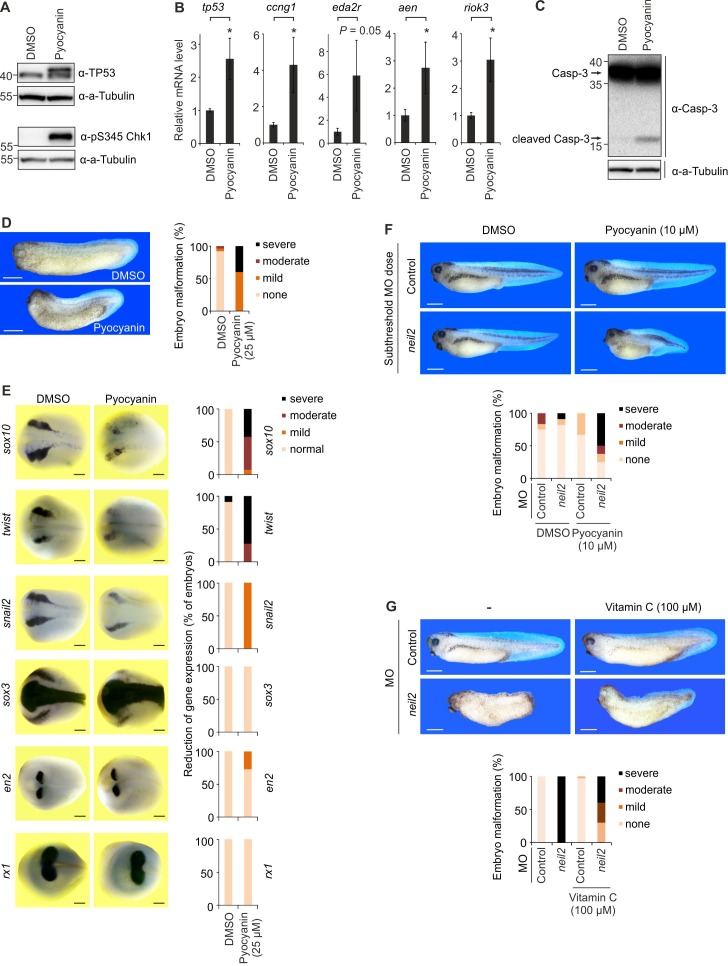
Oxidative stress causes neural crest defects in *Neil2*-deficient *Xenopus* embryos. (**A**) Western blot analysis for total Tp53 and pS345 Chk1 of stage 14 embryos cultivated in 25 µM pyocyanin or DMSO (solvent). Alpha (a-) Tubulin served as loading control. Molecular weight of marker proteins [x10^−3^] is indicated on the left. (**B**) qPCR expression analysis of *tp53* and Tp53 target genes in embryos at stage 14 cultivated in 25 µM pyocyanin or DMSO. Expression of examined genes was normalized to *h4* and is presented relative to mRNA level of DMSO treated embryos (mean ±s.d., n = 3 embryo batches consisting of 6 embryos each). (**C**) Western blot analysis for Caspase-3 of stage 14 embryos cultivated in 25 µM pyocyanin or DMSO (solvent). Alpha (a-) Tubulin served as loading control. Uncleaved and cleaved (active) Caspase-3 are indicated (arrows). (**D**) Left, representative phenotypes of stage 32 embryos treated with 25 µM pyocyanin or DMSO (solvent). Right, quantification of embryo malformations (n = 25 and 15 embryos per group, from left to right). Scale bars, 500 µM. (**E**) Left, whole mount in situ hybridization of the indicated marker genes in stage 16 *Xenopus* embryos treated with 25 µM pyocyanin or DMSO (solvent). Right, quantification of embryo malformations [n = 10 and 14 embryos per group for *sox10*; 2 × 11 (*twist*); 15 and 7 (*snail2*); 11 and 14 (*sox3*); 2 × 11 (*en2*); 15 and 20 (*rx1*), from left to right]. Scale bars, 200 µM (**F**) Top, phenotypes of stage 39 embryos treated with 10 µM pyocyanin and injected with 15 ng/embryo of control and *neil2* MOs (subthreshold dose). Bottom, quantification of embryo malformations (n = 12, 11, 6 and 8 embryos per group, from left to right). Scale bars, 500 µM. (**G**) Top, phenotypes of stage 37 embryos injected with 40 ng/embryo of control and *neil2* MOs and treated with 100 µM Vitamin C. Bottom, quantification of embryo malformations (n = 16, 22, 33 and 10 embryos per group, from left to right). Scale bars, 500 µM.

Importantly, treatment of embryos with Vitamin C, a prominent antioxidant (Arrigoni and De Tullio, 2002), attenuated the severe malformations of Neil2 morphants (Figure 3G), supporting ROS as the basis of cNCC defects in the absence of Neil2.

### A neuroectoderm-restricted Tp53 response triggers neural crest defects in *Xenopus* embryos

The Tp53 response to DNA damage is a widespread cellular phenomenon (Ciccia and Elledge, 2010). Hence, what restricts the DDR mostly to neuroectoderm during *Xenopus* development? Among the most upregulated genes in Neil2 morphants was the direct Tp53 target gene *cyclin-G1* (*ccng1*) (Supplementary file 1) (Okamoto and Beach, 1994). Ccng1 interacts with Mdm2, another Tp53 target gene, and is involved in a negative feedback loop regulating Tp53 protein levels induced by DNA damage (Kimura and Nojima, 2002; Okamoto et al., 2002). Unilateral injection of *neil2* MO in *Xenopus* embryos with the lineage tracer β-galactosidase confirmed upregulation of *ccng1* on the injected side (Figure 4A). *Ccng1* induction was restricted to the neural plate even in embryos where the lineage tracer extended to mesoderm and endoderm (Figure 4A). To test if the spatial restriction of *ccng1* expression reflects tissue-specificity of the DDR, we provoked a systemic DDR using pyocyanin, which induced strong *ccng1* expression (Figure 4B). As observed in Neil2 morphants, *ccng1* expression was spatially restricted to the neural plate. Spatial restriction of the DDR may be related to patterned expression of *tp53* itself, as in situ hybridization showed preferential *tp53* expression in the neural plate, notably in the anterior wherefrom cNCCs arise (Figure 4C). High-level expression of *tp53* in the embryonic CNS is observed in diverse vertebrates, including zebrafish, *Xenopus*, chick, and mouse (Hoever et al., 1997; Lee et al., 2008; Rinon et al., 2011).

**Figure 4.**
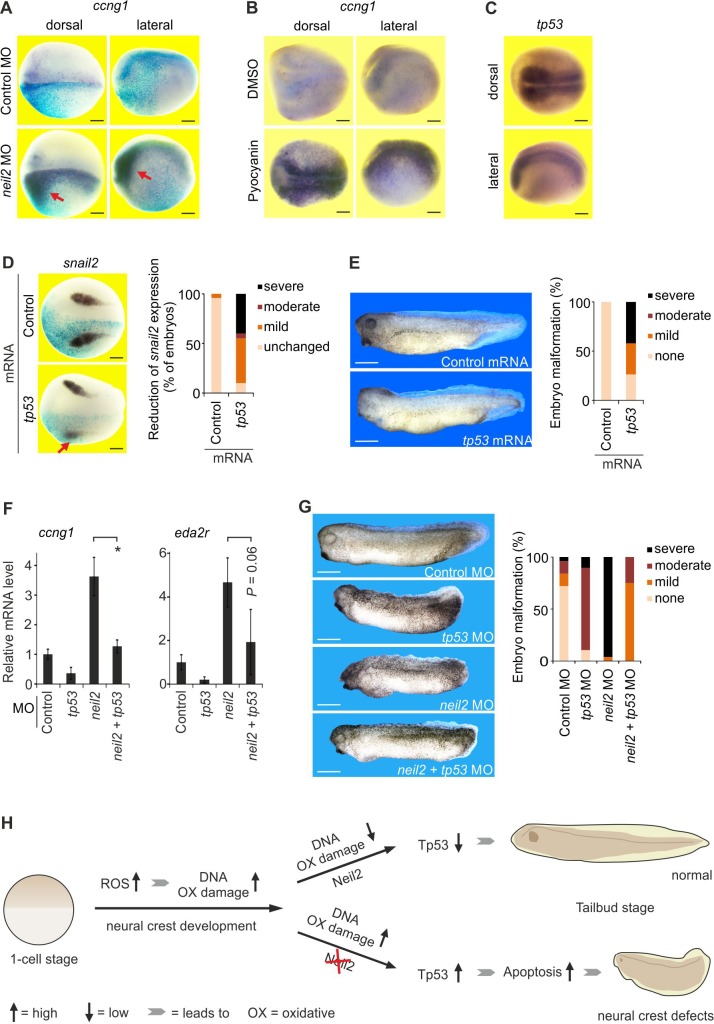
A neuroectoderm-restricted Tp53 DNA damage response triggers neural crest defects in *Xenopus* embryos. (**A–D**) Whole mount in situ hybridization for the indicated marker genes in stage 18 *Xenopus* embryos shown in dorsal view or as indicated. Scale bars, 200 µm. (**A**) Embryos were injected unilaterally with control or *neil2* MO (lineage-traced by co-injected *lacZ* mRNA, light blue speckles). (**B**) Embryos were treated with 25 µM pyocyanin or DMSO (solvent). (**C**) Expression of *tp53* in untreated embryos. (**D**) Left, embryos were unilaterally injected with control or *tp53* mRNA (lineage-traced by co-injected *lacZ* mRNA, light blue speckles). Note reduced *snail2* expression in neural crest cells after *tp53* mRNA injection (red arrow). Right, quantification of reduced *snail2* expression (n = 24 and 20 embryos per group, from left to right). (**E**) Left, phenotype of stage 32 embryos injected with control or *tp53* mRNA. Right, quantification of embryo malformations (n = 23 and 19 embryos per group, from left to right). Scale bars, 500 µm. (**F**) qPCR expression analysis of *ccng1* and *eda2r* in embryos at stage 14 injected with MOs as indicated. Expression of *ccng1* and *eda2r* was normalized to *h4* expression and is presented relative to control MO-injected embryos. (mean ±s.d., n = 3 embryo batches consisting of 6 embryos each). (**G**) Left, phenotypes of stage 32 embryos injected with the indicated MOs. Scale bars, 500 µm. Right, quantification of embryo malformations (n = 25, 26, 19 and 28 embryos per group, from left to right). (**H**) Model for Neil2 function in *Xenopus* neural crest specification. During neural crest development ROS levels are increased and DNA is oxidatively damaged. Unrepaired DNA damage in the absence of Neil2 induces Tp53-DDR followed by intrinsic apoptosis and malformation of neural crest derivatives in the developing embryo. ROS, reactive oxygen species.

The results suggest that the cNCC defects in Neil2 morphants reflect a neural plate-restricted Tp53-response to oxidative DNA damage. Consistently, *tp53* mRNA injection downregulated the cNCC marker *snail2* at mid neurula stage (Figure 4D) and induced head and tail abnormalities (Figure 4E). Importantly, injection of a *tp53* antisense MO (Takebayashi-Suzuki, 2003) not only blocked induction of Tp53 target genes in Neil2 morphants but also rescued phenotypic abnormalities substantially (Figure 4F–G). In sum, we propose that Neil2 protects against an oxidative DNA damage-induced Tp53 response and intrinsic apoptosis in the neural plate, thereby safeguarding cNCC development (Figure 4H).

### Apex1-deficiency phenocopies neural crest defects of Neil2 morphant *Xenopus* embryos

We asked if other BER factors have roles similar to Neil2 in *Xenopus* embryogenesis. APEX1 (Apurinic/Apyrimidinic Endodeoxyribonuclease 1) functions downstream of DNA glycosylases, processing the abasic (apurinic/apyrimidinic (AP)) sites produced during BER (Abbotts and Madhusudan, 2010), and *Apex1*-deficiency in mice leads to early embryonic lethality (Xanthoudakis et al., 1996). Injection of *apex1* MO at similar dosage as *neil2* MO induced severe abnormalities and early lethality confirming essentiality of Apex1 also for *Xenopus* embryonic development (data not shown). Interestingly, injection of reduced amounts of *apex1* MO phenocopied Neil2 morphants, with embryos displaying microcephaly, and reduced or absent dorsal and tail fins (Figure 5A). Human *APEX1* mRNA partially rescued the phenotype confirming specificity of the *apex1* MO (Figure 5A). While Tp53 and phospho-Chk1 levels were unaltered (Figure 5B), Tp53 target genes were induced in Apex1 morphants (Figure 5C). As in Neil2 morphants, phospho-histone H3 levels were unchanged and Caspase-3 cleavage was induced (Figure 5D–E). Hence, the BER enzymes Neil2 and Apex1 exhibit similar functions in *Xenopus* neural crest development.

**Figure 5.**
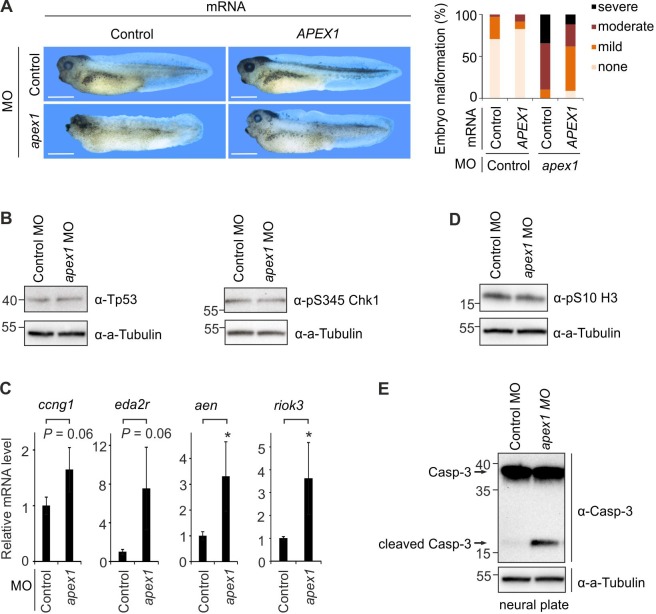
*Apex1*-deficiency phenocopies neural crest defects of *Neil2*-morphant *Xenopus* embryos. (**A**) Left, phenotypes of stage 39 embryos injected with control and *apex1* MO, and control and human *APEX1* mRNA for phenotypic rescue. Scale bars, 500 µm. Right, quantification of embryo malformation in all four injection groups (n = 34, 23, 29 and 34 embryos per group, from left to right). (**B**) Western blot for total Tp53 and phosphoserine (pS345) Chk1 in stage 14 control and *apex1* MO-injected embryos. Alpha (a-) Tubulin served as loading control. Molecular weight of marker proteins [x10^−3^] is indicated on the left. (**C**) qPCR expression analysis of Tp53 target genes in control and *apex1* MO-injected embryos at stage 14. Expression of target genes was normalized to *h4* and is presented as relative mRNA level of control MO-injected embryos (mean ±s.d., n = 3 embryo batches consisting of 6 embryos each). (**D**) Western blot for phosphoserine (pS10) histone H3 from control and *apex1* MO-injected stage 14 embryos. Alpha (a-) Tubulin served as loading control. (**E**) Western blot analysis for Caspase-3 in control and *apex1* MO-injected stage 14 embryos. Alpha (a-) Tubulin served as loading control. Uncleaved and cleaved (active) Caspase-3 are indicated (arrows).

### *Neil1,2,3* triple-mutant teratomas display cNCC differentiation defects

We next investigated if the role of NEIL DNA glycosylases to protect against ROS damage and safeguard neural crest development is conserved in mammals, and used mouse embryonic stem cells (mESCs) as a model system. We generated *Neil1,2,3* triple-knockout (TKO) mESCs by CRISPR/Cas9 genome editing (Cong et al., 2013). We included NEIL3 in addition to NEIL1 and NEIL2 to account for any possible functional redundancy among the NEIL family. The biochemical and biological properties of NEIL3, however, are quite distinct from those of NEIL1 and NEIL2 (Krokeide et al., 2013; Liu et al., 2013). We flanked and deleted the coding region of the catalytic domains with two gRNAs for each *Neil* gene (Figure 6—figure supplement 1A), as validated by genotyping PCR (Figure 6—figure supplement 1B). Gene inactivation was further confirmed by western blot analysis for NEIL1 and RT-qPCR for *Neil2* and *Neil3* (Figure 6—figure supplement 1C-D). Expression of pluripotency markers was unaltered for *Pou5f1* and *Klf4*, whereas *Nanog* expression was slightly reduced in *Neil1,2,3* TKO mESCs compared to control cells that originated from mock transfections lacking specific guide RNAs (Figure 6—figure supplement 1E).

We subjected control and *Neil*-TKO mESCs to teratoma assays (Ralston and Rossant, 2010) using three independent clones of each, to average-out clonal variation. When transplanted subcutaneously into immunodeficient mice, teratomas grew from all six mESC lines. Histological analysis of control and *Neil*-TKO teratomas revealed derivatives of ectoderm, endoderm and mesoderm in all samples confirming pluripotency of *Neil*-deficient mESCs (Figure 6A). However, transcriptome analysis by RNA-seq uncovered thousands of genes differentially expressed between control and *Neil*-TKO teratomas (Figure 6B). Intriguingly, pathway enrichment analysis of >2 fold differentially expressed genes yielded one significant hit for the up- and downregulated genes each, ‘PluriNetWork’ and ‘neural crest differentiation’, respectively (Figure 6C). The term ‘PluriNetWork’ refers to the genes regulating pluripotency in mouse stem cells (Som et al., 2010). We confirmed upregulation of pluripotency markers (*Pou5f1, Nanog and Klf4)*, suggesting incomplete silencing of the pluripotent state in *Neil-*TKO teratomas (Figure 6D). Downregulated genes included neural crest effectors such as *Pax3* (LaBonne and Bronner-Fraser, 1998), *Tfap2b, Phox2b, Dbh, Crabp1, Neurog1* and *Wnt3a*, besides a suite of downregulated *Hox* genes (*Hoxa2, Hoxa3, Hoxa4, Hoxa5, Hoxa9, Hoxb1, Hoxb2, Hoxb3, Hoxb4, Hoxb5, Hoxc4, Hoxc5, Hoxd3*), which are prominently expressed during neural crest/pharyngeal arch patterning, where they control head skeletal development (Trainor and Krumlauf, 2001) (Supplementary file 2). In fact, marker gene analysis for endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6, Nestin, Sox1 and Pax2*), and neural crest (*Pax3, Hoxa2, Tfap2b and Neurog1)* indicated mild neural and severe neural crest differentiation defects (Figure 6E and Figure 6—figure supplement 2). Moreover, the TP53 target genes *Ccng1, Mdm2, Sesn2* and *Eda2r* were significantly upregulated in *Neil* TKO teratomas (Figure 6F) indicative of a TP53 DDR. These results indicate that the requirement for NEIL function in cNCC development is evolutionarily conserved between amphibians and mammals.

**Figure 6.**
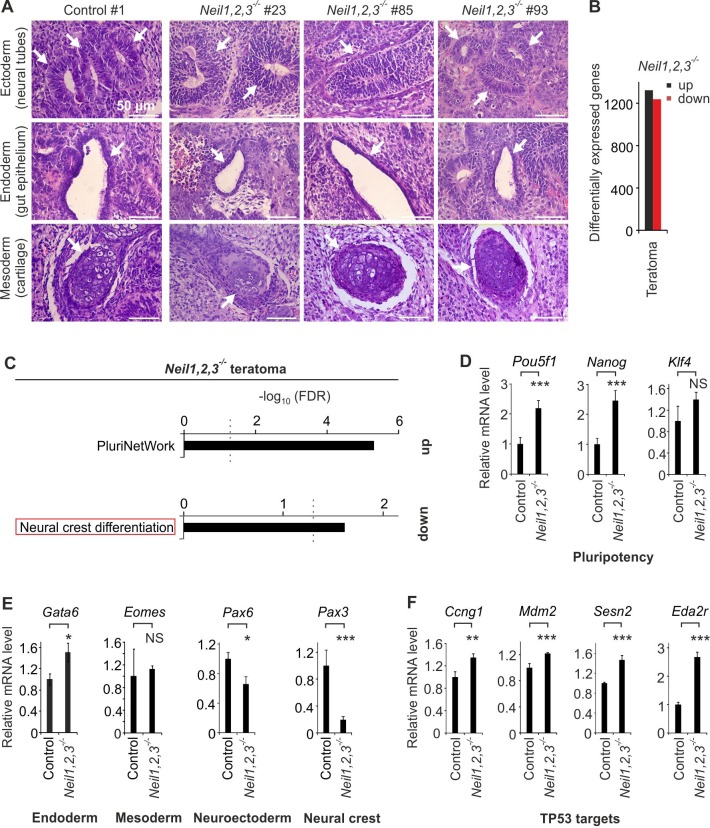
*Neil1,2,3*-deficient mESCs display neural crest cell differentiation defects. (**A**) Histological analysis of H and E stained teratomas derived from control and *Neil1,2,3*-deficient mESC lines. Arrows indicate neural tube- (ectoderm), gut epithelium- (endoderm) and cartilage- (mesoderm) related structures within each section. (**B**) Quantification of differentially expressed genes in *Neil1,2,3*-deficient teratomas. (**C**) Pathway enrichment analysis of up- and downregulated genes in *Neil1,2,3*-deficient teratomas. Dashed line indicates the significance threshold FDR = 0.05. (**D**) qPCR expression analysis of pluripotency genes in control and *Neil1,2,3* triple-deficient teratomas. Marker gene expression was normalized to *Tbp* and is presented relative to control teraomas (mean ±s.d., n = 3 biological replicates with each three technical replicates). (**E**) qPCR expression analysis as in (**D**) but of endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes of control and *Neil1,2,3*-deficient teratomas. (**F**) qPCR expression analysis as in (**D**) but of selected TP53 target genes.

**Figure 6—figure supplement 1.**
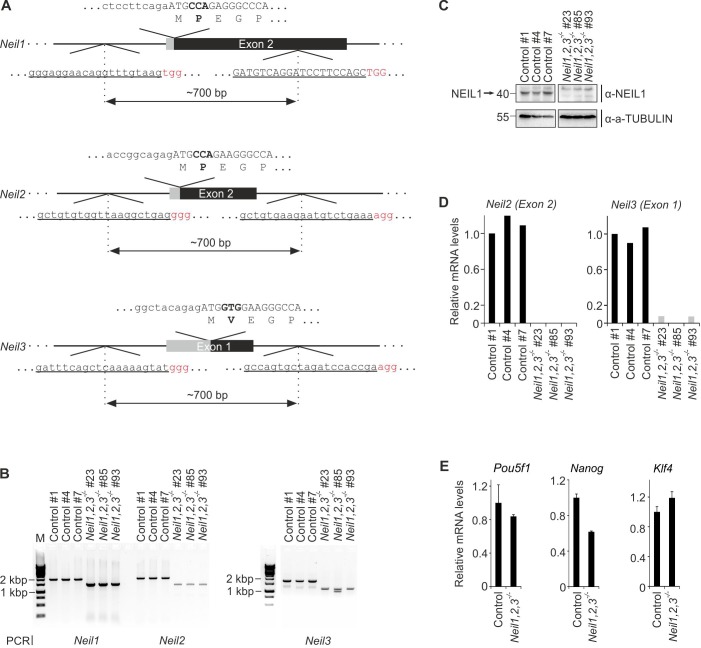
Generation and characterization of *Neil*-deficient mESCs. (**A**) Scheme of CRISPR/Cas9 targeted *Neil1* exon 2, *Neil2* exon two and *Neil3* exon one deletion mutations. To generate genomic deletions, two guide RNAs (underlined, PAM motif highlighted in red) per gene were designed to flank a 700 bp region harboring the coding sequence for the active site residues in NEIL1 (P2), NEIL2 (P2) and NEIL3 (V2), respectively. Coding region of translational start site including amino acid translation is depicted above the respective gene locus with the active site residue and its coding triplet in bold. Coding sequences are schematically shown by black exons and capitalized letters within the sequences. (**B**) Genotyping PCR of control and *Neil1,2,3* triple-deficient mESC lines. Primers flank a ~ 2 kb region around the coding sequence for the active site residue in each gene. Note the smaller PCR products in *Neil1,2,3* triple-deficient cells indicative of the expected deletions. (**C**) Western blot for NEIL1 in control and *Neil1,2,3* triple-deficient mESC lines. Alpha (a-) TUBULIN served as loading control. Relative molecular weight of marker proteins [x10^−3^] is indicated on the left. The NEIL1-specific band is indicated by an arrow. (**D**) qPCR expression analysis of *Neil2* (left panel) and *Neil3* (right panel) in control and *Neil1,2,3* triple-deficient cell lines. Expression of *Neil2* and *Neil3* was normalized to *Tbp* and is relative to control clone #1. (**E**) qPCR expression analysis of pluripotency genes in control and *Neil1,2,3* triple-deficient mESC lines. Expression of genes was normalized to *Tbp* and is relative to control mESCs (s.d., n = 3 biological replicates with each three technical replicates).

**Figure 6—figure supplement 2.**
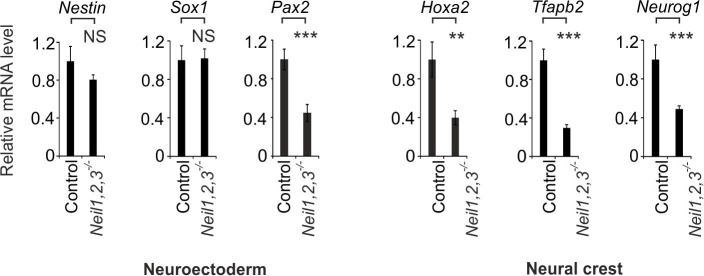
Extended neural and neural crest marker gene analysis in *Neil* triple-deficient teratomas. qPCR expression analysis of marker genes for neuroectoderm (*Nestin, Sox1, Pax2*) and neural crest (*Hoxa2, Tfapb2, Neurog1*) in control and *Neil1,2,3* triple-deficient teratomas. Marker gene expression was normalized to *Tbp* and is presented relative to control teratomas (mean ±s.d., n = 3 biological replicates with each three technical replicates).

### Neural and cNCC differentiation defects are caused by *Neil1*- and *Neil2*-deficiency

To analyze the individual requirement of NEILs for neural and cNCC specification, we generated single *Neil1, −2, and −3* mutant mESCs (Figure 7—figure supplement 1A–D). *Neil*-mutant mESCs were subjected to in vitro differentiation for eight days in embryoid bodies (EB) in absence or presence of retinoic acid (RA), the latter favoring neural differentiation (Bibel et al., 2007). *Neil3* mutants were largely unaffected for all markers tested (Figure 7A). In contrast, single *Neil1* and *Neil2* mutants showed significant reduction in neural crest marker (*Pax3, Hoxa2, Tfapb2, Neurog1*) and also pan-neuroectodermal marker (*Pax6, Nestin, Sox1, Pax2*) expression, while endoderm- and mesoderm markers were unaffected (Figure 7A and Figure 7—figure supplement 2). Importantly, *Pax3* and *Pax6* induction during differentiation was partially restored in *Neil1*- and *Neil2*-deficient cells by stable transfection with catalytically active- but not inactive human NEIL1- and NEIL2*-*encoding constructs (Figure 7—figure supplement 3A). Note that the degree of rescue was likely limited by the low expression of the transfected NEIL constructs (Figure 7—figure supplement 3B). This rescue not only confirms specificity of the *Neil* knockout approach but also demonstrates that the neural and cNCC differentiation defects are not due to mutant mESCs having undergone irreversible changes/DNA damage. Instead, the rescue indicates an acute requirement for NEIL1 and NEIL2 during cNCC differentiation.

**Figure 7.**
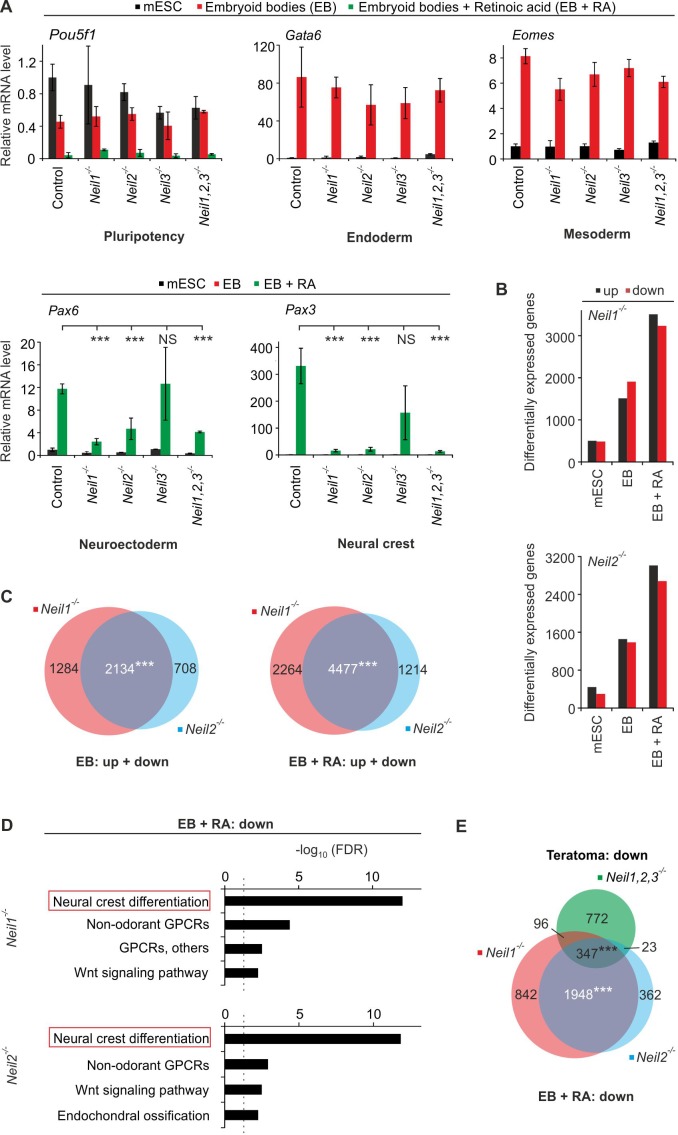
*Neil1-* and *Neil2*-deficient mESCs display neural crest cell differentiation defects in vitro. (**A**) qPCR expression analysis of pluripotency (*Pou5f1*), endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes of the indicated *Neil*-mutant mESCs. Cells were differentiated into embryoid bodies (EBs) without or with retinoic acid (EBs + RA). Expression of marker genes was normalized to *Tbp* and is relative to control clones in mESC state. (s.d., n = 3 biological replicates). (**B**) Quantification of differentially expressed genes in *Neil1* and *Neil2* single-deficient mESCs, EBs and EBs + RA. (**C**) Overlap of differentially expressed genes from *Neil1* and *Neil2* single-deficient EBs (left panel) and EBs + RA (right panel) (**D**) Pathway enrichment analysis of downregulated genes from *Neil1* (upper) and *Neil2* (lower panel) single-deficient EBs + RA. Dashed lines indicate the significance threshold FDR = 0.05. (**E**) Overlap of downregulated genes from *Neil1* and *Neil2* single-deficient EBs + RA, and downregulated genes from *Neil1,2,3-*deficient teratomas.

**Figure 7—figure supplement 1.**
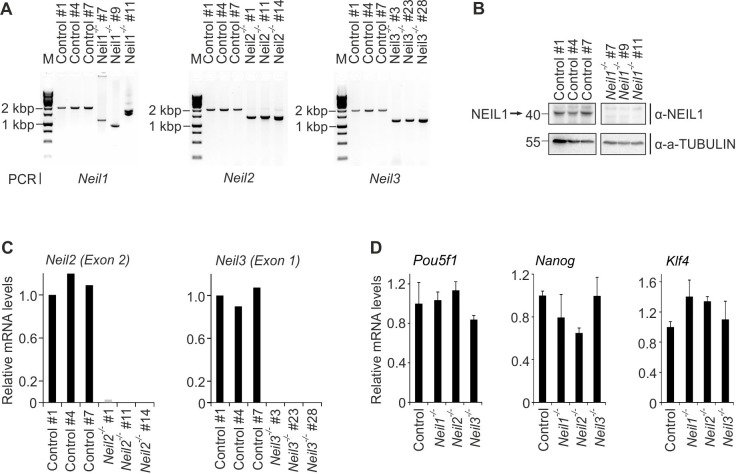
Characterization of *Neil* single-deficient mESCs. (**A**) Genotyping PCR of control and *Neil1, Neil2* and *Neil3* single-deficient mESC lines. Primers flank a ~ 2 kb region around the coding sequence for the active site residue in each gene. Note the smaller PCR products in all single-deficient cells indicative of the expected deletions. For construction see scheme of CRISPR/Cas9 targeting in Figure 6—figure supplement 1A. (**B**) Western blot for NEIL1 in control and *Neil1* single-deficient mESC lines. Alpha (a-) TUBULIN served as loading control. Relative molecular weight of marker proteins [x10^−3^] is indicated on the left. The NEIL1-specific band is indicated by an arrow. (**C**) qPCR expression analysis of *Neil2* (left panel) and *Neil3* (right panel) in control and *Neil2* and *Neil3* single-deficient cell lines. Expression of *Neil2* and *Neil3* was normalized to *Tbp* and is relative to control clone #1. (**D**) qPCR expression analysis of pluripotency genes in control and *Neil1,Neil2* and *Neil3* single-deficient mESC lines. Expression of genes was normalized to *Tbp* and is relative to control mESCs (s.d., n = 3 biological replicates).

**Figure 7—figure supplement 2.**
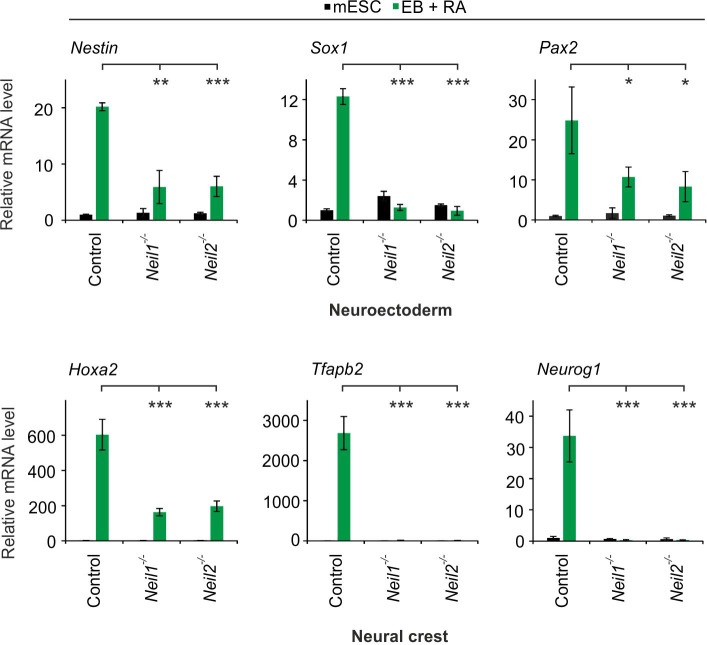
Extended neural and neural crest marker gene analysis in *Neil* single-deficient EBs + RA. qPCR expression analysis of marker genes for neuroectoderm (*Nestin, Sox1, Pax2*) and neural crest (*Hoxa2, Tfapb2, Neurog1*) in control and *Neil1 and Neil2* single-deficient EBs + RA. Marker gene expression was normalized to *Tbp* and is presented relative to control mESCs (mean ±s.d., n = 3 biological replicates).

**Figure 7—figure supplement 3.**
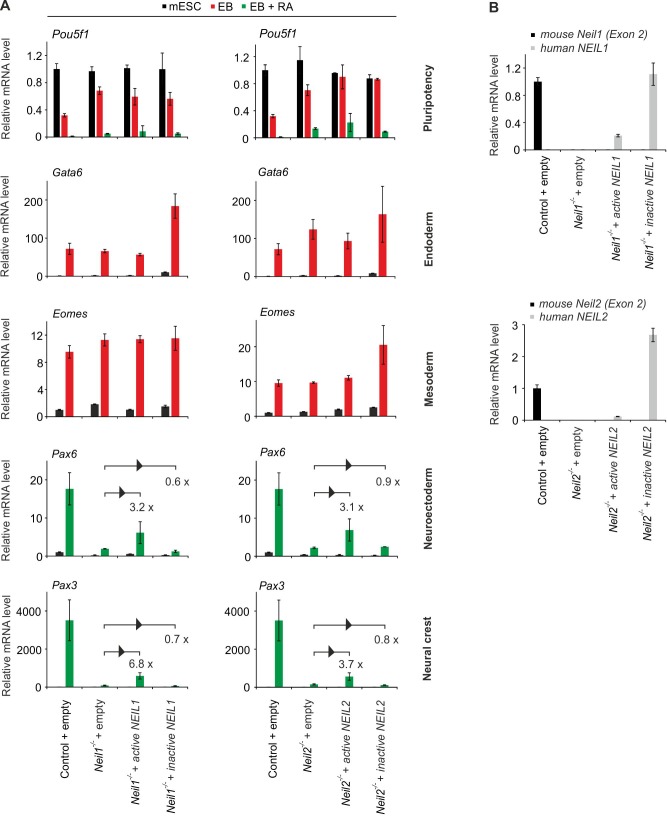
Knockout specificity of *Neil*-deficient cells. (**A**) Right, qPCR expression analysis of pluripotency (*Pou5f1*), endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes in control and *Neil1*-deficient mESCs, EBs and EBs + RA stably transfected with empty vector (control) or human catalytically active and inactive NEIL1 expression constructs, respectively. Left, qPCR expression analysis as on the left but in control and *Neil2*-deficient cells stably transfected with empty vector or human catalytically active and inactive NEIL2 expression constructs, respectively. Expression of marker genes was normalized to *Tbp* and is relative to control mESCs. Fold change of *Pax6* and *Pax3* expression in NEIL-transfected EBs + RA compared to empty vector controls is depicted (s.d., n = 3 biological replicates). (**B**) qPCR expression analysis of murine *Neil1* and human *NEIL1* (top panel) and muirne *Neil2* and human *NEIL2* (bottom panel) in control and *Neil1 or Neil2*-deficient mESCs stably transfected with vector constructs as described in (**A**). Gene expression was normalized to *Tbp* and is relative to *mmNeil1* (top panel) *and mmNeil2* (bottom panel) in control mESCs (s.d., n = 3 biological replicates).

**Figure 7—figure supplement 4.**
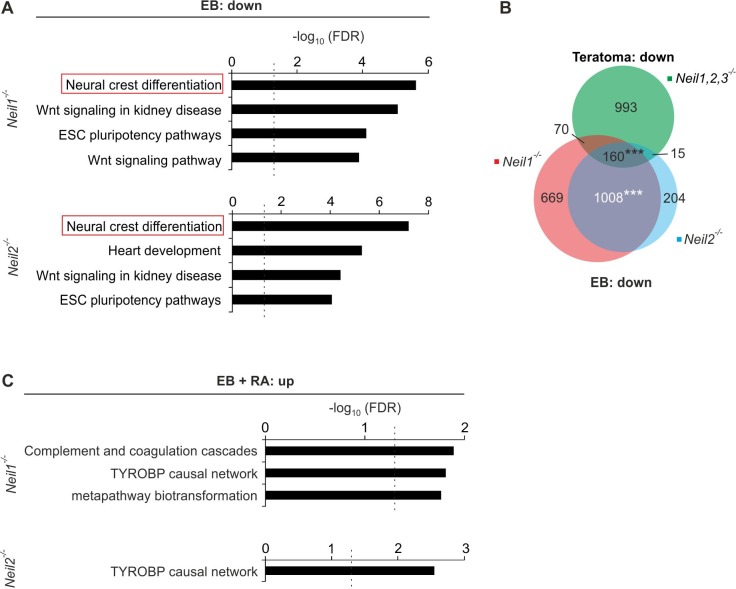
Gene misregulation in *Neil*-deficient embryoid bodies. (**A**) Pathway enrichment analysis of downregulated genes from *Neil1* (upper) and *Neil2* (lower panel) single-deficient EBs. Dashed lines indicate the significance threshold FDR = 0.05. (**B**) Overlap of downregulated genes from *Neil1* and *Neil2* single-deficient EBs, and downregulated genes from *Neil1,2,3-*deficient teratoma. (**C**) Pathway enrichment analysis of upregulated genes from *Neil1* (upper) and *Neil2* (lower panel) single-deficient EBs + RA. Dashed lines indicate the significance threshold FDR = 0.05.

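RNA was sequenced from mESCs, EBs and EBs + RA of control, Neil1- and Neil2-mutant lines, all made with CRISPR/Cas9 from E14TG2a, a mouse embryonic stem cell line. Each genotype was represented at each stage by 3 independent clones, control #1, #4 and #7, Neil1 #7, #9 and #11, and Neil2 #1, #11 and #14. EBs were grown for 8 days, and EBs + RA received 5 µM RA from day 4. The authors prepared the libraries from total RNA, aligned the reads with TopHat to the mouse genome NCBIM37 and counted them per gene with HTSeq-count. The deposited values were these raw counts for 37991 Ensembl gene identifiers, without normalization. Counts on genes ranged from 21758303 to 48350904 per library. The group medians lay between 24705057 in Neil1 EBs + RA and 28121162 in control EBs + RA. Each mutant was compared with the control clones of its stage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's filter on low counts. A gene was called DE at an FDR below 0.1 and an absolute log2 fold change above 0.5, the limits the paper uses with DESeq2. On counts simulated from the means of the real libraries, this test recovered 196 of 200 changed genes and called 14 unchanged genes among the 15496 tested. The simulated spread beyond counting noise was set equal for all genes and was not taken from these clones. Changes were planted only in genes with many counts. These numbers thus do not measure how the test performs at the spread of the real clones.
The counts on the targeted genes are given as CPM, the TMM-normalized count scaled to library size. Neil1 (ENSMUSG00000032298) lies on chromosome 9 of NCBIM37 from 56990607 to 56995929. In mESCs it had 31.6, 2.51 and 7.28 CPM in Neil1 clones #7, #9 and #11, and 9.83, 9.53 and 7.67 CPM in the control clones. This was a log2 fold change of 0.59 (standard error 0.91, FDR 0.816), which ranged from −0.90 to 1.09 when 1 clone at a time was left out. In EBs the log2 fold change was −1.18 (standard error 0.45, FDR 0.0869), and in EBs + RA it was −1.18 (standard error 0.30, FDR 0.018). The Neil1 value in EBs ranged from −1.80 to −0.79 when 1 clone at a time was left out. It passed the FDR limit in 2 of 6 such fits. Neil2 (ENSMUSG00000035121) lies on chromosome 14 from 63801280 to 63812378. In mESCs it had 5.49, 9.54 and 6.47 CPM in Neil2 clones #1, #11 and #14, and 15.1, 13.2 and 5.77 CPM in the control clones. Its log2 fold change was −0.69 (standard error 0.35, FDR 0.397) in mESCs, 0.43 (standard error 0.36, FDR 0.5) in EBs and 0.45 (standard error 0.22, FDR 0.154) in EBs + RA. The value in EBs ranged from −0.10 to 0.70 when 1 clone at a time was left out. The planned deletions leave most exon bases of both genes in place, so that counts summed over a gene do not measure its deletion.
The mESC library of Neil1 clone #11 held no counts beyond Gm14664 on chromosome X, which ends at 58329243, and none on chromosome Y. Among X-linked genes with at least 10 counts in every other mESC library, 166 of 166 before that position and 0 of 345 beyond it held counts. In EBs and EBs + RA of the same clone, 345 and 342 of the latter genes held counts.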

To corroborate neural and cNCC developmental defects, we carried out RNA-seq analysis of undifferentiated- and embryoid-body differentiated *Neil1* and *Neil2* single-mutant mESCs. 

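In mESCs, 283 of 15569 tested genes were DE in the Neil1 clones, of which 161 were raised and 122 lowered. In the Neil2 clones 286 of 15615 tested genes were DE, 219 raised and 67 lowered. An unadjusted p below 0.05 was reached by 2387 and 2361 genes. The largest rises in Neil1 mESCs, among well-expressed genes whose values in all mutant clones lay beyond all controls, were those of Gm364 (ENSMUSG00000079584, log2 fold change 3.17, standard error 0.31, FDR 0.0326) and Msln (ENSMUSG00000063011, 2.66, standard error 0.30, FDR 0.0472). The largest falls were those of Vrtn (ENSMUSG00000071235, −2.22, standard error 0.43, FDR 0.0839) and Kif1a (ENSMUSG00000014602, −2.13, standard error 0.39, FDR 0.0804). In Neil2 mESCs, the neighbouring paralogs Xlr5b (ENSMUSG00000072479) and Xlr5a (ENSMUSG00000058328) on chromosome X rose most, by log2 fold changes of 3.32 (standard error 0.47, FDR 0.0437) and 3.10 (standard error 0.63, FDR 0.0776). Kif1a (−1.83, standard error 0.41, FDR 0.0944) and Ccnd2 (ENSMUSG00000000184, −1.54, standard error 0.24, FDR 0.0548) fell most. None of these calls held in all 6 fits that each left out 1 clone. In Neil1, Gm364 passed the FDR limit in 3, Msln in 4, Vrtn in 2 and Kif1a in 1. In Neil2, Xlr5b passed it in 3, Xlr5a in 1, Kif1a in 1 and Ccnd2 in 2.
Both Xlr5 genes lie in a segment of chromosome X, from 59540317 to 108651568, in which most measured genes were raised. Its 137 measured genes had a median log2 difference from the controls of 1.04 ± 0.01 (SD, n = 2) in the Neil1 mESC libraries with counts there and 0.88 ± 0.33 (SD, n = 3) in the Neil2 mESC libraries. Of the genes raised in Neil2 mESCs, 92 of 219 lay in the segment, against 208 of all 15615 tested genes. As the ends of the segment were set from these same mESC libraries, this share was not tested. In Neil1 mESCs 0 of the 161 raised genes lay there with all 3 clones, and 84 of 136 when the library without counts in this segment, that of clone #11, was left out.
The number of DE genes in mESCs was the result that other settings moved most. DESeq2's Wald test gave 1044 genes for Neil1 and 819 for Neil2. With the replicate number of the sample labels as a block, 0 genes were DE for Neil1, with 1828 at an unadjusted p below 0.05, and 634 for Neil2. The differences of same-numbered libraries from their group means correlated across genes at r between −0.63 and 0.62 (mean −0.04, 9 pairs). For different numbers r lay between −0.67 and 0.71 (mean 0.02, 18 pairs). Taking differences from group means ties these means to each other, so that they do not decide whether same-numbered libraries were alike. Fits that each left out 1 clone gave 0 to 2011 genes for Neil1 and 1 to 1494 for Neil2.

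**Figure D1:**
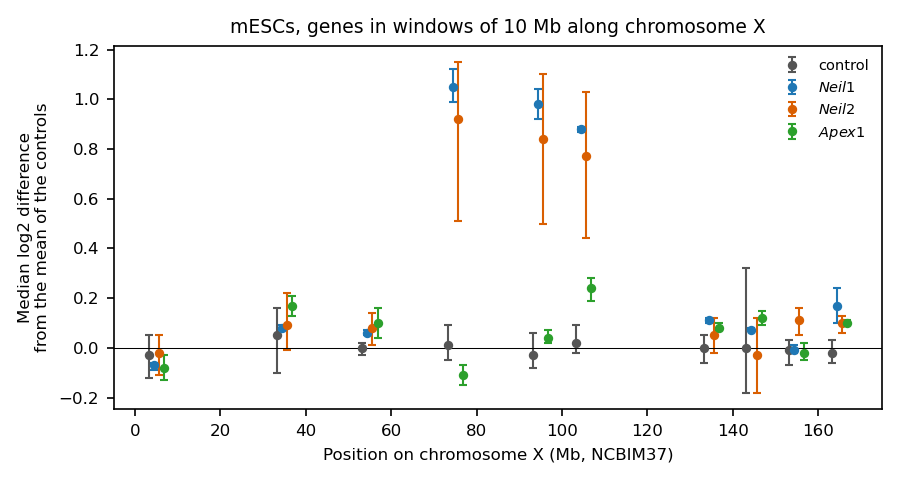
Median log2 difference from the controls of the genes in each 10 Mb window of chromosome X in mESCs, for windows with at least 20 measured genes. Points are means over the libraries (3 control, 2 Neil1, 3 Neil2 and 2 Apex1), bars run from the lowest to the highest library, and the Neil1 and Neil2 means exceed 0.5 in 3 windows.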

While we observed hundreds of differentially expressed (DE) genes in mutant *Neil1* and *Neil2* mESCs (Figure 7B and Supplementary file 3–4), they did not cluster when subjected to pathway enrichment analysis. 

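In EBs, 3634 of 15479 tested genes were DE in the Neil1 clones (1611 raised, 2023 lowered) and 2545 of 15575 in the Neil2 clones (1347 raised, 1198 lowered). In EBs + RA the numbers were 6580 of 16019 (3390 raised, 3190 lowered) and 5601 of 16055 (2936 raised, 2665 lowered). DE genes were thus 23.5% and 16.3% of the tested genes in EBs, and 41.1% and 34.9% in EBs + RA. With the replicate number as a block, EBs had 3384 and 2029 DE genes. By the same edgeR test, a direct comparison of Neil1 with Neil2 clones gave 0 DE genes in mESCs, EBs and EBs + RA. An unadjusted p below 0.05 was reached by 915, 735 and 1608 genes. DESeq2's Wald test gave 3, 1 and 111 DE genes in the same order. Fits without 1 of the clones gave 3184 to 3601 DE genes for Neil1 and 1407 to 3705 for Neil2 in EBs, and 4594 to 7199 and 4024 to 6582 in EBs + RA.
In EBs the largest rises among genes selected in the same way as in mESCs were those of Xist (ENSMUSG00000086503) and Efhc2 (ENSMUSG00000025038). Xist rose from 1.82 ± 0.261 CPM in controls to 29.1 ± 20.2 CPM in Neil1 and 18 ± 4.71 CPM in Neil2 clones (SD, n = 3 each). The log2 fold changes of Xist were 3.99 (standard error 0.55, FDR 0.00288) and 3.31 (standard error 0.25, FDR 2.0e-04), and those of Efhc2 3.66 (standard error 0.46, FDR 0.00181) and 3.06 (standard error 0.44, FDR 0.00367). Both genes are X-linked, and Xist lies in the segment raised in mESCs. Aplnr (ENSMUSG00000044338) fell from 11.5 ± 2.17 CPM to 0.0306 ± 0.0268 CPM in Neil1 and 0.0434 ± 0.0752 CPM in Neil2 clones, log2 fold changes of −8.46 (standard error 0.43, FDR 9.6e-07) and −7.68 (standard error 0.58, FDR 2.0e-04). The other large falls were those of Unc5c (ENSMUSG00000059921) in Neil1 EBs (−7.51, standard error 0.48, FDR 1.3e-05) and Tnc (ENSMUSG00000028364) in Neil2 EBs (−7.78, standard error 0.47, FDR 7.9e-05).
In EBs + RA, Xist reached 213 ± 157 CPM in Neil1 and 47.7 ± 21.2 CPM in Neil2 clones against 2.17 ± 0.574 CPM in controls, log2 fold changes of 6.60 (standard error 0.60, FDR 3.3e-04) and 4.45 (standard error 0.39, FDR 3.3e-04). Among genes selected in the same way as in mESCs, Sohlh1 (ENSMUSG00000059625) followed in Neil1 (5.96, standard error 1.29, FDR 0.0106). Xlr5a led in Neil2 (4.88, standard error 0.46, FDR 4.1e-04). Sohlh1 varied between the Neil1 clones (8.14 ± 11.1 CPM, SD, n = 3). Its log2 fold change ranged from 3.72 to 6.45 when 1 clone at a time was left out. Dbx1 (ENSMUSG00000030507) fell from 57.4 ± 36.3 CPM to 0.0698 ± 0.03 CPM in Neil1 clones, a log2 fold change of −9.61 (standard error 0.88, FDR 3.5e-04). In Neil2 clones its log2 fold change was −9.24 (standard error 0.94, FDR 5.4e-04).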

Upon differentiation, the number of DE genes increased in *Neil1*- and *Neil2-*deficient cells substantially to several thousand, notably in EBs treated with RA, with up- and downregulated genes equally distributed (Figure 7B and Supplementary file 3–4). The majority of DE genes overlapped between *Neil1* and *−2* mutant EBs and EBs + RA (Figure 7C), supporting functional commonality between NEIL1 and NEIL2. 

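Among the 15360 genes tested in both mutants in EBs, 2005 were DE in both, out of 3599 in Neil1 and 2516 in Neil2, where 590 would be shared by chance. Of these, 958 were raised in both, 1047 lowered in both and 0 changed in opposite directions. In EBs + RA, 4467 of the 15846 genes tested in both were shared, out of 6481 and 5486, with 2244 by chance. There, 2165 were raised in both, 2301 lowered in both and 1 changed in opposite directions. The shared genes were 55.7% of the Neil1 and 79.7% of the Neil2 DE genes in EBs, and 68.9% and 81.4% in EBs + RA. In mESCs 107 genes were shared, out of 280 and 285, with 5.17 by chance.
Both comparisons used the same control clones. With a different control library on each side, the log2 differences of Neil1 and Neil2 still correlated across genes at r = 0.70 to 0.84 in EBs and 0.75 to 0.90 in EBs + RA, and at −0.07 to 0.52 in mESCs. Genes are not independent replicates, and no p is given for these correlations. Without genes on the sex chromosomes, a setting chosen after seeing the data, 1791 genes were shared in EBs and 4175 in EBs + RA. Blocking on the replicate number gave 1679 and 4310, and fits without 1 of the clones gave 1223 to 2809 and 3032 to 5326.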

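The WikiPathways gene sets were not used here. In their place, a list of 53 genes of the neural plate border and the neural crest was written by hand before the data were examined. As in the paper's pathway analysis, lowered genes were DE genes with a log2 fold change below −1. In EBs + RA, 28 of the 50 tested list genes were lowered in Neil1 clones, where 5.52 would be by chance (one-sided Fisher exact test against all tested genes, p = 1.0e-14). In Neil2 clones 27 of 50 were lowered, with 4.65 by chance (one-sided Fisher exact test, p = 1.4e-15). In EBs, 20 of 40 tested list genes were lowered in Neil1 and 16 of 39 in Neil2, with 2.78 and 1.91 by chance (one-sided Fisher exact tests, p = 2.0e-13 and p = 1.2e-11). None of 10000 random lists matched on expression held as many lowered genes in any of these comparisons, which makes each permutation p 1.0e-04, the smallest they can give.
The median log2 fold change of the list was −1.47 in Neil1 and −1.33 in Neil2 EBs + RA, and −0.94 and −0.56 in EBs. No list gene lies in the raised segment of chromosome X. Per library, the median log2 difference from the controls of the 26 list genes with a mean of at least 5 CPM in EBs + RA lay between −1.40 and −1.05 in the mutant clones and between −0.04 and 0.15 in the control clones. For the 20 such genes in EBs it lay between −0.58 and −0.28 in the mutant and between −0.19 and 0.11 in the control clones. Of these 20 genes, 11 or 12 were lower in each mutant library and 6 to 14 in each control library. Requiring at least 10 counts in every sample, which removes genes that fell to almost no counts, left fewer list genes to test. Of these, 15 of 34 were lowered in Neil1 EBs + RA and 11 of 27 in Neil1 EBs. In Neil2 EBs + RA 18 of 38 were lowered, and in Neil2 EBs 11 of 31. With the replicate number as a block, the numbers were 28 and 27 in EBs + RA and 20 and 16 in EBs. Fits without 1 of the clones gave 24 to 27 and 25 to 27 lowered genes in EBs + RA, and 18 to 20 and 14 to 18 in EBs.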

Importantly, pathway enrichment analysis of the downregulated genes revealed ‘neural crest differentiation’ as the top hit in both genotypes and in both differentiation regimes (Figure 7D and Figure 7—figure supplement 4A). 

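Pax3 (ENSMUSG00000004872) lies on chromosome 1 of NCBIM37 from 78097842 to 78193709. In EBs + RA it had 14.2 ± 6.88 CPM in control, 0.995 ± 0.661 CPM in Neil1 and 1.32 ± 0.147 CPM in Neil2 clones (SD, n = 3 each). Its log2 fold changes were −3.84 (standard error 0.61, FDR 0.00292) and −3.42 (standard error 0.42, FDR 0.00104). In EBs they were −2.44 (standard error 0.46, FDR 0.00286) and −2.28 (standard error 0.59, FDR 0.0377). The Neil2 value in EBs passed the FDR limit in 4 of 6 fits that each left out 1 clone. Tcfap2b (ENSMUSG00000025927), the annotation's name for Tfap2b, lies on chromosome 1 from 19198995 to 19228815 and fell from 18.1 ± 9.09 CPM to 0.0598 ± 0.0422 CPM in Neil1 and 0.0842 ± 0.0761 CPM in Neil2 EBs + RA. Its log2 fold changes were −8.18 (standard error 0.66, FDR 1.7e-04) and −7.74 (standard error 0.72, FDR 3.8e-04). Crabp1 (ENSMUSG00000032291, chromosome 9, 54612555 to 54620917) fell from 202 ± 36.5 CPM by log2 fold changes of −5.54 (standard error 0.29, FDR 5.5e-05) and −4.27 (standard error 0.44, FDR 5.6e-04). In EBs Crabp1 fell in Neil1 clones (−1.55, standard error 0.14, FDR 2.6e-05) and was not DE in Neil2 clones (−0.56, standard error 0.31, FDR 0.298). Neurog1 (ENSMUSG00000048904, chromosome 13, 56351866 to 56353524) fell from 14.3 ± 5.57 CPM by −7.84 (standard error 0.64, FDR 1.8e-04) and −7.24 (standard error 0.65, FDR 3.5e-04).
Every mutant clone lay below every control clone for each of these genes in EBs + RA. In this and all other comparisons of 3 with 3 clones, the smallest p a two-sided exact permutation test can give is 0.1.
Of the 13 Hox genes the paper names, 11 fell and 1 rose in Neil1 EBs + RA, and 11 fell and 2 rose in Neil2 EBs + RA. The median log2 fold change over all 13 was −2.00 and −1.31. The lowest value was that of Hoxd3 (ENSMUSG00000079277) in both mutants (−4.66 and −4.01). Hoxa2 (ENSMUSG00000014704) fell from 51 ± 12.4 CPM to 18.9 ± 2.12 and 20.5 ± 4.19 CPM, log2 fold changes of −1.46 (standard error 0.21, FDR 0.00177) and −1.31 (standard error 0.23, FDR 0.00429). In EBs, 8 and 7 of the 9 tested Hox genes fell, most of all Hoxa9 (ENSMUSG00000038227, chromosome 6, 52173099 to 52181088) by −6.33 (standard error 0.50, FDR 2.6e-05) and −5.63 (standard error 0.56, FDR 7.4e-04). In EBs + RA Hoxa9 rose instead, by log2 fold changes of 1.01 (standard error 0.40, FDR 0.0788) and 1.42 (standard error 0.40, FDR 0.0271), of which the Neil1 value passed the FDR limit in 2 of 6 fits without 1 of the clones.

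**Figure D2:**
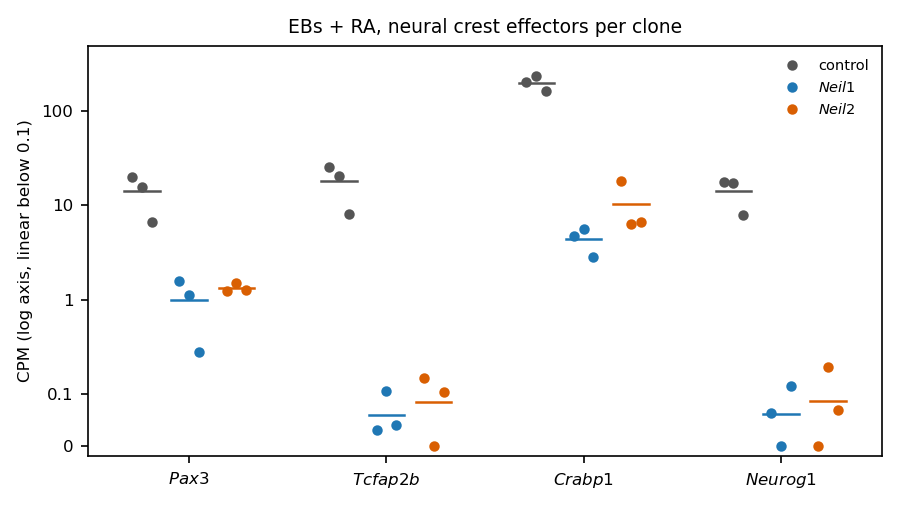
CPM of Pax3, Tcfap2b, Crabp1 and Neurog1 in EBs + RA on a log axis that is linear below 0.1, with 1 point per clone (n = 3 per genotype) and a line at the mean. The Pax3 means are 14.2 CPM in control, 0.995 CPM in Neil1 and 1.32 CPM in Neil2 clones.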

Downregulated genes included the neural crest effectors *Pax3, Tfap2b, Phox2b, Crabp1, Neurog1* and a series of *Hox* genes (Supplementary file 3–4) similarly as for *Neil*-TKO teratomas. Downregulated genes from *Neil-*TKO teratomas significantly overlapped with downregulated genes from either *Neil1-* or *Neil2*-mutant EBs and EBs + RA (Figure 7—figure supplement 4B and Figure 7E). 

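The teratoma samples were not analysed here. Their DE genes were taken from the paper's Supplementary file 2, which is sorted from the highest to the lowest log2 fold change. The part used here held 1322 raised and 674 lowered genes and ended at −0.65, so that the 563 genes lowered most in teratomas were not used here. Of the 481 listed lowered genes tested in EBs + RA, 182 were lowered in both Neil1 and Neil2 clones, where 69.8 would be by chance (one-sided Fisher exact test, p = 8.5e-38). Taken separately, 218 were lowered in Neil1 and 194 in Neil2. In EBs 74 of 422 tested genes were lowered in both mutants, with 28.8 by chance (one-sided Fisher exact test, p = 3.3e-14), 136 in Neil1 and 79 in Neil2. Requiring at least 10 counts in every sample reduced the shared genes to 114 and 43. Blocking on the replicate number gave 179 and 66. The teratoma list and the EB comparisons may rest on the same control clones, which can by itself raise the overlap. Neither the numbers by chance nor the p values allow for that.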

We conclude that in vitro differentiation of *Neil1-* and *Neil2* single-mutant mESCs recapitulates neural and cNCC differentiation defects observed in *Neil*-TKO teratomas. 

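Among the pan-neuroectodermal genes the paper names, Pax6 (ENSMUSG00000027168) lies on chromosome 2 of NCBIM37 from 105509053 to 105543317. In EBs + RA it fell from 98.9 ± 44.5 CPM in control to 5.1 ± 1.7 CPM in Neil1 and 6.9 ± 0.919 CPM in Neil2 clones (SD, n = 3 each), log2 fold changes of −4.30 (standard error 0.43, FDR 4.8e-04) and −3.85 (standard error 0.38, FDR 4.7e-04). Nes (ENSMUSG00000004891), which encodes Nestin, fell from 132 ± 18.4 CPM by −2.81 (standard error 0.30, FDR 4.7e-04) and −2.61 (standard error 0.14, FDR 1.6e-04). Pax2 (ENSMUSG00000004231) fell from 8.58 ± 1.88 CPM by −2.18 (standard error 0.27, FDR 9.8e-04) and −2.74 (standard error 0.38, FDR 0.00161). Of 9 tested genes on a hand-written neuroectoderm list, 8 fell in Neil1 and 6 in Neil2 EBs + RA, and Otx2 rose in both. In EBs without RA Pax6 changed in the other direction, with log2 fold changes of 2.36 (standard error 0.43, FDR 0.00302) and 1.77 (standard error 0.31, FDR 0.00788). There, 4 of 7 tested genes of the neuroectoderm list rose and 1 fell in Neil1. In Neil2, 3 of 8 rose and 1 fell. The median log2 fold changes of the list in EBs were 0.74 and 0.68. The paper concludes that differentiating Neil1- and Neil2-mutant mESCs show the neural and cNCC defects of the Neil-TKO teratomas.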

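A list of 42 genes of the TYROBP network, which holds Tyrobp, Trem2 and other genes of microglia and macrophages, was written by hand in place of the WikiPathways set. In EBs + RA, 13 of the 29 tested list genes passed the FDR limit with a log2 fold change above 1 in Neil1 clones, where 3.84 would be by chance (one-sided Fisher exact test, p = 3.2e-05). In Neil2 clones 11 of 29 did, with 3.02 by chance (one-sided Fisher exact test, p = 8.9e-05). Random lists matched on expression gave permutation p values of 4.0e-04 and 5.0e-04. The median log2 fold change of the list was 0.97 and 0.91. With the replicate number as a block, 14 and 12 list genes were raised, and fits without 1 of the clones gave 11 to 17 and 8 to 16.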

Besides, the upregulated genes of both *Neil1-* and *Neil2-*deficient EBs + RA were significantly enriched for the pathway term ‘TYROBP causal network’ (Figure 7—figure supplement 4C), associated with late-onset Alzheimer’s disease (Zhang et al., 2013).

### *Apex1*-deficiency phenocopies neural and cNCC differentiation defects of *Neil1* and *Neil2* mutants

We asked if *Apex1*-deficiency in mESC differentiation phenocopies *Neil*-deficiency as observed in *Xenopus* embryos. Hence, we generated and validated an *Apex1* mESC knockout-line (*Apex1* #46, Figure 8—figure supplement 1A–D) and subjected it to in vitro differentiation. 

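The Apex1 line was sequenced as mESCs, EBs and EBs + RA in technical duplicates of the single clone #46, so that spread between duplicates is not spread between clones. These 6 libraries held between 21523742 and 29463154 counts on genes and were compared with the 3 control clones of each stage. On simulated counts with 3 against 2 libraries, the test recovered 193 of 200 changed genes with 27 false calls among 15664 genes. The simulated spread was again set equal for all genes and not taken from the real libraries. The test treats the duplicates as replicates, so that its standard errors, FDR values and DE counts hold for this clone only. Apex1 (ENSMUSG00000035960) lies on chromosome 14 of NCBIM37 from 51544643 to 51546814. In the libraries labelled Apex1 it had 75.4 and 72 CPM in mESCs, 59.7 and 85.5 CPM in EBs, and 63.5 and 56 CPM in EBs + RA. The control clones had 8.18, 7.69 and 17.9 CPM in mESCs, 16, 15.2 and 12.5 CPM in EBs, and 12.3, 13.5 and 14.3 CPM in EBs + RA. The log2 fold changes were 2.71 (standard error 0.34, FDR 0.0189), 2.33 and 2.18 in the same order, and stayed between 2.05 and 3.21 when 1 library at a time was left out. Apex1 shares 877 of its 1422 exon bases with Tmem55b on the other strand, including all 483 exon bases inside the planned deletion. Counts on Tmem55b (ENSMUSG00000035953) had log2 fold changes of −0.77 (standard error 0.14, FDR 0.0317) in mESCs, −0.05 in EBs and −0.03 in EBs + RA, and the last 2 values were not DE. With 1 library at a time left out they ranged from −0.17 to 0.05 in EBs and from −0.09 to 0.03 in EBs + RA.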

Expression of germ layer marker genes was reduced for all tested tissues in the *Apex1*-mutant line (Figure 8A), indicating a more severe differentiation defect than in *Neil1* and *Neil2* mutants. 

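In the Apex1 line, 4026 of 16239 tested genes were DE in EBs + RA (2261 raised, 1765 lowered), against 2751 of 16240 in mESCs and 4068 of 15780 in EBs. Among the 15717 genes tested in all 3 mutants in EBs + RA, 2111 were DE in Neil1, Neil2 and Apex1, where 1059 would be by chance given the 4396 genes shared by Neil1 and Neil2 and the 3785 DE in Apex1. Of these, 955 were raised in all 3 and 1058 lowered in all 3. The shared genes were 55.8% of the Apex1 DE genes (one-sided Fisher exact test, p = 1.5e-388). All 3 comparisons used the same control clones, which can by itself raise the overlap. Neither the number by chance nor this p allows for that. Blocking on the replicate number gave 2614 shared genes, and fits without 1 of the control, Neil1 or Neil2 clones gave 1181 to 3166. The mESC count moved most, to between 183 and 6154 DE genes in fits without 1 of the control clones. It was 6140 with the replicate number as a block, in which numbers of technical duplicates were matched to those of control clones.
Changes were ranked among DE genes with a mean log2 CPM of at least 2 whose every Apex1 library lay beyond every control. The largest rises in Apex1 EBs + RA were those of Hoxa9 and Lefty1 (ENSMUSG00000038793, log2 fold change 4.82, standard error 0.45, FDR 8.1e-04). Hoxa9 rose from 0.644 ± 0.277 CPM in controls (SD, n = 3) to 19.8 ± 1.39 CPM (SD, n = 2 technical duplicates). Its log2 fold change was 4.94 (standard error 0.32, FDR 3.3e-04). The largest falls were those of Prl7d1 (ENSMUSG00000021348, −6.68, standard error 0.68, FDR 9.8e-04) and Miat (ENSMUSG00000086878, −5.09, standard error 0.44, FDR 6.2e-04). In Apex1 EBs, Napsa rose by a log2 fold change of 3.76 (standard error 0.24, FDR 5.8e-06). There Acta1 changed by −5.19 (standard error 0.46, FDR 7.4e-05) and Pitx1 by −4.40 (standard error 0.93, FDR 0.0228). In Apex1 mESCs the largest rise among the ranked genes beside Apex1 itself was that of a noncoding gene (ENSMUSG00000086236, 2.75, standard error 0.24, FDR 0.0129). The largest falls there were those of AC113316.1 (−3.61, standard error 0.86, FDR 0.0481) and Egr1 (−3.21, standard error 0.38, FDR 0.0158).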

Yet, RNA-seq analysis revealed a substantial overlap of commonly deregulated genes between *Neil1*-, *Neil2*- and *Apex1*-deficient EBs treated with RA (Figure 8B–C and Supplementary file 5). Moreover, pathway enrichment analysis of the downregulated genes in *Apex1* EBs + RA once again resulted in ‘neural crest development’ as the top hit (Figure 8D). Thus, *Apex1*-deficient mESCs substantially phenocopy cNCC differentiation defects of *Neil* mutants similar to *Xenopus* embryos.

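Of the 51 tested genes on the hand-written neural crest list, 15 were DE with a log2 fold change below −1 in Apex1 EBs + RA, where 2.94 would be by chance (one-sided Fisher exact test, p = 1.0e-07). None of 10000 random lists matched on expression held as many, a permutation p of 1.0e-04, the smallest they can give. The median log2 fold change of the list was −0.49. With the replicate number as a block, 16 list genes were lowered, and fits without 1 of the control clones gave 11 to 16.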

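In Apex1 EBs + RA, Pax3 had 0.973 and 1.23 CPM in the duplicates, a log2 fold change of −3.66 (standard error 0.51, FDR 0.00275). Tcfap2b had 1.02 and 1.61 CPM (−3.75, standard error 0.53, FDR 0.00305). Other neural crest effectors had log2 fold changes of −2.51 for Crabp1 (standard error 0.21, FDR 6.0e-04) and −4.34 for Neurog1 (standard error 0.52, FDR 0.00178). Pax6 had 8.42 and 9.21 CPM, a log2 fold change of −3.47 (standard error 0.43, FDR 0.00197). Pou5f1 rose from 16.3 ± 3.86 CPM in controls (SD, n = 3) by a log2 fold change of 3.18 (standard error 0.22, FDR 3.7e-04). As a single clone was sequenced, these values compare that clone with the control clones. The paper concludes that Apex1-deficient mESCs substantially share the cNCC differentiation defects of Neil mutants.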

**Figure 8.**
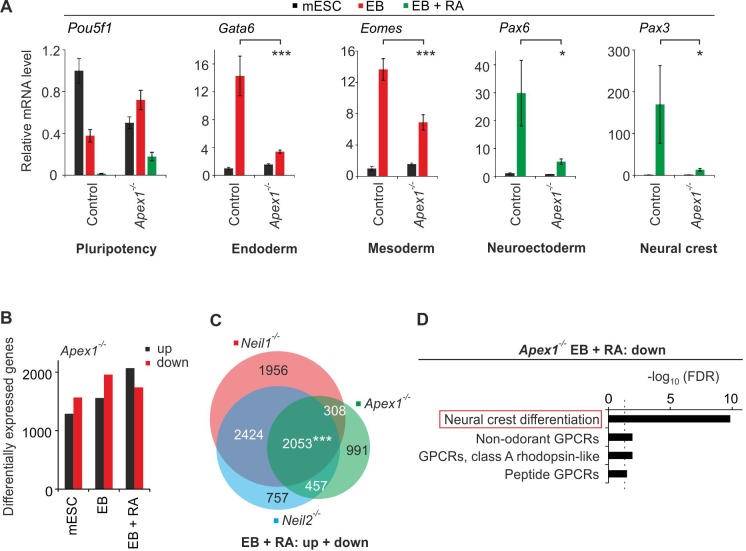
*Apex1*-deficiency leads to neural crest cell differentiation defects. (**A**) qPCR expression analysis of pluripotency (*Pou5f1*), endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes of control and *Apex1*-deficient mESCs, EBs and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to control mESCs (s.d., n = 3 technical replicates). (**B**) Quantification of differentially expressed genes in *Apex1*-deficient mESCs, EBs and EBs + RA. (**C**) Overlap of differentially expressed genes from *Neil1*, *Neil2 and Apex1* single-deficient EBs + RA. (**D**) Pathway enrichment analysis of downregulated genes from *Apex1*-deficient EBs + RA. Dashed line indicates the significance threshold FDR = 0.05.

**Figure 8—figure supplement 1.**
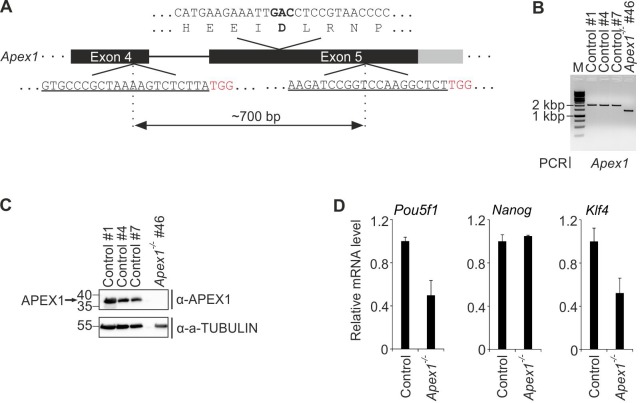
Construction and characterization of *Apex1*-deficient mESCs. (**A**) Scheme of CRISPR/Cas9-targeted *Apex1* exon five deletion mutation. To generate a genomic deletion, two guide RNAs (underlined, PAM motif highlighted in red) were designed to flank a 700 bp region harboring the coding sequence for the active site residue in APEX1 (D209). Scheme shows part of exon five coding sequence including amino acid translation above gene locus with the active site residue (D209) and its coding triplet in bold. Coding regions are schematically shown by black exons. (**B**) Genotyping PCR of control and *Apex1*-deficient mESC lines. Primers flank a ~ 2.0 kb region around the coding sequence for the active site residue in APEX1. Note the smaller PCR product in the *Apex1*-deficient line indicative of the expected deletion. (**C**) Western blot for APEX1 in control and *Apex1-*deficient mESC lines. Molecular weight of marker proteins [x10^−3^] is indicated on the left. The APEX1-specific band is indicated by an arrow. Alpha (a-) TUBULIN served as loading control. (**D**) qPCR expression analysis of pluripotency genes in control and *Apex1*-deficient mESC lines. Expression of genes was normalized to *Tbp* and is relative to control lines (s.d., n = 3 technical replicates).

### Neural and cNCC differentiation in embryoid bodies is independent of oxidative DNA demethylation

We tested if active removal of the oxidative demethylation intermediates 5fC and 5caC is required for neural and cNCC differentiation in EBs. To this end, we generated a *Tdg* mESC knockout-line using CRISPR/Cas9 (*Tdg* #25, Figure 9—figure supplement 1A–C). *Tdg* knockout mice are embryonic lethal and *Tdg*-deficient mESCs fail to undergo terminal neuronal differentiation (Cortázar et al., 2011). As expected, *Tdg*-deficient mESCs had 3–4-fold increased genomic 5fC and 5caC levels (Shen et al., 2013; Steinacher et al., 2019), but they showed no change in pluripotency marker expression (Figure 9—figure supplement 1D–E). Moreover, *Tdg*-deficient cells subjected to EB differentiation induced marker gene expression of all germ layers with no significant difference from control cells (Figure 9A). We conclude that oxidative *Tdg*-dependent DNA demethylation is not required for early cNCC differentiation in embryoid bodies.

**Figure 9.**
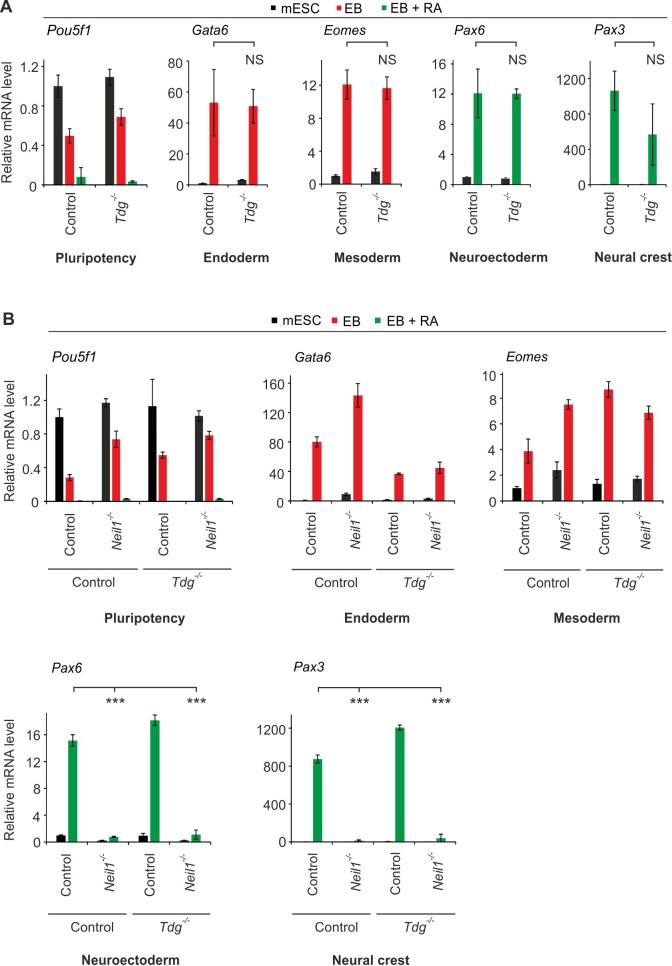
Neural differentiation is independent of the role of NEIL DNA glycosylases in oxidative DNA demethylation. (**A**) qPCR expression analysis of pluripotency (*Pou5f1*), endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes of control and *Tdg*-deficient mESCs, EBs, and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to control mESCs (s.d., n = 3 technical replicates). (**B**) qPCR expression analysis as in (**A**) but of control, *Neil1* and *Tdg* single- and double-deficient mESCs, EBs and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to double-control clone in mESC state (s.d., n = 3 technical replicates).

**Figure 9—figure supplement 1.**
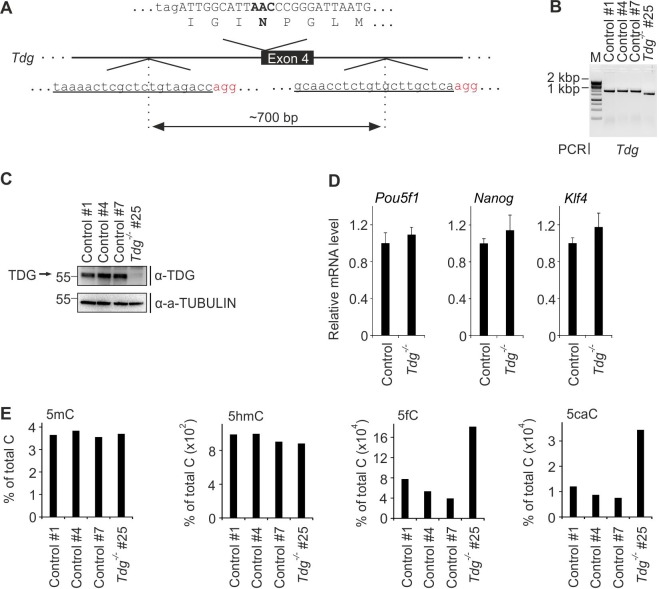
Construction and characterization of *TDG*-deficient mESCs. (**A**) Scheme of CRISPR/Cas9-targeted *Tdg* exon four deletion mutation. To generate a genomic deletion, two guide RNAs (underlined, PAM motif highlighted in red) were designed to flank a 700 bp region harboring the coding sequence for the active site residue in TDG (N151). Scheme shows part of exon four coding sequence including amino acid translation above the gene locus with the active site residue (N151) and its coding triplet in bold. (**B**) Genotyping PCR of control and *Tdg*-deficient mESC lines. Primers flank a ~ 2.0 kb region around the coding sequence for the active site residue in TDG. (**C**) Western blot for TDG in control and *Tdg-*deficient mESC lines. Alpha (a-) TUBULIN served as loading control. Molecular weight of marker proteins [x10^−3^] is indicated on the left. The TDG-specific band is indicated by an arrow. (**D**) qPCR expression analysis of pluripotency genes in control and *Tdg*-deficient mESC lines. Expression of genes was normalized to *Tbp* and is relative of control lines (s.d., n = 3 technical replicates). (**E**) LC-MS/MS quantification of genomic 5-methylcytosine (5mC), 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) in control and *Tdg*-deficient mESC lines.

**Figure 9—figure supplement 2.**
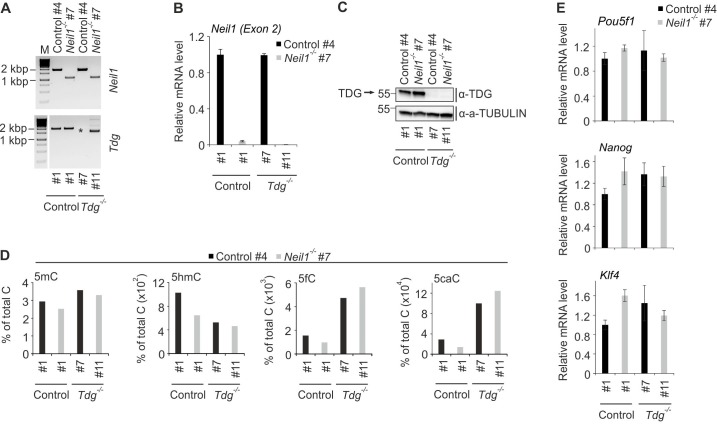
Construction and characterization of *Neil1*/*TDG* double-deficient mESCs. (**A**) Genotyping PCR of control, *Neil1* and *Tdg* single- and double-deficient mESC lines as indicated. The asterisk indicates missing *Tdg* locus-specific PCR product in mES clone *Control #4/Tdg #7* probably due to a large deletion around the coding sequence for the active site residue in TDG. (**B**) qPCR expression analysis of *Neil1* in control, *Neil1* and *Tdg* single- and double-deficient mESC lines as indicated. Expression of *Neil1* was normalized to *Tbp* and is relative to clone *Control #4/Control #1* (s.d., n = 3 technical replicates). (**C**) Western blot for TDG in control, *Neil1* and *Tdg* single- and double-deficient mESC lines as indicated. Alpha (a-) TUBULIN served as loading control. Molecular weight of marker proteins [x10^−3^] is indicated on the left. The TDG-specific band is indicated by an arrow. (**D**) LC-MS/MS quantification of genomic 5-methylcytosine (5mC), 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) in control, *Neil1* and *Tdg* single- and double-deficient mESC lines as indicated. (**E**) qPCR expression analysis of pluripotency genes in control, *Neil1* and *Tdg* single- and double-deficient mESC lines as indicated. Expression of genes was normalized to *Tbp* and is relative to clone *Control #4/Control #1* (s.d., n = 3 technical replicates).

NEIL1 and NEIL2 are involved in handover and processing of abasic sites during oxidative DNA demethylation after 5fC/5caC excision by TDG (Schomacher et al., 2016). Since abasic sites are genotoxic, *Neil*-deficiency may trigger a DDR because of accumulation of unprocessed TET/TDG-demethylation intermediates. If so, preventing 5fC/5caC excision in the first place should rescue the differentiation defects in *Neil*-deficient cells. To block 5fC/5caC excision, we generated a *Tdg*-knockout mESC line in a *Neil1*-deficient background (*Neil1* #7/*Tdg* #11, Figure 9—figure supplement 2A–E). However, in the *Neil1*/*Tdg* double-knockout line there was no rescue of cNCC differentiation, while the *Tdg*-single mutant line expectedly showed normal neural and cNCC marker gene expression (Figure 9B). We conclude that the differentiation defects induced by deficiency of *Neils* are independent of a role in oxidative DNA demethylation.

### Mitochondrial oxidative DNA damage is increased in *Neil1*- and *Neil2*-deficient cells during neural differentiation

To test if defective neural and cNCC differentiation is related to elevated oxidative DNA damage as in *Xenopus*, we differentiated mESCs in the presence of pyocyanin. Consistently, pyocyanin inhibited neural and cNCC gene expression upon RA-induced EB differentiation, without affecting endoderm or mesoderm differentiation (Figure 10A). In addition, upon differentiation, TP53 target gene expression significantly increased in presence of pyocyanin compared to mock treatment (Figure 10B). The results align with the observation that oxidative stress impairs cNCC differentiation (Chen and Sulik, 1996; Sakai and Trainor, 2016; Yan et al., 2010).

**Figure 10.**
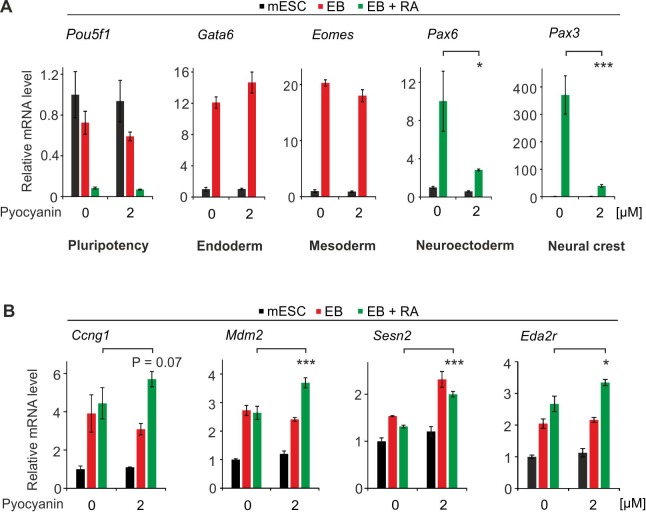
Oxidative stress impairs cNCC differentiation in mESCs. (**A**) qPCR expression analysis of pluripotency (*Pou5f1*), endoderm (*Gata6*), mesoderm (*Eomes*), neuroectoderm (*Pax6*) and neural crest (*Pax3*) marker genes of mock and pyocyanin-treated control mESCs, EBs and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to mock-treated mESCs (s.d., n = 3 technical replicates). (**B**) qPCR expression analysis as in (**A**) but of selected TP53 target genes of mock (DMSO) and pyocyanin-treated control mESCs, EBs and EBs + RA.

Hence, the *Xenopus* and mESC data converge on the conclusion that NEIL1 and NEIL2 are required to repair oxidative base lesions during early neural development. Since NEIL1 and NEIL2 localize to- and maintain genomic stability in the nucleus as well as in mitochondria (Hu et al., 2005; Mandal et al., 2012; Prakash and Doublié, 2015; Vartanian et al., 2006), this raised the question, in which of these two compartments NEILs may be required during early embryogenesis. To quantify NEIL-processed lesions, we developed a novel protocol. We isolated gDNA and mtDNA (>14 fold enriched for mtDNA, Figure 11—figure supplement 1A), and digested it with *E. coli* EndoIII, a bifunctional DNA glycosylase/AP lyase that excises a similar spectrum of oxidatively damaged DNA bases as NEIL1 and NEIL2 (Dizdaroglu et al., 2000). EndoIII base excision at oxidative lesions generates abasic sites (Hatahet et al., 1994), which are then quantified by LC-MS/MS mass spectrometry (Rahimoff et al., 2017). Since steady state levels of endogenous abasic sites in DNA are more abundant than oxidative base damages (Swenberg et al., 2011) we pretreated the DNA with recombinant APEX1 prior to the EndoIII reaction in order to reduce the background from preexisting abasic sites (Figure 11A and Figure 11—figure supplement 1B). Quantification of abasic sites on synthetic oligonucleotides mixed with known amounts of AP sites accurately matched the expected result (Figure 11—figure supplement 1C), validating the method. We noted, though, that APEX1-treatment did not completely erase abasic sites on oligonucleotides under our reaction conditions. Similarly, EndoIII processed the oxidative damage 5hU on oligonucleotides to abasic sites, but also not completely (Figure 11—figure supplement 1C).

**Figure 11.**
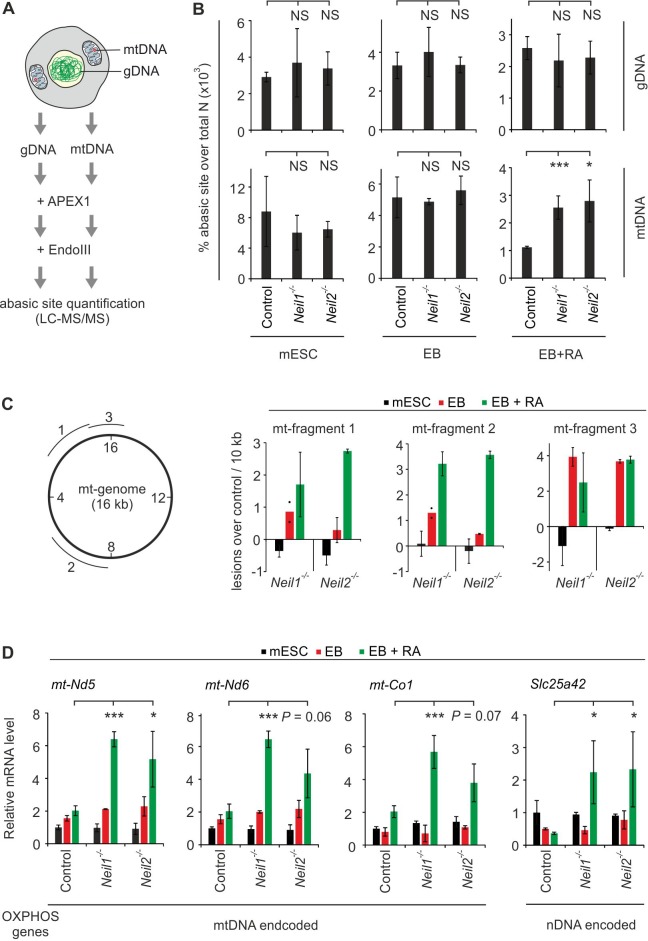
Oxidative mtDNA damage and mitochondrial dysfunction in *Neil1*- and *Neil2*-deficient embryoid bodies. (**A**) Workflow to quantify oxidative base lesions in DNA. Isolated genomic and mtDNA is consecutively treated with recombinant APEX1 and EndoIII to monitor endogenous EndoIII-processed oxidative base damages by LC-MS/MS. (**B**) LC-MS/MS quantification of base lesions as described in (**A**) using gDNA and mtDNA of control, *Neil1*- and *Neil2*-deficient mESCs, EBs and EBs + RA as indicated (s.d., n = 3 biological replicates). Abasic site levels are presented in percent of total amount of nucleotides (**N**). (**C**) Left, position of the mitochondrial (mt-) genomic fragments tested for DNA damage (1-3) relative to the nucleotide annotation of the mt genome (inner circle numbers in kb). Right, mtDNA damage in mt-fragments 1–3 in *Neil1*- and *Neil2*-deficient mESCs, EBs and EBs + RA, respectively, calculated as lesions over control in 10 kb (s.d., n = 3 biological replicates). Note, a negative value corresponds to less damage in *Neil*-deficient compared to control cells. (**D**) qPCR expression analysis of genes for oxidative phosphorylation (OXPHOS) encoded either on mitochondrial (mt-) or nuclear (n-) DNA in control, *Neil1* and *Neil2* single-mutant mESCs, EBs and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to control mESCs (s.d., n = 3 biological replicates).

**Figure 11—figure supplement 1.**
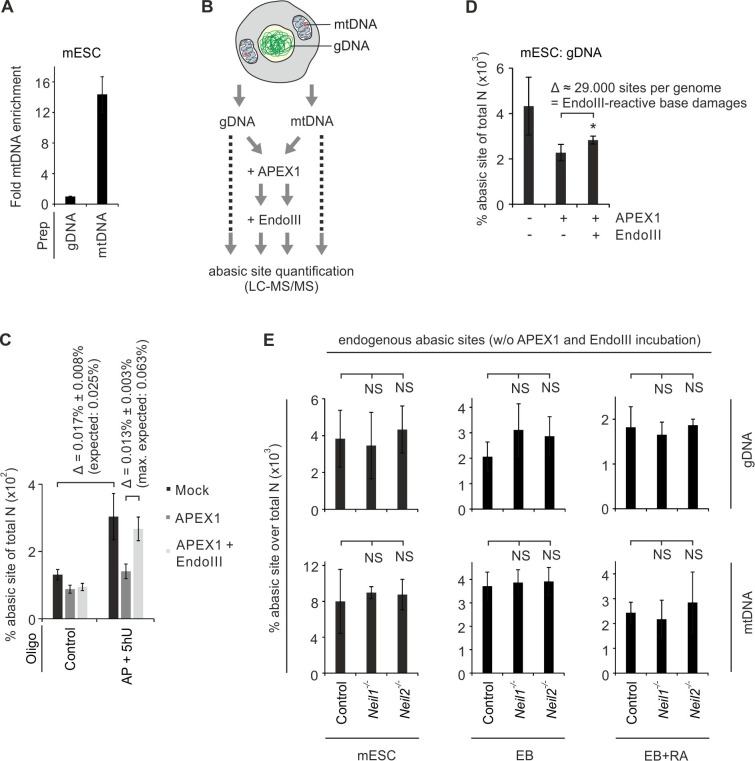
LC-MS/MS analysis of abasic sites in gDNA and mtDNA of *Neil1*- and *Neil2*-deficient cells. (**A**) qPCR analysis following isolation of mtDNA from mESCs, using primers specific for either genomic or mitochondrial DNA sequences. Fold enrichment was calculated by 2^-(ΔΔCp)^ and is normalized to the gDNA isolation (s.d., n = 3 technical replicates). (**B**) Workflow to quantify oxidative base lesions in DNA. Isolated genomic and mtDNA is either not-treated or treated with recombinant APEX1 and EndoIII to monitor endogenous abasic sites or EndoIII-processed oxidative base damages, respectively. (**C**) LC-MS/MS quantification of abasic sites in synthetic oligonucleotides treated or not with APEX1 and Endonuclease (Endo) III as indicated (s.d., n = 3 technical replicates).’ Control’ corresponds to an unmodified 40 bp oligo, ‘AP + 5hU’ is a mixture of unmodified 40 bp oligo with 2% of an AP site containing- and 5% of a 5hU-containing 40 bp oligo. The theoretical expected increase of abasic sites in the mock-treated mixture over control is 0.025% of total nucleotides (**N**). The maximum gain of abasic sites by Endo III-treatment of the mixture is 0.063% of total N. Abasic site levels are presented in percent of total N. Note that the unmodified oligo bears a background value of 0.013% abasic site over total N. (**D**) LC-MS/MS-based quantification of abasic sites in gDNA from control mESCs (s.d., n = 3 technical replicates). DNA was mock treated or incubated with APEX1 with or without subsequent Endo III treatment as indicated. Abasic site levels are presented in percent of total N. Gain of abasic sites after EndoIII-treatment of APEX1-pretreated gDNA (=endogenous EndoIII-reactive base damages) is shown. (**E**) LC-MS/MS-based quantification of abasic sites as described in (**B**) without APEX1 and EndoIII-treatment (=endogenous abasic sites) using gDNA and mtDNA of control, *Neil1*- and *Neil2*-deficient mESCs, EBs and EBs + RA as indicated (s.d., n = 3 biological replicates). Abasic site levels are presented in percent of total N.

APEX1-treatment of purified gDNA from mESCs reduced endogenous abasic sites by two-fold, from ~229.000 sites per genome to ~120.000 sites per genome. Subsequent EndoIII incubation led to a statistically significant increase of ~29.000 abasic sites per genome (Figure 11—figure supplement 1D). Thus, steady state levels of EndoIII-reactive DNA damage sites were ~8 fold lower than the level of abasic sites, in agreement with previous reports (Swenberg et al., 2011). Levels of endogenous abasic sites (without APEX1/EndoIII treatment) were unaffected by *Neil1-* and *Neil2*-deficiency in gDNA and mtDNA, regardless of whether mESCs were differentiated or not (Figure 11—figure supplement 1E). Likewise, there was no significant increase in EndoIII-processed sites in gDNA from *Neil1-* and *Neil2*-knockout cells (Figure 11B, top). In contrast, in mtDNA from *Neil1-* and *Neil2*-deficient mESCs, EndoIII-created abasic sites were elevated only upon neural differentiation (EB + RA), but not in EBs or undifferentiated mESCs (Figure 11B, bottom).

We confirmed elevated mtDNA damage in *Neil1-* and *Neil2*-deficient EBs + RA by an independent method (Gureev et al., 2017). Using long-range PCR, levels of DNA damage are monitored based on the fact that DNA lesions inhibit DNA polymerase and slow down accumulation of the PCR product. Therefore, the rate of product amplification is inversely proportional to the number of damaged DNA molecules. Comparing *Neil*-deficient to control cells, this approach revealed increased mtDNA damage in EBs treated with RA, and to lesser extend in EBs without RA (Figure 11C).

Moreover, as in *Xenopus* embryos we detected significant upregulation of mitochondrial and nuclear genes encoding components of oxidative phosphorylation as sign of mitochondrial dysfunction in *Neil1*- and *Neil2*-knockout cells, specifically under EB + RA treatment (Figure 11D) (Babenko et al., 2018; Heddi et al., 1999; Reinecke et al., 2009). Together, the results suggest that NEIL1 and NEIL2 are specifically required for processing of oxidative lesions occurring in mitochondrial DNA during neural differentiation.

### Mitochondrial TP53 DDR causes neural and cNCC differentiation defects upon *Neil1*- and *Neil2*-deficiency

We asked if *Neil*-deficiency in mESCs elicits a DNA damage response as in *Xenopus* embryos. Indeed, we found a ~ 40% overlap between the 116 top TP53 target genes (Fischer, 2017) and the upregulated genes in *Neil1-* and *Neil2*-mutant EBs + RA (Figure 12A), but no significant overlap with *Neil1-* and *Neil2*-deficient EBs and mESCs (Figure 12—figure supplement 1A–B). Furthermore, differentiation of control mESCs in presence of the TP53 stabilizer NSC 146109 (Berkson et al., 2005) resulted in specific neural and cNCC differentiation defects, thus mimicking *Neil*-deficiency (Figure 12B). Moreover, we tested if TP53 inhibition could rescue impaired differentiation of *Neil1-* and *Neil2-*mutant mESCs. We differentiated *Neil1* and *Neil2* single mutant mESCs in the presence of Pifithrin-α, an inhibitor of TP53 (Komarov et al., 1999). Strikingly, upon Pifithrin-α treatment the neuronal marker *Pax6* and neural crest marker *Pax3* in *Neil1-* and *Neil2*-mutant EBs + RA regained expression levels of control cells, while endoderm and mesoderm differentiation was marginally inhibited in all tested genotypes (Figure 12C). In control EBs + RA Pifithrin-α treatment did not affect *Pax6* and *Pax3* expression. We conclude that an upregulated TP53 DDR impairs neural and cNCC differentiation in *Neil1-* and *Neil2*-mutant cells.

**Figure 12.**
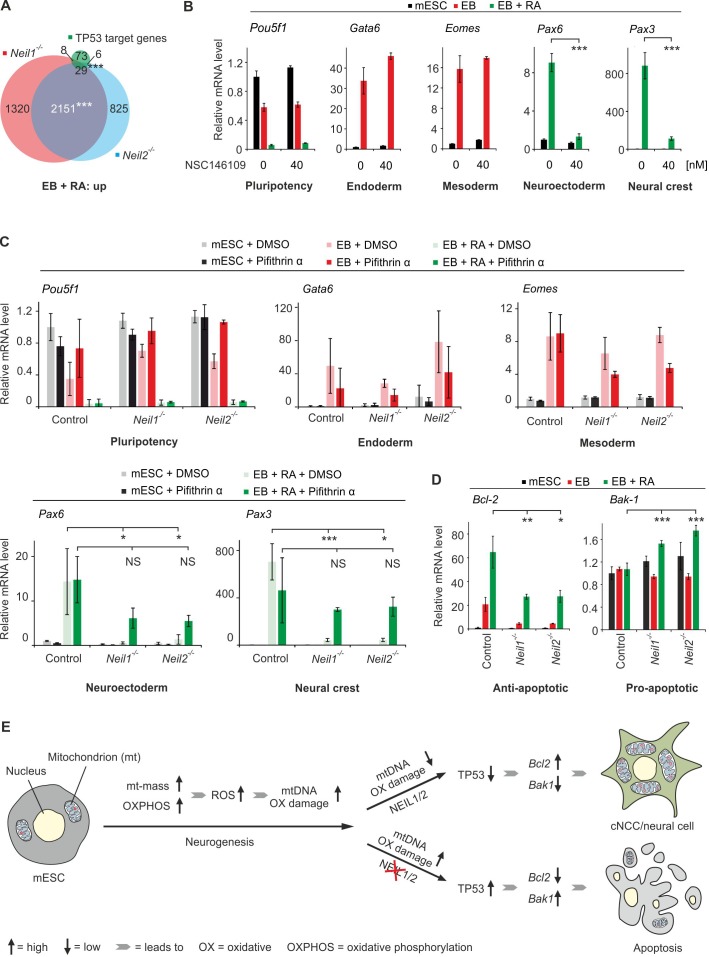
*Neil*-deficiency induces a TP53-mediated intrinsic apoptosis in embryoid bodies. (**A**) Overlap of upregulated genes from *Neil1* and *Neil2* single-deficient EBs + RA, and 116 direct TP53 target genes (Fischer, 2017). (**B**) qPCR expression analysis of the indicated marker genes in mock (DMSO) and NSC 146109- (TP53 stabilizer) treated control mESCs, EBs and EBs + RA. Expression of marker genes was normalized to *Tbp* and is relative to mock-treated mESCs (s.d., n = 3 technical replicates). (**C**) qPCR expression analysis of marker genes as in (**B**) in control, *Neil1* and *Neil2* single-mutant mESCs, EBs and EBs + RA treated with 50 µM Pifithrin-α or mock treated (DMSO). Expression of marker genes was normalized to *Tbp* and is relative to mock-treated control mESCs (s.d., n = 3 biological replicates). (**D**) qPCR expression analysis of *Bcl-2* and *Bak-1* in *Neil1* and *Neil2* single-deficient mESCs, EBs and EBs + RA. Expression of both genes was normalized to *Tbp* and is relative to control mESC clones (s.d., n = 3 biological replicates). (**E**) Model for the role of NEIL1 and NEIL2 in mESC differentiation towards cNCC/neural cells. Neurogenesis is accompanied by a metabolic switch from glycolysis to oxidative phosphorylation, a concomitant increase in mass and number of mitochondria per cell and hence escalated oxidative stress. High ROS levels render neural and neural crest cells particularly vulnerable to oxidative DNA damage and thus dependent on efficient damage repair, including by NEIL1 and NEIL2. Upon NEIL-deficiency, oxidative mtDNA damage induces apoptosis impairing neural and neural crest differentiation. ROS, reactive oxygen species.

**Figure 12—figure supplement 1.**
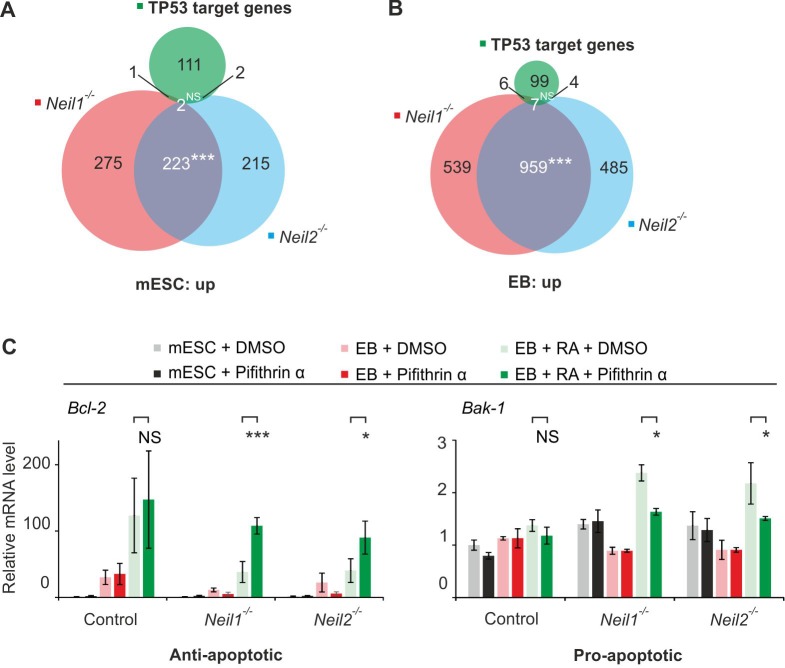
TP53 response in *Neil*-deficient cells. (**A**) Overlap of upregulated genes from *Neil1* and *Neil2* single-deficient mESCs, and 116 TP53 target genes (Fischer, 2017). (**B**) Overlap of upregulated genes from *Neil1* and *Neil2* single-deficient EBs, and 116 TP53 target genes (Fischer, 2017). (**C**) qPCR expression analysis of *Bcl2* and *Bak1* in control, *Neil1* and *Neil2* single-mutant mESCs, EBs and EBs + RA treated with 50 µM Pifithrin-α or mock treated (DMSO). Expression of both genes was normalized to *Tbp* and is relative to mock-treated control mESCs (s.d., n = 3 biological replicates).

**Figure 12—figure supplement 2.**
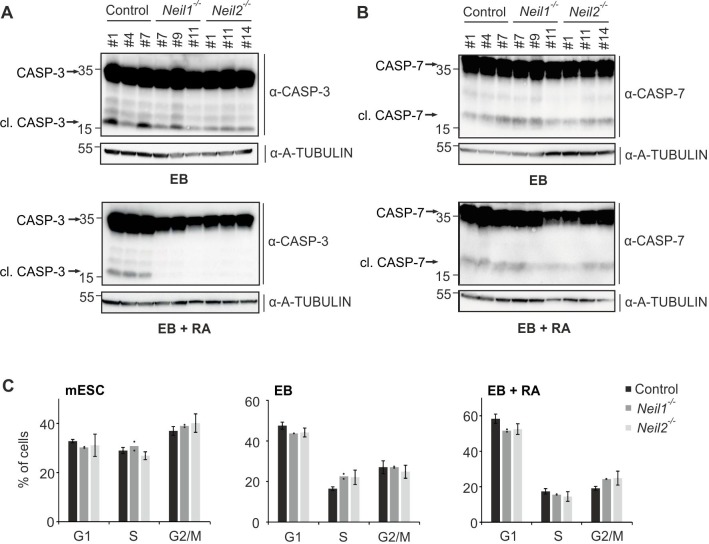
CASPASE levels and cell cycle profiles of *Neil*-deficient cells. (**A**) Western blot analysis for CASPASE-3 in control, *Neil1* and *Neil2*-mutant EBs and EBs + RA. Molecular weight of marker proteins [x10^−3^] is indicated on the left. Uncleaved and cleaved (active) CASPASE-3 are indicated. Alpha (a-) TUBULIN served as loading control. (**B**) Western blot analysis as in (**A**) but for CASPASE-7. (**C**) Cell cycle profiles of control, *Neil1-* and *Neil2*-mutant mESCs, EBs and EBs + RA assessed by flow cytometry analysis (s.d., n = 3 biological replicates).

Since we observed mtDNA damage accumulation and mitochondrial dysfunction in *Neil1-* and *Neil2*-deficient cells, we tested specifically for a mitochondrial TP53 DDR (Vaseva and Moll, 2009) as in *Xenopus*. Expression of the anti-apoptotic factor *Bcl2* was strongly downregulated in *Neil*-mutant EBs and EBs + RA, while expression of *Bak1*, a pro-apoptotic factor of the *Bcl2* family (Graupner et al., 2011; Tsujimoto, 1998), was significantly induced in *Neil*-deficient EBs + RA (Figure 12D), consistent with an intrinsic/mitochondrial TP53 response. Pifithrin-α treatment reversed repression of *Bcl2* and induction of *Bak1* in *Neil*-deficient EBs + RA, confirming a TP53-dependent regulation of both genes (Figure 12—figure supplement 1C).

The apoptosis effector CASPASE-3 is induced upon- and required for mESC neural differentiation (Fujita et al., 2008). Concordantly, levels of CASPASE-3 (cleaved and uncleaved) were systematically decreased in *Neil*-deficient EBs + RA (Figure 12—figure supplement 2A), thus different from Caspase-3-effected apoptosis in *Xenopus* (Figure 1I). Levels of CASPASE-7, the alternative effector caspase of the intrinsic apoptosis pathway (Lakhani et al., 2006), were unchanged (Figure 12—figure supplement 2B).

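Cdkn1a (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, lies on chromosome 17 of NCBIM37 from 29227924 to 29237667. In EBs + RA it had 110 ± 10.7 CPM in the control, 199 ± 56.9 CPM in the Neil1 and 149 ± 24.3 CPM in the Neil2 clones (SD, n = 3 each). In Neil1 the log2 fold change was 0.83 (standard error 0.21, FDR 0.0161), and it stayed between 0.56 and 0.97 when 1 clone at a time was left out. In Neil2 it was 0.43 (standard error 0.15, FDR 0.0524), below the limit of 0.5 for DE genes. The Neil2 value ranged from 0.31 to 0.56 and passed the FDR limit in 2 of 6 fits that each left out 1 clone. With the replicate number as a block, the log2 fold changes were 0.80 (FDR 0.00878) and 0.42 (FDR 0.0584). In EBs without RA they were −0.44 (standard error 0.19, FDR 0.117) and −0.44 (standard error 0.18, FDR 0.153).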

Among the upregulated TP53-target genes in *Neil*-deficient EBs + RA were effectors of cell cycle arrest (e.g. *Cdkn1a*). We therefore tested for cell cycle differences in *Neil1-* and *Neil2*-deficient cells by flow cytometry analysis. However, while cell cycle profiles of EBs and EBs + RA were clearly distinguishable from mESCs (more G1-phase and fewer S- and G2/M-phase cells upon mESC differentiation; White and Dalton, 2005), there were no significant differences in cell cycle profiles between the control and *Neil1-* or *Neil2*-deficient cells, arguing against a TP53-induced cell cycle arrest (Figure 12—figure supplement 2C). In line, cell cycle effects are also absent after forced TP53 induction in neural crest cells in mice (Bowen et al., 2019).

Collectively, the results support a model in which NEIL1 and NEIL2 function as mitochondrial DNA repair glycosylases to counteract an increased oxidative stress during neurogenesis. Thereby, NEIL1 and NEIL2 protect against a mitochondrial-induced TP53-DDR and an intrinsic apoptosis pathway, and safeguard neural differentiation (Figure 12E).

## Discussion

One-third of all congenital birth defects are craniofacial malformations that arise by perturbations in cNCC development (Sakai and Trainor, 2016). Hence, understanding the environmental and genetic causes leading to perturbations of cNCC development is important for the development of potential therapeutic avenues for their prevention. The main finding of our study is the elucidation of a mechanism whereby disruption of the ubiquitous DNA glycosylases NEIL1 and NEIL2 leads to neural and cNCC differentiation defects during embryonic development. Our study indicates that cNCC defects caused by NEIL1- and NEIL2-deficiency are attributable primarily to their role in protecting against oxidative DNA lesions, in particular of the mitochondrial genome, rather than in promoting epigenetic DNA demethylation. Our study, therefore, links mitochondrial BER to neural cell differentiation.

The physiological role of NEIL1 and NEIL2 DNA glycosylases has previously been analyzed in mouse mutants. *Neil1* mutants present metabolic syndrome and show impaired brain function and neuronal stress resistance in adults (Canugovi et al., 2012; Canugovi et al., 2015; Vartanian et al., 2006). *Neil2*-null mice are susceptible to innate inflammation (Chakraborty et al., 2015). These abnormalities were accompanied by BER defects in both types of mutants. *Neil1,2,3* triple-mutant mice were recently reported to be viable, but mice were only analyzed- and reported negative for cancer predisposition (Rolseth et al., 2017).

In contrast, we found that cNCC development showed a surprisingly specific vulnerability towards NEIL-deficiency both in *Xenopus* embryos (Neil2) as well as in differentiating mESCs (NEIL1 and NEIL2). Deficiency of NEIL3, which processes a different spectrum of lesions compared to NEIL1 and NEIL2 and is not found in mitochondria (Prakash and Doublié, 2015), had no effect on neural and cNCC development. The cNCC abnormalities in *Xenopus* were mirrored in the transcriptome of differentiating *Neil1-* and *Neil2*-deficient mESCs. In *Xenopus* embryos and mESCs, we elucidated the mechanism as a TP53-mediated DNA damage response, which induced apoptosis in *Xenopus* (Caspase-3-dependent) and mouse EBs (downregulation of *Bcl2* and induction of *Bak1*) without major effects on the cell cycle in both model systems. Moreover, in *Xenopus* and mESCs we found that elevated ROS reduced cNCC specification, supporting a conserved mechanism whereby an oxidative DNA damage response impairs cNCC differentiation.

Similarly, *Apex1* mutant mESCs and Apex1 *Xenopus* morphants displayed cNCC differentiation defects, although gene misregulation (mESCs) and malformations (*Xenopus*) were more severe than in *Neil*-mutant mESCs and Neil2 morphants, consistent with early embryonic lethality of *Apex1* mutant mice (Ludwig et al., 1998; Xanthoudakis et al., 1996). In contrast, neither did *Tdg*-deficiency affect cNCC differentiation in mESCs, nor did combined *Tdg/Neil1*-deficiency rescue cNCC differentiation defects, arguing against oxidative DNA demethylation as the primary cause of the differentiation defect.

The question arises, why are neural and neural crest cells particularly sensitive to oxidative DNA damage? Similarly, why is the systemic oxidative stress response to pyocyanin in *Xenopus* embryos limited to neuroectoderm (Figure 4B)? Neurogenesis is accompanied by a metabolic switch from glycolysis to oxidative phosphorylation and, hence, escalated oxidative stress (Khacho and Slack, 2018). High intrinsic ROS levels may render neural crest cells particularly vulnerable to oxidative DNA damage and thus dependent on efficient damage repair. Consistently, neuroectoderm expresses high levels of DNA repair factors (Albino et al., 2011) and of *Tp53* itself (Cheng et al., 1997; Hoever et al., 1994; Rinon et al., 2011); this study), suggesting a specific adaptation to a lesion-prone environment.

Intriguingly, we identified mitochondrial DNA as the primary target for oxidative DNA damage in the absence of NEIL1 and NEIL2 and specifically upon mESC neural differentiation. This suggests a model whereby NEIL1 and NEIL2 function to repair and protect the mitochondrial genome against oxidative damages that accompany the metabolic switch upon neural differentiation. Thereby, NEIL1 and NEIL2 shelter neural specification from an intrinsic, mitochondrial-induced apoptosis pathway (Figure 12E). NEIL1 and NEIL2 both localize in mitochondria besides the nucleus (Hu et al., 2005; Mandal et al., 2012). Moreover, *Neil1*-mutant mice harbor increased mtDNA damage in liver tissue, which might be related to the metabolic syndrome observed in these mice (Vartanian et al., 2006). Our study therefore corroborates the physiological relevance of NEIL1 and NEIL2 in mtDNA repair and ties mitochondrial BER to cell differentiation. Similarly, the observed neural and cNCC differentiation defects of *Apex1*-mutant cells (Figure 8) and *Xenopus* Apex1 morphants (Figure 5) might partly be due to inefficient abasic site repair of mtDNA, as a truncated APEX1 is present in mitochondria (Chattopadhyay, 2006).

Our findings align with studies, which documented a role of TP53 in vertebrate neural crest formation. In chick embryos, TP53 stabilization decreases cNCC differentiation, while dominant-negative TP53 increases the number of cNCC progenitors (Rinon et al., 2011). TP53 activation in mouse embryos specifically causes severe neural crest defects (Bowen et al., 2019; Van Nostrand et al., 2014). Moreover, Treacher Collins syndrome (TCS), a congenital disorder characterized by severe cNCC and craniofacial anomalies, is caused by impaired ribosomal biogenesis due to deficiency in the Pol I transcription machinery, nucleolar dysfunction and/or rDNA damage, resulting in TP53 activation (Calo et al., 2018). Consequently, partial TP53 deficiency or pharmacologic TP53 inhibition ameliorates the craniofacial defects in TCS-mutants (Jones et al., 2008; Sakai et al., 2016), emphasizing the role of TP53 in cNCC development. Our results support the observation that neural tissue is particularly vulnerable to *Neil1*-deficiency in adults and is linked to neurodegenerative disease (Canugovi et al., 2012; Canugovi et al., 2015; Vartanian et al., 2006).

Why then do *Neil1-* and *Neil2*-mutant mice develop without obvious neural malformations? First, genetic compensation of *Neil*-mutants may occur via *Nthl1*, which has an overlapping substrate spectrum and also localizes both in the nucleus and mitochondria (Ikeda et al., 2002; Jacobs and Schär, 2012). Single-knockout mice deficient for *Neil1* and *Nthl1* are phenotypically inconspicuous, the combined knockout, however, is highly cancer prone, indicative of mutual compensation of both factors for oxidative DNA damage repair (Chan et al., 2009). mESC differentiation in vitro may not reproduce the complexity of in utero development where transcriptomic fine-tuning can buffer genetic ablations in the developing embryo. Second, differentiating mESCs in vitro experience gas phase oxygen partial pressure (pO_2_) of 142 mmHg, whereas embryonic cells in vivo are exposed to pO_2_ values of 0–30 mmHg (Powers et al., 2008). Similarly, one millimeter-sized *Xenopus* embryos developing close to the air-aquatic interface likely experience pO_2_ levels closer to ambient partial pressure. Hence, cNCCs in differentiating mESCs as well as frog embryos have to cope with higher pO_2_ and hence ROS levels than is the case for mouse embryos in utero. Increased basal ROS levels might sensitize cultured cells and frog embryos when challenged by *Neil*-deficiency during neural and cNCC differentiation. Third, apparently none of the *Neil*-mutant studies has specifically investigated whether *Neil*-deficient mice exhibit cNCC development-related cranial malformations, which may require special bone- and cartilage staining procedures for detection. Hence, our results call for a (re-)analysis of *Neil*-mutant mice for cranial abnormalities possibly under high fat diet, which favors basal ROS production (Vial et al., 2011).

Our findings also support the proposition that antioxidant supplementation may be beneficial for the prevention of craniofacial defects (Sakai et al., 2016), since environmental factors such as alcohol and nicotine promote ROS formation (Wright et al., 1999; Zhao and Reece, 2005). We also note that *Neil1* is one of 11 genes affected in a chromosomal micro-deletion of a patient presenting craniofacial defects (Li and Bodamer, 2014).

Finally, while our study demonstrates the importance of NEIL1 and NEIL2 to protect cNCCs against oxidative DNA damage, it does not exclude that NEIL1 and NEIL2 play a physiological role in TET/TDG-mediated gene regulation in other embryonic processes or adult tissues. Elucidating such direct gene-regulatory roles may require genome-wide monitoring of 5mC and its oxidation products in *Neil*-mutants. The here-established *Neil*-, *Apex1-* and *Tdg-*mutant mESCs will be useful for this and other investigations into the biology and mechanisms of BER enzymes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Homo sapiens*)	*NEIL1*	ORFeome clone collection	BC010876.1	
Gene (*Homo sapiens*)	*NEIL2*	ORFeome clone collection	BC013964.2	
Gene (*Homo sapiens*)	*APEX1*	ORFeome clone collection	BC008145.1	
Gene (*Xenopus tropicalis*)	*bcl2l1*	Dharmacon	MXT1765-202788918	
Strain, strain background (*Xenopus laevis*)	*Xenopus leavis*	Nasco	not available	
Cell line (*Mus musculus*)	E14TG2a	ATCC	CRL-1821	murine embryonic stem cells
Cell line (*Mus musculus*)	E14TG2a clone Control #1	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Control #4	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Control #7	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1,2,3-/- #23	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1,2,3-/- #85	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1,2,3-/- #93	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #9	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #11	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #1	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #11	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #14	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil3-/- #3	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil3-/- #23	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Neil3-/- #28	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Apex1-/- #46	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Tdg-/- #25	this paper		generated from E14TG2a
Cell line (*Mus musculus*)	E14TG2a clone Control #4 + Control #1	this paper		generated from E14TG2a clone Control #4
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7 + Control #1	this paper		generated from E14TG2a clone Neil1-/- #7
Cell line (*Mus musculus*)	E14TG2a clone Control #4 + Tdg-/- #7	this paper		generated from E14TG2a clone Control #4
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7 + Tdg-/- #11	this paper		generated from E14TG2a clone Neil1-/- #7
Cell line (*Mus musculus*)	E14TG2a clone Control #4 + pcDNA3.1_empty	this paper		generated from E14TG2a clone Control #4
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7 + pcDNA3.1_empty	this paper		generated from E14TG2a clone Neil1-/- #7
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7 + pcDNA3.1_NEIL1-2xFLAG (active)	this paper		generated from E14TG2a clone Neil1-/- #7
Cell line (*Mus musculus*)	E14TG2a clone Neil1-/- #7 + pcDNA3.1_2xFLAG-NEIL1 (inactive)	this paper		generated from E14TG2a clone Neil1-/- #7
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #11 + pcDNA3.1_empty	this paper		generated from E14TG2a clone Neil2-/- #11
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #11 + pcDNA3.1_NEIL2-2xFLAG (active)	this paper		generated from E14TG2a clone Neil2-/- #11
Cell line (*Mus musculus*)	E14TG2a clone Neil2-/- #11 + pcDNA3.1_2xFLAG-NEIL2 (inactive)	this paper		generated from E14TG2a clone Neil2-/- #11
Antibody	mouse monoclonal anti-alpha tubulin	Sigma	T5168	(1: 1000)
Antibody	rabbit polyclonal anti-NEIL1	Abcam	ab21337 (discontinued)	(1: 500)
Antibody	rabbit polyclonal anti-NEIL2	Abcam	ab124106 (discontinued)	(1: 1000)
Antibody	rabbit polyclonal anti-APE1	Abcam	ab137708	(1: 1000)
Antibody	rabbit polyclonal anti-phospho-Chk1 (Ser345)	Cell Signaling	#2341	(1: 1000)
Antibody	mouse monoclonal anti-p53 (X77)	Thermo Fisher Scientific	MA1-12549	(1: 1000)
Antibody	rabbit polyclonal anti-histone H3	Abcam	ab1791	(1: 5000)
Antibody	rabbit polyclonal anti-histone H3 (Ser10)	Sigma	06–570	(1: 500)
Antibody	rabbit polyclonal anti-TDG	Active Motif	61437	(1: 1000)
Antibody	rabbit polyclonal anti-Caspase-3	Cell Signaling	#9662	(1: 1000)
Antibody	rabbit polyclonal anti-Caspase-7	Cell Signaling	#9492	(1: 1000)
Antibody	HRP-coupled goat polylonal anti rabbit IgG	Dianova	111-035-144	(1: 10000)
Antibody	HRP-coupled goat polyclonal anti mouse IgG	Dianova	115-035-146	(1: 10000)
Recombinant DNA reagent	pCS2FLAG	Addgene	RRID:Addgene_16331	
Recombinant DNA reagent	pcDNA3.1(+)	Invitrogen	V79020	
Recombinant DNA reagent	pX330-U6-Chimeric_BB-CBh-hSpCas9	Addgene	RRID:Addgene_42230	
Recombinant DNA reagent	pPGKPuro	Addgene	RRID:Addgene_11349	
Recombinant DNA reagent	pCS105-xp53	Stefano Piccolo	NA	
Peptide, recombinant protein	APE 1	NEB	M0282	
Peptide, recombinant protein	Endonuclease III (Nth)	NEB	M0268	
Commercial assay or kit	RNeasy Mini Kit	Qiagen	74104	
Commercial assay or kit	DNeasy Blood and Tissue Kit	Qiagen	69504	
Commercial assay or kit	Blood and Cell Culture DNA Midi Kit	Qiagen	13343	
Commercial assay or kit	RNA 6000 Nano kit	Agilent	5067–1511	
Commercial assay or kit	Qubit dsDNA HS Assay Kit	Invitrogen	Q32851	
Commercial assay or kit	TruSeq RNA Sample Preparation v2 Kit	Illumna	RS-122–2001/RS-122–2002	
Commercial assay or kit	MEGAscript SP6 Transcription kit	Invitrogen	AM1330	
Chemical compound, drug	Pyocyanin	Sigma	P0046	
Chemical compound, drug	L-Ascorbic acid 2-phosphate sesquimagnesium salt hydrat	Sigma	A8960	
Chemical compound, drug	Pifithrin α	Sigma	P4359	
Chemical compound, drug	NSC 146109	Santa Cruz Biotechnology	sc-203652	
Chemical compound, drug	2,6-Di-*tert*-butyl-4-methylphenol (BHT)	Sigma	B1378	
Chemical compound, drug	deferoxamine mesylate	Sigma	D9533	
Software, algorithm	LightCycler 480 software	Roche	4994884001	
Software, algorithm	bcl2fastq Conversion Software v.1.8.4	Illumina	http://emea.support.illumina.com/downloads/bcl2fastq_conversion_software_184.html	
Software, algorithm	FastQC	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	
Software, algorithm	STAR v.2.5.4b	PMID: 23104886		
Software, algorithm	Subread featureCounts v.1.5.1	PMID: 24227677		
Software, algorithm	DESeq2	PMID: 25516281		
Software, algorithm	PANTHER	The Gene Ontology Resource	http://pantherdb.org	
Software, algorithm	TopHat v. 2.0.9	Johns Hopkins University	https://ccb.jhu.edu/software/tophat/index.shtml	
Software, algorithm	iGenomes	Illumina	http://emea.support.illumina.com/sequencing/sequencing_software/igenome.html	
Software, algorithm	BioVenn	PMID: 18925949	http://www.biovenn.nl/	
Software, algorithm	WebGestalt	PMID: 28472511	http://webgestalt.org/	
Software, algorithm	HTSeq-count v. 0.5.4		https://htseq.readthedocs.io/en/release_0.11.1/	
Software, algorithm	Xenbase	PMID: 29059324	ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla9.2	
Software, algorithm	MassHunter Quantitative Analysis, v. B.05.02	Agilent Technologies	https://www.agilent.com/en/products/software-informatics/masshunter-suite/masshunter/masshunter-software	
Software, algorithm	FACSDiva	BD	http://www.bdbiosciences.com/en-us/instruments/research-instruments/research-software/flow-cytometry-acquisition/facsdiva-software	
Software, algorithm	FlowJo software v. 10.5.3	BD	https://www.flowjo.com/solutions/flowjo/downloads/previous-versions	

### Expression constructs

Human *NEIL1*, *NEIL2* and *APEX1* cDNAs (BC010876.1, BC013964.2 and BC008145.1, respectively) were from the ORFeome clone collection. For in vitro transcription *NEIL2* and *APEX1* cDNA was inserted into pCS2FLAG (Addgene plasmid 16331). Additionally, *NEIL1* and *NEIL2* cDNAs were inserted into pcDNA3.1(+) (Invitrogen) as C-terminal (catalytically active) and N-terminal (catalytically inactive) 2xFLAG-tag expression constructs. pCMV-Sport6-xt.bcl2l1 encoding wild type *Xenopus bcl2l1* was purchased from Dharmacon (MXT1765-202788918). pCS105-xp53 encoding wildtype *Xenopus tp53* was a kind gift from S. Piccolo (University of Padua, Italy).

### Immunoblotting

Western blot analysis of *X. laevis* samples was essentially as described (Kirsch et al., 2017). Mouse embryoid bodies were incubated in lysate buffer (20 mM Tris pH 7.5, 150 mM NaCl, 5 mM EDTA, 2% NP-40 and Complete Mini Protease Inhibitor Cocktail (Roche)). Lysates were cleared by centrifugation and protein concentrations were estimated by bicinchoninic acid (BCA) assay using BSA as standard followed by SDS-PAGE and western blotting. Antibodies are depicted in key resources table.

### Reverse-transcriptase coupled quantitative real time PCR (RT-qPCR)

Total RNA was prepared by RNeasy Mini Kit (Qiagen) including an on-column DNase digestion according to the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using SuperScript II reverse transcriptase (Life Technologies). Quantitative real time PCR was performed on a LightCycler 480 (Roche) in technical duplicates using the Universal ProbeLibrary technology (Roche) including the supplier’s LightCycler 480 Probes Master. Quantitative analysis was performed with LightCycler 480 software (Roche). Primer sequences and hydrolysis probe numbers are listed in Supplementary file 6.

### *X. laevis* embryo manipulation and staining

Animal experiments with *X. laevis* were approved by state authorities (Landesuntersuchungsamt Rheinland-Pfalz, reference number 23177–07/A12-5-001). No blinding or randomization was performed. Embryos were obtained by in vitro fertilization as described (Gawantka et al., 1995) and cultivated in 0.1x Barth’s solution (Wang et al., 2010). Human and *Xenopus* expression constructs as depicted above were used as templates to generate mRNAs with the MEGAscript SP6 Transcription Kit (Invitrogen) according to the manufacturer’s instructions. Morpholino antisense oligonucleotides (MOs, see Supplementary file 6) were designed to block translation of the respective gene. MOs and mRNAs were injected two times into animal blastomeres at one-cell stage with a total volume of 10 nl per embryo. For overexpression, each embryo was injected with: human *NEIL2* mRNA, 2 ng; *Xenopus tp53* mRNA, 200 pg; *Xenopus bcl2l1* mRNA, 2 ng. Total amounts of single MOs injected per embryo were as follows: *neil2* MO, 40 ng and *tp53* MO, 20 ng. For double MO injections, each embryo was injected with a mixture of 40 ng *neil2* MO and 20 ng *p53* MO. For cartilage staining, one blastomere of two-cell stage embryos was injected with 5 nl (total volume) of *neil2* MO (7.5 ng) and human *NEIL2* mRNA (375 pg). Control mRNA used for injections was *preprolactin*. For ROS induction embryos were grown in 0.1x Barth’s solution supplemented with pyocyanin (Sigma, P0046; final concentration 10–25 µM). For Vitamin C treatment embryos were grown in 0.1x Barth’s solution supplemented with 100 µM L-Ascorbic acid 2-phosphate (Sigma, A8960). Embryos were fixed at the indicated developmental stage in freshly prepared MEMFA (100 mM MOPS pH 7.4, 2 mM EGTA, 1 mM MgSO_4_, 4% formaldehyde) for 1 hr at RT. After fixation, embryos were washed twice in 100% ethanol at RT for 5 min and stored in 100% ethanol at −20°C. Whole mount in situ hybridization was performed as described (Bradley et al., 1996). In situ hybridization probes were generated from cDNAs for *X. laevis* neuronal marker genes, *ccng* and *tp53* using the Dig RNA labeling Kit (Roche). For lineage tracing, *lacZ* mRNA was co-injected (250 pg/blastomere) and β-gal staining was performed as described (Sive et al., 2000) using X-gal as substrate. Neural plates were dissected at stage 14 with Dumont No. five forceps. Cartilage staining was performed as described (Nie and Bronner, 2015). TUNEL assays were carried out as previously described (Hensey and Gautier, 1998). Images were taken on a Zeiss SteREO Discovery.V20 microscope.

### Cell culture

Mouse E14TG2a embryonic stem cells (mESCs) were obtained from ATCC, number CRL-1821. Identity has been authenticated by ATCC. E14TG2a were initially tested Mycoplasma-positive, decontaminated using MycoZap Elimination Reagent (Lonza) and subsequently used for the study. E14TG2a cells were cultured on plates coated with 0.1% Gelatin (Millipore) in DMEM supplemented with 15% PANSera ES FBS (PAN Biotech), 2 mM L-Glutamine, 100 µM non-essential amino acids (NEAA, Gibco), 1 mM sodium pyruvate (Gibco), 100 µM 2-mercaptoethanol (Sigma), 1000 U/ml Leukemia inhibitory factor (LIF, Millipore), 100 U/ml PEN-STREP at 37°C in 5% CO_2_ and 20% O_2_.

### CRISPR/Cas9-mediated gene deletions

To generate mESCs deficient for *Neil1,2,3, Neil1, Neil2, Neil3, Apex1, Tdg*, and *Neil1/Tdg,* 1 × 10^6^ mESCs were seeded and transfected the next day with either empty or gRNA encoding pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene #42230) mixed with the selection plasmid pPGKPuro (Addgene #11349) using Lipofectamine 2000 (Invitrogen) according to manufacturer’s instruction. Cells were selected with 2 µg/ml puromycin for 6 days, colonies picked, passaged and subjected to genotyping PCR using primers flanking the anticipated deletion region (see Supplementary file 6). Positive clones were expanded for further analyses.

### Embryoid body (EB) differentiation

3.5 × 10^6^ mESCs were plated on non-adherent 10 cm bacterial dishes (Greiner) in 15 ml CA medium (Bibel et al., 2007). CA medium was changed every second day. For retinoic acid induced neural EB differentiation, CA medium was supplemented with all-*trans*-Retinoic acid (R2625, Sigma; final concentration 5 µM) at days 4 and 6 of differentiation. EBs were harvested after 8 days of differentiation. For EB differentiation in presence of ROS inducer pyocyanin (Sigma, P0046; final concentration 2 µM), TP53 stabilizer NSC 146109 (Santa Cruz Biotechnology, sc-203652; final concentration 40 nM) and TP53 inhibitor Pifithrin-α (Sigma, P4359; final concentration 50 µM) drug treatment of cells was started 24 hr prior to plating mESCs on non-adherent dishes and was continued throughout differentiation.

Stable transfection mESCs were transfected with empty vector or human *NEIL1* and *NEIL2* expressing pcDNA3.1 constructs (see ‘Expression constructs’) using Lipofectamine 2000 (Invitrogen) according to manufacturer’s instructions. Following selection for 6 days with 500 µg/ml G-418 (Gibco) single colonies were picked, expanded in selection medium and analyzed by RT qPCR for expression of the transgene.

### Teratoma assay

Transplantation of mESCs into immunodeficient (NSG) mice, animal husbandry and tumor preparation was performed by EPO Berlin GmbH. Resulting tumors were split and either shock frozen, or formalin fixed, paraffin embedded, sectioned and stained with hematoxylin and eosin for histological analysis. Tumors from each three independent control and *Neil1,2,3*^−/−^ mESC lines were grown in technical triplicates.

### RNA sequencing

#### Frog embryos

Control MO and *neil2* MO-injected *Xenopus laevis* embryos in triplicates (n ≥ 5 per batch of embryo) at stage 23 were lysed with 700 μl Qiazol reagent and homogenized by pipetting. After 5 min incubation at room temperature, 200 μl chloroform was added and samples were shaken vigorously. RNA was isolated subsequently using a Qiagen RNeasy Mini Kit according to the manufacturer’s instructions. RNA integrity was validated using an RNA 6000 Nano kit on an Agilent 2100 Bioanalyzer. NGS library preparation was performed using Illumina's TruSeq RNA Sample Preparation v2 Kit followed the standard protocol. Libraries were prepared with a starting amount of 1 μg, amplified in 12 PCR cycles, profiled in a DNA 1000 chip on an Agilent 2100 Bioanalyzer and quantified using the Qubit dsDNA HS Assay Kit in a Qubit 2.0 Fluorometer (Life Technologies). All six libraries were pooled in equimolar ratio and sequenced on HiSeq 2000 in single read mode for 50 cycles plus additional eight cycles for the index read. Sample demultiplexing and FastQ file generation was performed using Illumina's bcl2fastq Conversion Software v.1.8.4. The raw sequence reads were quality assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and aligned to the *Xenopus laevis* v.9.2 genome assembly with JGI gene annotation from Xenbase (ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla9.2) using STAR v.2.5.4b (Dobin et al., 2013) with option ‘--outFilterMismatchNmax 2’. The mapped reads were summarised on the gene level using Subread featureCounts v.1.5.1 (Liao et al., 2014) with default parameters. Differential gene expression analysis was performed with the Bioconductor package DESeq2 v.1.18.1 (Love et al., 2014) following the recommended analysis workflow with independent gene filtering. Differentially expressed genes were identified using a statistical cutoff of 10% false discovery rate (FDR) and an effect size filter ‘log2 fold change (FC)’ above 0.5. Differentially expressed up- and downregulated genes at log2FC >1 were subjected to pathway enrichment analysis with PANTHER (http://pantherdb.org) using the *Xenopus laevis* gene symbols without L/S alloallele suffixes, background list of all DESeq2-tested genes, human pathway annotation and the default enrichment cutoff of 5% FDR.

#### Mouse cells

Snap frozen teratomas derived from each three control and *Neil1,2,3*^−/−^ mESC lines in triplicates were homogenized with an Ultra-TURRAX disperser (IKA) in presence of 2 ml TRIzol reagent (Invitrogen) using ~200 mg tissue per tumor. After clearance of supernatant by centrifugation for 5 min at 12.000 x g at 4°C, 0.4 ml of chloroform was added and the solution centrifuged for 15 min at 12.000 x g at 4°C. RNA from the aqueous phase was precipitated with 1 ml isopropanol, washed with 75% ethanol, air dried and resuspended in RNase-free water. Contaminating DNA was digested with DNase I followed by an RNA cleanup (RNeasy kit, Qiagen) according to manufacturer’s instructions. Total RNA from control, *Neil1*^−/−^, *Neil2*^−/−^ mESCs, EBs and EBs+RA in biological triplicates and *Apex1*^−/−^ mESCs, EBs and EBs + RA in technical duplicates was isolated using the Qiagen RNeasy Mini Kit according to the manufacturer’s instructions, including on-column DNase I digest.

RNA was quantified with a Thermo NanoDrop and quality tested on Agilent 2100 Bioanalyzer. Only samples with RIN values > 9 were used for RNA-seq. NGS libraries were prepared from total RNA using the TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s recommendations and amplified in 12 PCR cycles. Libraries were profiled in a High Sensitivity DNA chip on a 2100 Bioanalyzer and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2.0 Fluorometer (Life Technologies). The NGS libraries were sequenced on a HiSeq 2000 Illumina sequencer, for 51 cycles plus seven cycles for the index read. Raw reads were quality assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/ fastqc/) and mapped to the mouse genome assembly NCBIM37/mm9 using TopHat v. 2.0.9 (https://ccb.jhu.edu/software/tophat) and a GTF gene annotation file from Illumina iGenomes. HTSeq-count v. 0.5.4 (https://htseq.readthedocs.io/en/release_0.11.1/) was used for summarizing the mapped reads on genes. The Bioconductor package DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) was used to identify genes with significant differential expression in *Neil1,2,3*^−/−^ teratomas, and *Neil1*, *Neil2* and *Apex1* single-knockout samples compared to the control samples with a statistical cutoff of 10% false discovery rate (FDR) and an effect size filter log2FC > 0.5. Overlap of differentially expressed genes was created with BioVenn (Hulsen et al., 2008). Pathway enrichment analysis was performed with WebGestalt (Wang et al., 2017) using ‘Wikipathway’ as functional database with the default 5% FDR enrichment cutoff, differentially expressed up- and downregulated genes at log2FC > 1 and background list of all DESeq2-tested genes.

The RNA-seq datasets have been deposited in the NCBI GEO database under accession number GSE130082.

### Preparation of genomic, mitochondrial and synthetic DNA for LC-MS/MS analysis

Genomic DNA for analysis of 5mC, 5hmC, 5fC and 5caC was prepared using the DNeasy Kit (Qiagen) according to manufacturer’s instructions.

Genomic DNA for abasic site analysis was prepared with the Qiagen Blood and Cell Culture DNA Midi Kit essentially as described (Rahimoff et al., 2017) but using buffers G2, QC, QF supplemented with each 400 µM of the antioxidants 2,6-Di-*tert*-butyl-4-methylphenol (BHT, Sigma B1378) and deferoxamine mesylate (DFOM, Sigma D9533). DNA was stored at −20°C in H_2_O supplemented with 40 µM BHT and DFOM.

Preparation of mtDNA was performed using the QIAprep Spin Miniprep Kit (Qiagen) following manufacturer’s instructions. Buffers P1, P2, N3, PB and PE were supplemented with 400 µM BHT and DFOM. DNA was eluted with H_2_O containing 40 µM BHT and DFOM. Quantitative real time PCR as described above was used to calculate the enrichment of mtDNA over gDNA by the ΔΔCp method (Quispe-Tintaya et al., 2013). PCR mixture contained 1 ng of DNA and gDNA- and mtDNA-specific primers (mmActB and mmCytB, see Supplementary file 6 for sequences).

Endogenous abasic sites on genomic and mtDNA (3 µg each) were processed by incubation with 20 units APE 1 (NEB, M0282) in a 50 µl reaction volume for 2 hr at 37°C. After phenol/chloroform extraction, DNA was further incubated with 20 units Endonuclease III (Nth, NEB, M0268) in a 50 µl reaction volume for 2 hr at 37°C, phenol/chloroform extracted, ethanol precipitated and resuspended in H_2_O supplemented with 40 µM BHT and DFOM.

Synthetic oligonucleotides were resuspended in H_2_O supplemented with 40 µM BHT and DFOM. The unmodified (40mer) and 5hU-containing oligo (40mer_5hU) were hybridized in 1x SSC (150 mM NaCl, 15 mM trisodium citrate, pH 7.0) to the complementary strand (40mer_complementary) in a 1:1 molar ratio. For abasic site production 500 pmoles of the single-stranded uracil-containing oligo (40mer_U) were incubated with 25 units UDG (NEB, M0280) in a 50 µl reaction volume for 30 min at 37°C. After phenol/chloroform extraction and ethanol precipitation the abasic site oligo was hybridized to the complementary strand as described above. APE 1- and Endonuclease III-treatment was performed as depicted above with 3 µg of double-stranded oligonucleotides. DNA was purified by phenol/chloroform, ethanol precipitated and resuspended in H_2_O supplemented with 40 µM BHT and DFOM for abasic site derivatization as outlined below. Oligonucleotide sequences are listed in Supplementary file 6.

### Quantitative mass spectrometry (LC-MS/MS)

Quantification of 5mC and oxidative derivatives was carried out as described before (Schomacher et al., 2016).

Quantification of abasic sites by LC-MS/MS was performed according to the published protocol (Rahimoff et al., 2017) with specific changes: Derivatization was performed with 1–2 µg of DNA and 30 nmoles of reagent 1a for 60 min at 37°C. After an additional incubation with 30 nmoles of reagent 1a for 60 min at 37°C reaction was stopped, the DNA ethanol precipitated, dissolved in 15 µl H_2_O and digested as described (Schomacher et al., 2016). After digest, DNA was mixed with an equal volume of isotopic standards, and 5 μL were injected for LC-MS/MS analysis. The chromatographic separation was performed on a ZORBAX SB-C18 column (Agilent, 5 μm, 2.1 ×50 mm). Elution was performed with 5 mM Ammonium acetate pH 6.9 and Acetonitrile (ACN), the flow rates were 0.4 ml/min for 0–7 min, 0.5 ml/min for 7–9 min and 0.4 ml/min for 9–10 min at 30°C with the following gradient: 0–2 min, 0% ACN; 2–5 min, 0–5% ACN; 5–9 min, 5–50% ACN; 9–10 min, 0% ACN. Transitions corresponding to dG, 9a_1, 10a_1 and their respective isotopic standards ^15^N_5_-dG, 9b_1, 10b_1 were monitored (for compounds 9a_1, 9_b1, 10_a1, 10_b1 see Rahimoff et al., 2017). The source‐dependent parameters were as follow: gas temperature 110°C, gas flow 19 l/min (N_2_), Nebulizer 25 psi, sheath gas heater 375°C, sheath gas flow 11 l/min (N_2_), capillary voltage 2000 V (positive mode), nozzle voltage 0 V, fragmentor voltage 300 V. Compound dependent parameters were as previously described (Rahimoff et al., 2017) except that MS1 resolution for dG and ^15^N_5_-dG were enhanced and MS2 was unit. For the rest of ions all MS1 and MS2 resolution were set to unit. Abasic sites were initially quantified over total dG and subsequently calculated over total N using a GC content of 42% of the mouse genome.

### Detection of mtDNA damage by quantitative PCR

Preparation of mtDNA was performed as described above. Quantitative PCR was essentially as described (Gureev et al., 2017) using 500 pg of mtDNA on a LightCycler 480 (Roche) in technical duplicates. Short fragments were amplified each with 20 s, long fragments with 2 min elongation steps in 35 cycles. SYBR Green was from Sigma (S9430). Calculation of lesions per 10 kb was as described (Gureev et al., 2017). For primer sequences and amplicon lengths see Supplementary file 6.

### Flow cytometry analysis

Cells were detached using 0.25% trypsin and washed with PBS containing 1% ESC grade FBS. Cells were fixed by adding dropwise ice-cold ethanol and subsequent incubation at −20°C for 30 min or storage at this point. For propidium iodide staining, cells were washed twice with PBS containing 0.1% ESC grade FBS and 100 µg/ml RNAse A (Qiagen). Cells were then resuspended in PBS containing 50 µg/ml propidium iodide (Sigma) according to the cell number and incubated at room temperature for 10 min in the dark. Stained cells were then analysed by the BD LSRFortessaSORP flow cytometry system using FACSDiva software. Data analysis was performed with FlowJo software v. 10.5.3 (BD).

### Statistical analysis

Data presented are displayed as arithmetic mean, error bars represent standard deviations (s.d.) of the indicated replicates. Statistical significance as shown in bar diagrams was determined by two-tailed unpaired Student’s t-test. Significance of overlapping groups of genes presented in Venn Diagrams was calculated by hypergeometric distribution (http://nemates.org/MA/progs/overlap_stats.html) using a total number of 17 000 expressed genes per calculation. In triple overlaps significance was calculated on the basis of commonly deregulated genes in *Neil1* and *Neil2*-deficient cells. Significances are displayed as *p<0.05, **p<0.01, ***p<0.005. NS, not significant.

## Data Availability

The RNA-seq datasets have been deposited in the NCBI GEO database under accession number GSE130082. The following dataset was generated: DandanHanLarsSchomacherKatrinM. SchüleMedhaviMallickMichaelU. MusheevEmilKaraulanovLauraKrebsAnnikavon SeggernandChristof Niehrs2019NEIL1 and NEIL2 DNA glycosylases protect against oxidative stress-induced inhibition of neural crest developmentNCBI Gene Expression OmnibusGSE130082

# Supplementary material for: NEIL1 and NEIL2 DNA glycosylases protect neural crest development against mitochondrial oxidative stress
**Source:** eLife. 2019 Sep 30;8:e49044. doi: 10.7554/eLife.49044
**Supplement:** Supplementary file 6.

**Supplementary file 6: Oligonucleotides used in this study.**

Morpholino antisense oligonucleotides (MO, Gene Tools)

| **Name** | **Sequence (5’→3‘)** |
| --- | --- |
| Control MO | CCTCTTACCTCAGTTACAATTTATA |
| *neil2* MO | GTCTGACTGTGGGACCTTCCGGCAT |
| *tp53* MO | GCCGGTCTCAGAGGAAGGTTCCATT |
| *apex1* MO | CTTCTTCCCTCTCTTGGGCATTTTC |

Oligonucleotides (Sigma) used to clone gRNA sequences into pX330-U6-Chimeric_BB-CBh-hSpCas9

| **Name** | **Orientation** | **Sequence (5’→3‘)** |
| --- | --- | --- |
| *mmNeil1_P1_1* | Up  Low | CACCGGGAGGAACAGGTTTGTAAG  AAACCTTACAAACCTGTTCCTCCC |
| *mmNeil1_P1_2* | Up  Low | CACCGATGTCAGGATCCTTCCAGC AAACGCTGGAAGGATCCTGACATC |
| *mmNeil2_P1_1* | Up  Low | CACCGCTGTGTGGTTAAGGCTGAG  AAACCTCAGCCTTAACCACACAGC |
| *mmNeil2_P1_2* | Up  Low | CACCGCTGTGAAGAATGTCTGAAA  AAACTTTCAGACATTCTTCACAGC |
| *mmNeil3_V1_1* | Up  Low | CACCGATTTCAGCTCAAAAAGTAT AAACATACTTTTTGAGCTGAAATC |
| *mmNeil3_V1_2* | Up  Low | CACCGCCAGTGCTAGATCCACCGA  AAACTCGGTGGATCTAGCACTGGC |
| *mmApex1_D209_1* | Up  Low | CACCGTGCCCGCTAAAAGTCTCTTA  AAACTAAGAGACTTTTAGCGGGCAC |
| *mmApex1_D209_2* | Up  Low | CACCGAAGATCCGGTCCAAGGCTCT AAACAGAGCCTTGGACCGGATCTTC |
| *mmTdg_N151_1* | Up  Low | CACCGTAAAACTCGCTCTGTAGACC AAACGGTCTACAGAGCGAGTTTTAC |
| *mmTdg_N151_2* | Up  Low | CACCGCAACCTCTGTGCTTGCTCA AAACTGAGCAAGCACAGAGGTTGC |

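Each pair of guides directs Cas9 to both ends of a planned deletion, and the positions given here come from a match of the guide sequences to the mouse genome NCBIM37. The Neil1 guides GGGAGGAACAGGTTTGTAAG (chromosome 9, 56995167 to 56995186) and GATGTCAGGATCCTTCCAGC (56994583 to 56994602) match the minus strand beside a TGG PAM. Cutting at both sites would delete 584 bp, from 56994586 to 56995169, including 256 of the 1167 coding bases of transcript Neil1-201. The Neil2 guides GCTGTGTGGTTAAGGCTGAG (chromosome 14, 63810934 to 63810953, GGG PAM) and GCTGTGAAGAATGTCTGAAA (63810347 to 63810366, AGG PAM) also match the minus strand, and neither site lies in an exon. The 587 bp between their cuts, from 63810350 to 63810936, hold 138 of the 987 coding bases of Neil2-201, all in exon 2. The Apex1 guides TGCCCGCTAAAAGTCTCTTA (chromosome 14, 51546001 to 51546020) and AAGATCCGGTCCAAGGCTCT (51546586 to 51546605) match the plus strand in exons 4 and 5 of Apex1-001, beside a TGG PAM. The 585 bp between their cuts, from 51546018 to 51546602, hold 483 of the 951 coding bases. The latter Apex1 guide has 2 exact matches with a PAM in NCBIM37, of which the other lies on chromosome 1 from 45576662 to 45576681, and each of the other 5 guides named here has 1. Guides against other genes were not analysed here.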

gRNA sequences are underlined.

CRISPR Genotyping PCR pimers (Sigma)

| **Gene** | **Direction** | **Sequence (5’→3‘)** |
| --- | --- | --- |
| *mmNeil1* | Forward  Reverse | TGTTGGGTGTGTGCGCTATC ACACCCCTCAAGTTCTTGCC |
| *mmNeil2* | Forward  Reverse | TGTCTGGGGCATCCTGATTC  GTGGTGGTGCACGCCTTTAC |
| *mmNeil3* | Forward  Reverse | CAATGATCTTAAGTGACCCC TGGGAGCATATGCTAATTGC |
| *mmApex1* | Forward  Reverse | CAAGATATGCTCCTGGAATG  AAGATGGTTCTAGCCATGCC |
| *mmTdg* | Forward  Reverse | AAGATGTGGACCACCTTGTC AACCAACCAGAACAGGGTG |

Oligonucleotides (IDT) for abasic site quantification

| **Name** | **Sequence (5’→3‘)** |
| --- | --- |
| 40mer | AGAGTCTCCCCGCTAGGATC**C**GGCCCCGCCCAGCGTCTTG |
| 40mer_U | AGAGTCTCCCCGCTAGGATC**U**GGCCCCGCCCAGCGTCTTG |
| 40mer_5hU | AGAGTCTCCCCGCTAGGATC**5hU**GGCCCCGCCCAGCGTCTTG |
| 40mer_complementary | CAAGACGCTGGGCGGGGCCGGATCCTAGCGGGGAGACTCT |

Quantitative RT-PCR primers (Sigma) and UPL probe numbers (Roche)

| **Gene** | **Direction** | **Sequence (5’→3‘)** | **UPL probe** |
| --- | --- | --- | --- |
| *mmTbp* | Forward  Reverse | GGGGAGCTGTGATGTGAAGT  CCAGGAAATAATTCTGGCTCA | 97 |
| *mmOct4* | Forward  Reverse | AATGCCGTGAAGTTGGAGAA  CCTTCTGCAGGGCTTTCAT | 95 |
| *mmNanog* | Forward  Reverse | GCCTCCAGCAGATGCAAG  GGTTTTGAAACCAGGTCTTAACC | 25 |
| *mmKlf4* | Forward  Reverse | CGGGAAGGGAGAAGACACT  GAGTTCCTCACGCCAACG | 62 |
| *mmGata6* | Forward  Reverse | GGTCTCTACAGCAAGATGAATGG TGGCACAGGACAGTCCAAG | 40 |
| *mmEomes* | Forward  Reverse | ACCGGCACCAAACTGAGA  AAGCTCAAGAAAGGAAACATGC | 9 |
| *mmPax6* | Forward  Reverse | GTTCCCTGTCCTGTGGACTC  ACCGCCCTTGGTTAAAGTCT | 78 |
| *mmPax3* | Forward  Reverse | GCCCACGTCTATTCCACAA  GAATAGTGCTTTGGTGTACAGTGC | 69 |
| *mmCcng1* | Forward  Reverse | TTAGTAGGCCTGTCGGATCG AGCAGTTTCTGAGAGTCAGTTGTC | 108 |
| *mmNestin* | Forward  Reverse | TCCCTTAGTCTGGAAGTGGCTA  GGTGTCTGCAAGCGAGAGTT | 67 |
| *mmSox1* | Forward  Reverse | GTGACATCTGCCCCCATC  GAGGCCAGTCTGGTGTCAG | 60 |
| *mmPax2* | Forward  Reverse | AGGCTTGGAGATTCAGCAAC  AACTAGTGGCGGTCATAGGC | 74 |
| *mmHoxa2* | Forward  Reverse | GAAGGCGGCCAAGAAAAC  CATCAGCTATTTCCAGGGATTC | 70 |
| *mmTfapb2* | Forward  Reverse | CAGTGACCTGCACTCCAGAA  GCCAGCAGATCCGTAAATTC | 49 |
| *mmNeurog1* | Forward  Reverse | GACCTGTCCAGCTTCCTCAC  TGGAGGCTAGGGGCTGTAG | 101 |
| *mmMdm2* | Forward  Reverse | TGTTTGGAGTCCCGAGTTTC  AGCCACTAAATTTCTGTAGATCATTG | 99 |
| *mmSesn2* | Forward  Reverse | ACATCCACTGCGTCTTTGG CGTCTTGATATAGATTTTGAGGTTCC | 17 |
| *mmEda2r* | Forward  Reverse | TGTTGTTGCTACACGTGGAAGT TTTTCAAGGCAGTTGTCACG | 109 |
| *mmNeil1 (Exon 2)* | Forward  Reverse | TGTAAGGGGCTGGTATTTGG  TCGGGCTAAAGCTGAGATGT | 108 |
| *mmNeil2 (Exon 2)* | Forward  Reverse | CTGCCGCCTTTCAGTCTCT  TCTGGATCAAACCGAAGGAA | 1 |
| *mmNeil3 (Exon 1)* | Forward  Reverse | CTTGCAACTAGCAGGGGTTC  CCCGGATCTTCTCTCCATTC | 31 |
| *mmActB* | Forward  Reverse | AGGGCTATGCTCTCCCTCA  CACGCTCGGTCAGGATCT | 20 |
| *mm-mt-CytB* | Forward  Reverse | TTATTATCGCGGCCCTAGC  CCTGTTGGGTTGTTTGATCC | 69 |
| *mm-mt-nd5* | Forward  Reverse | AGCATTCGGAAGCATCTTTG  TTGTGAGGACTGGAATGCTG | 31 |
| *mm-mt-nd6* | Forward  Reverse | TGGTTTGGGAGATTGGTTG  CACAACTATATATTGCCGCTACCC | 12 |
| *mm-mt-co1* | Forward  Reverse | CAGACCGCAACCTAAACACA  TTCTGGGTGCCCAAAGAAT | 25 |
| *mmSlc25a42* | Forward  Reverse | CTGCGAGAGGATGCTGAAG  GAGCTGAGCACTTGCCTGT | 20 |
| *hsNEIL1* | Forward  Reverse | GACCAAGCTGCAGAATCCAG  TCTCTGACCCGTAGCCCCTG | 67 |
| *hsNEIL2* | Forward  Reverse | GGGGCAGCAGTAAGAAGCTA GGAATAATTTCTTTCCATGGACCT | 1 |
| *X. laevis histone h4* | Forward  Reverse | GCGGGATAACATTCAGGGTA  GCTTGACTCCCCCTCTCC | 70 |
| *X. laevis tp53* | Forward  Reverse | AGTCACCTGATGCGAGTGG  CCCGCTATTTACATCCTCCA | 80 |
| *X. laevis ccng1* | Forward  Reverse | TTTGCCAGCTGAACTCACTC CAATCAAACGTAAACCACAAGC | 11 |
| *X. laevis eda2r* | Forward  Reverse | CCCATGGTTTGATATGATTGG TCAATCTCAAAATGTAGTGTGTGC | 63 |
| *X. laevis aen* | Forward  Reverse | TTTGCCAGCTGAACTCACTC  CAATCAAACGTAAACCACAAGC | 33 |
| *X. laevis riok3* | Forward  Reverse | AAACATGACGAGGTGGTGTG  CTGGAATTCTGGGGCAAA | 4 |
| *X. laevis mt-nd1* | Forward  Reverse | CACGATTTCGATATGATCAACTTATAC  ATGTCATAATGTTATGGCTAGTGTGAT | 69 |
| *X. laevis mt-nd4* | Forward  Reverse | CCAAATCTCTACCCCTTTGCTA  CGTGAGATTGGTTCGTTTGA | 7 |
| *X. laevis mt-nd5* | Forward  Reverse | TGCCTCAAATATGCTTCCAA  GATTAATCCTGTAACCGAAACGA | 27 |
| *X. laevis mt-Co3* | Forward  Reverse | CCCTACATATGAATTAGGGGAATG  TCAAATGGGTTTAATGGGGTA | 49 |

mm, murine; hs, human

Quantitative-PCR primers (Sigma) for detection of mtDNA damage

| **mt-fragment** | **Direction** | **Sequence (5’→3‘)** | **Length (bp)** |
| --- | --- | --- | --- |
| 1 | Forward  Reverse (short)  Reverse (long) | TAAATTTCGTGCCAGCCACC  GTTGACACGTTTTACGCCGA  ATGCTACCTTTGCACGGTCA | 72  1739 |
| 2 | Forward  Reverse (short)  Reverse (long) | GGCGGTAGAAGTCTTAGTAGAGAT  TGGCTGAGTAAGCATTAGACTGT  CTAGGGAGGGGACTGCTCAT | 136  2334 |
| 3 | Forward  Reverse (short)  Reverse (long) | AAGAAGGAGCTACTCCCCACC  AGCTTATATGCTTGGGGAAAATAGT  GTTGACACGTTTTACGCCGA | 139  1308 |

How the deposited data were processed for this re-analysis (not part of the article)

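RNA-seq libraries of mouse E14TG2a mESC lines were analysed at 3 stages, as mESCs, as EBs grown for 8 days, and as EBs + RA, which received 5 µM RA from day 4. Control, Neil1- and Neil2-mutant lines were each represented by 3 independent clones per stage, and the Apex1-mutant line by technical duplicates of 1 clone, which makes 33 libraries. The condition of each library was taken from the sample labels and checked against the paper's methods and figures.

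The authors made libraries from total RNA, sequenced them for 51 cycles, aligned the reads with TopHat to the mouse genome NCBIM37 and summarised them per gene with HTSeq-count, and the deposited files hold these raw counts without normalization. Every file listed the same 37991 Ensembl gene identifiers, of which 37205 were found in the annotation of NCBIM37 used here and 786 had no name in it. Totals on genes ranged from 21523742 to 48350904 counts per library, with a median of 26720028. Reads aligned to more than 1 place, which HTSeq-count sets aside, were 11.44% to 19.85% of the reads. At this depth, genes below 1 CPM rest on few counts, and their log2 fold changes carry large errors. Libraries of the same group differed by more than counting noise in all 30 pairs, with chi-squared per degree of freedom from 5.94 to 137, so that no library was a copy of another of its group. Libraries of different groups were not compared in this way.

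Counts were compared with edgeR version 4.0.16 under R version 4.3.3, with limma version 3.58.1. Low counts were removed by edgeR's filterByExpr, libraries were scaled by TMM, and each mutant was compared with the controls of its stage by the robust quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called DE at an FDR below 0.1 and an absolute log2 fold change above 0.5, the limits stated in the paper. Standard errors of log2 fold changes come from the same fit. The effect of RA on the change in each mutant was tested by an interaction term in EBs and EBs + RA at an FDR below 0.1. CPM values are TMM-normalized, and log2 CPM values used a prior count of 2. Overlaps and gene lists were tested by one-sided Fisher exact tests among the genes tested, and lists also against 10000 random lists drawn from 20 bins of expression. For gene lists the log2 fold change limit was 1 at the same FDR limit, as in the paper's pathway analysis. Lists, tables and dosage values were computed with Python version 3.11.15, numpy version 2.4.6, scipy version 1.17.1, pandas version 2.3.3 and statsmodels version 0.14.6.

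Log2 differences along chromosomes were taken per library from the mean log2 CPM of the controls of the stage, for genes with a mean of at least 5 CPM, and summarised by the median over a chromosome, over windows of 10 Mb or over the segment of chromosome X. The ends of that segment were set from the mESC libraries. A control library was compared with the other controls.

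The named genes were all mouse genes that the paper names for these experiments and, for each comparison of a mutant with the control, the 2 genes with the largest rise and the 2 with the largest fall among DE genes with a mean log2 CPM of at least 2 whose every mutant library lay beyond every control library. Gene names and coordinates come from the NCBIM37 annotation. Guide sequences were placed by exact match to NCBIM37.

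The groups, comparisons, thresholds, neural crest, TYROBP and RA target lists, rule for named genes and alternatives were set before the data were examined. The fits on autosomes only, the germline list, the segment of chromosome X and the parts of chromosomes 9 and 12 were chosen after seeing the data. The alternatives were DESeq2 version 1.42.0 with its Wald test, DESeq2 with its prior on fold changes, RLE size factors, no filter on low counts, at least 10 counts in every sample, all genotypes in 1 fit, an FDR below 0.05, each replicate left out in turn, and the replicate number as a block. Pairing by replicate number comes from the sample labels only, since the paper's text does not say that equal numbers were cultured or processed together. The alternatives for overlaps were a background of 17000 genes and shared direction only. Those for dosage were a mean of at least 1 CPM and a trimmed mean that left out 10% at each end.

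The procedure was tested on simulated data drawn from the means of the real libraries. The spread beyond counting noise was set equal for all genes and was not estimated from the clones. Single changed genes were planted only among genes with many counts. These tests thus check the procedure and not its error rate at the spread of the real clones. With 3 against 3 libraries, edgeR recovered 196 of 200 changed genes, and with no changed gene it called 0 of 15470 genes. The interaction test recovered 174 of 200 with 15 false calls among 16344 genes. A simulated list of 50 genes with 20 lowered gave a one-sided Fisher exact p of 3.2e-34, and an unchanged list a p of 1. A simulated rise of 1 on the log2 scale in a block of 152 genes was returned as 0.99 to 1.03, and an unchanged block as −0.02 to 0.02.

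The Xenopus libraries and the teratoma libraries were not analysed here. WikiPathways gene sets were not used here, and lists written by hand stand in their place. A few of the named genes and a gene list are not reported here. The qPCR, Western blot, flow cytometry and DNA damage experiments have no count data here. The 37 mitochondrial genes listed in the files held counts in 0 of the 33 libraries and were left out.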

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

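The tests of an additional X chromosome copy, of GC content and gene length, of a weaker response to RA and of noise in a control library were set before their results were seen, and all other tests in this part were chosen only after the result was seen.

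The change in the mutants differed between EBs with and without RA, by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for 5374 genes in Neil1 and 2581 genes in Neil2. Among genes the paper names, the interaction was −6.66 for Pax6 in Neil1 (standard error 0.70, FDR 1.1e-04) and −5.65 in Neil2 (standard error 0.49, FDR 2.6e-05), on the log2 scale. Pax6 was raised in EBs and lowered in EBs + RA in both mutants. Hoxa9 went the other way, with interactions of 7.35 (standard error 0.67, FDR 2.1e-05) and 7.04 (standard error 0.72, FDR 8.8e-05). Eomes had 2.94 (standard error 0.37, FDR 2.2e-04) and 3.55 (standard error 0.37, FDR 1.0e-04) and Cdkn1a 1.29 (standard error 0.30, FDR 0.00989) and 0.86 (standard error 0.25, FDR 0.0434). For Neil2, the Cdkn1a value missed the FDR limit in 1 of 12 fits that each left out 1 library.

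These interactions were weighed against an accidental division of the clones, against a weaker response to RA and against noise in the control libraries. Of the 10 ways to split the 6 clones into 3 and 3, only 1, the real split, gave as many genes in Neil1, and 1 in Neil2, the real split again, while all other splits gave 0 genes. As 10 splits cannot give a share under 0.1, this comparison alone cannot exclude an accidental division of the clones. Direct RA targets did not respond less in the mutants: the median RA response lay below every control clone in 0 of 6 Neil1 and Neil2 clones, and it was 4.80 ± 0.28 in the mutant clones (SD, n = 6) and 4.16 ± 0.11 in the controls (SD, n = 3; exact two-sided permutation test, p = 0.0238). The larger response goes with a lower level in mutant EBs without RA, where the median log2 fold change of these targets was −0.74 in Neil1 and −0.73 in Neil2, against −0.01 and 0.10 in EBs + RA. Across genes, the change in mutant EBs + RA ran against the RA response of a control clone not used for that change, at r = −0.37 in Neil1 and −0.43 in Neil2. With all control clones in both differences r was −0.54 and −0.59, to which noise of a control library used in both differences may add. It does not enter the value of −0.37, for which no control library was shared. With the RA response of either other control clone, again without a shared library, r was −0.53 and −0.56 in Neil1 and −0.59 in Neil2, so that such noise is not needed for the correlation. Genes are not independent replicates. A candidate explanation is that the mutant EBs + RA followed a different course of differentiation under RA, which is a hypothesis and was not tested further.

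A segment of chromosome X, from 59540317 to 108651568 in NCBIM37, was raised in all Neil1 and Neil2 libraries with counts there, a region the paper does not discuss. The mean over libraries of its median log2 difference from the controls was 1.04 in Neil1 and 0.88 in Neil2 mESCs, 0.93 and 0.80 in EBs, and 0.72 and 0.70 in EBs + RA. Single control libraries lay between −0.07 and 0.08, and the Apex1 libraries averaged 0.04 in mESCs, −0.10 in EBs and −0.21 in EBs + RA. In Neil2 mESCs, 42% of the raised genes lay in the segment. The segment was chosen in mESCs and tested in the other stages of the same clones, where its median lay above every control of the stage in 12 of 12 EB and EB + RA libraries. This is consistent with a copy gain carried by the clones through all stages, which may be of technical origin, as a culture or selection effect, since DNA was not sequenced. It is not explained by GC content or length, because autosomal genes matched on both had a mean difference of 0.06 in the mESC libraries. Library size differed as well, with 13 of 18 totals outside the range of the controls, but the 5 libraries with totals inside that range and counts in the segment all had a segment median above every control, 5 of 5. In Neil2 clone #1 the segment median was 0.51 in mESCs, 0.59 in EBs and 0.34 in EBs + RA. It was 1.01, 0.98 and 0.87 in clone #11, and 1.13, 0.82 and 0.88 in clone #14. The rise thus differed between clones of 1 genotype through all stages, which does not by itself decide its origin. No condition of the design separates a gain in the clones from an effect of losing Neil1 or Neil2, and the 2 cannot be told apart here. Absence of the rise in the Apex1 line does not decide this, as it is a single clone.

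Xist, which lies in this segment and which the paper does not discuss, was raised by log2 fold changes of 3.99 in Neil1 and 3.31 in Neil2 EBs, and 6.60 and 4.45 in EBs + RA. In EBs + RA the controls had 1.81 to 2.83 CPM and the mutant clones 24.7 to 393 CPM. An additional X chromosome copy was one explanation tested, and in 5 of the 5 mESC libraries with counts along the chromosome the X-linked median lay above every autosome. The raised segment alone gives the same result, so that this test does not separate them. An additional copy of the whole X chromosome is unlikely, since X-linked genes outside the segment differed by a mean of only 0.05 in these mESC libraries. In EBs + RA their medians were −0.00, −0.18 and −0.57 in Neil1 clones #7, #9 and #11. Xist was at 106, 139 and 393 CPM there. In Neil2 clones #1, #11 and #14 they were −0.12, −0.15 and −0.17, with Xist at 24.7, 51.7 and 66.5 CPM. In EBs the medians did not follow the order of Xist. Female cells mixed into the cultures would lower the Y-linked counts, which were below every control in 2 of the 12 EB and EB + RA libraries, and this explanation cannot be excluded for those 2. In the Apex1 line, Y-linked counts were also below every control, at 170 and 188 CPM in EBs and 158 and 182 CPM in EBs + RA. Xist was at 1.29 to 3.42 CPM there, so that low Y-linked counts also occurred without such a rise of Xist. A gain of the segment with Xist in it remains a candidate explanation, as does an effect of the mutations on Xist, and the data do not tell them apart.

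Genes on chromosome 12 beyond 70 Mb were raised in the Apex1 line, with mean differences of 0.22 in mESCs, 0.42 in EBs and 0.39 in EBs + RA against −0.06 to 0.04 in single control libraries. The paper does not discuss this region. The difference lay above every control of the stage in 6 of 6 Apex1 libraries, which is consistent with a copy gain carried by the clone through all stages. In mESCs the rest of the chromosome lay at 0.11, and single 10 Mb windows of chromosome 13 differed more, by 0.44 in mESCs and −0.56 in EBs + RA, which weakens this reading. All 6 libraries come from 1 clone, so that a gain in part of its cells cannot be told apart from an effect of the Apex1 mutation, and no biological explanation was tested.

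Germline genes, which the paper does not discuss, were raised in EBs + RA. The hand-written list of 20 genes was drawn up after 7 of its members had been seen raised in the data, so that its p values are too small. The list had a median log2 fold change of 1.62 in Neil1 and 1.97 in Neil2. At an FDR below 0.1 and a log2 fold change above 1, 16 and 17 of the 20 genes were raised (one-sided Fisher exact tests, p = 2.4e-11 and p = 1.6e-14). Of the 13 genes not seen beforehand, 9 were raised in Neil1 and 10 in Neil2 EBs + RA (one-sided Fisher exact tests, p = 5.3e-06 and p = 3.2e-08). In EBs without RA 7 and 8 of the 20 genes were raised (one-sided Fisher exact tests, p = 1.5e-05 and p = 5.3e-07), with medians of 0.83 and 0.74, but only 1 and 2 of these 13 (one-sided Fisher exact tests, p = 0.445 and p = 0.0936), and the difference between EBs and EBs + RA was not tested for the list. None of the list lies in the raised segment of chromosome X, and in the Apex1 line, which lacks that rise, the median was 0.99 with 10 of 20 raised in EBs + RA (one-sided Fisher exact test, p = 2.1e-06) and 2 of 20 in EBs (one-sided Fisher exact test, p = 0.195). A rise in EBs + RA can thus occur without the X-linked segment. All Neil1 and Neil2 clones carry the segment, and its part in their rise cannot be told apart from that of the mutations. Other technical explanations were not tested for this list, and the pattern may reflect cells that remained undifferentiated, which is a hypothesis.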

How the results depend on the processing

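The alternatives were run 1 at a time on 30 comparisons, overlaps and lists and on 109 values of single genes. Alternatives other than leaving out a replicate gave 707 values of single genes. Of these, 677 kept their direction and their side of the FDR limit, 22 became weaker, 6 stronger, 1 moved and 1 reversed. Under all of these alternatives, 90 of the 109 held. The reversed value was that of Neil1 in Neil1 mESCs, −0.09 with the replicate number as a block. With 1 replicate left out, 588 of 680 values held, 66 became weaker, 7 stronger, 10 moved and 9 reversed. In all such fits 75 of the 109 held. Values that reversed were those of Neil1 in Neil1 mESCs (from −0.90 to 1.09), Neil2 in Neil2 EBs (−0.10 to 0.70), Tmem55b in Apex1 EBs (−0.17 to 0.05) and EBs + RA (−0.09 to 0.03), and Bak1 (−0.04 to 0.30) and Gata6 (−0.60 to 0.41) in Neil2 EBs + RA, none of which had an FDR below 0.1.

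The counts of DE genes in mESCs depended on the settings. For Neil1, 283 genes became 1044 with DESeq2's Wald test, 990 with its fold change prior, 503 without a filter on low counts, 1290 with all genotypes in 1 fit, 0 with the replicate number as a block (1828 at an unadjusted p below 0.05), 5 at an FDR below 0.05, and 425 on autosomes only, which was chosen after seeing the data. For Neil2, 286 genes became 819, 724, 479 without the filter, 634 with the block, 22 at an FDR below 0.05 and 56 on autosomes only. For Apex1, 2751 genes became 6140 with the block and 1392 at an FDR below 0.05. Fits that each left out 1 replicate gave 0 to 2011 genes for Neil1, 1 to 1494 for Neil2 and 183 to 6154 for Apex1.

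Without control replicate 3, the counts in mESCs were 2011, 1494 and 6154, without replicate 1 they were 5, 40 and 804, and without replicate 2 they were 0, 1 and 183. The counts thus rose in 3 of 3 mutants without control replicate 3 and fell without either other control, which is consistent with that library being set apart from the other controls. The mutants share these controls, so that this is 1 observation, and it is the same one that raised the question. Apart from these counts, chi-squared per degree of freedom was 10.2 between control replicates 1 and 2, and 66.2 and 67.3 between each of them and replicate 3. The mESC counts also differ from those of EBs in the splits of the clones. For Neil1 mESCs, 2 of the 10 splits of the 6 clones gave as many genes, and the other one gave 803. For Neil2 mESCs it was also 2 of 10, and the other one gave 345. In both, that other split parted only 1 same-numbered pair, and among the 4 splits that part all 3 such pairs only the real one gave as many. For Neil1 and Neil2 in EBs and EBs + RA, 1 of 10 splits gave as many genes, the real one, and all others gave 0. For the RA response of the controls, where the split is between libraries with and without RA of the same clones, it was also 1 of 10. All 10 splits gave as many as the 0 genes of Neil1 against Neil2 at each stage, which is certain for a count of 0 and tests nothing. As 10 splits cannot give a share under 0.1, they cannot by themselves exclude an accidental division of the clones for any comparison of genotypes.

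For other results, the cause was not tested. Neil1 against Neil2 gave 3 DE genes in mESCs with DESeq2's Wald test, 3 with its fold change prior and 4 without the filter, 1 in EBs under each of these settings, and 111 and 110 in EBs + RA with the Wald test and the prior, against 0 in each stage. With at least 10 counts in every sample, fewer neural crest genes were tested. In Neil1, 15 of 34 were lowered in EBs + RA and 11 of 27 in EBs. The genes shared with teratomas fell to 114 and 43. The interaction of Neil2 with RA gave 4163 genes with the replicate number as a block. The correlation of the mutant change with the RA response was −0.27 in Neil1 for genes with a mean of at least 5 CPM, −0.53 and −0.56 with control clones 1 and 4 in place of clone 7, and −0.59 in Neil2 with either. The median difference of chromosome X in Neil2 mESCs, 0.23, became 0.33 as a trimmed mean.

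With 1 replicate left out, Neil2 EBs gave 1407 to 3705 DE genes and Apex1 EBs + RA 2547 to 5631, and the overlap of Neil1 and Neil2 in EBs ran from 1223 to 2809. The overlap of all 3 mutants in EBs + RA ran from 1181 to 3166, and the interaction of Neil2 with RA from 1618 to 3500. The highest values of Apex1 EBs + RA, of this overlap and of the interaction came without EB + RA control replicate 3. Chi-squared per degree of freedom was 33.7 between EB + RA control replicates 1 and 2. It was 70.5 and 63.8 between each of them and replicate 3. In EBs the highest values came without Neil2 replicate 1. Why these libraries moved the counts was not tested. In all, 19 of 27 comparisons, overlaps and lists stayed within 1.5 times their count in all fits with 1 replicate left out. These include Neil1 against Neil2 at each stage, with 0 genes in every fit, for which the limit tests nothing. Under the other alternatives, 16 of 30 stayed within it. Leaving out 1 Apex1 duplicate leaves a single library. For these fits no test was made, and only log2 fold changes were computed.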

Differences from the paper's values

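The paper called DE genes with DESeq2, while the main values here come from edgeR's quasi-likelihood test. In Neil1 mESCs 283 genes were DE, 161 raised and 122 lowered, against the paper's 983, 500 and 483 in Supplementary file 3. Of the alternatives set before the data were examined, DESeq2's Wald test gave 1044, 542 and 502, DESeq2 with its fold change prior 990, 510 and 480, and all genotypes in 1 fit 1290, 595 and 695, all within 1.5 times the paper's numbers. RLE size factors, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, an FDR below 0.05 and each replicate left out did not close the gap.

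In Neil2 mESCs 286 genes were DE, 219 raised and 67 lowered, against the paper's 719, 442 and 277 in Supplementary file 4. DESeq2's Wald test gave 819, 504 and 315, DESeq2 with its fold change prior 724, 449 and 275, and the replicate number as a block 634, 397 and 237, all within 1.5 times the paper's numbers. Without a filter on low counts, only the raised genes came within that range, at 333. The other alternatives did not close the gap.

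Of the log2 fold changes compared with the paper's supplementary files, 17 of 34 differed by more than the standard error. In mESCs these were Gm364 in Neil1 (3.17 against the paper's 2.58), Msln (2.66 against the paper's 2.17), Vrtn (−2.22 against the paper's −1.54) and Kif1a (−2.13 against the paper's −1.53). In Neil2 mESCs they were Kif1a (−1.83 against the paper's −1.15), Xlr5b (3.32 against the paper's 1.93), Ccnd2 (−1.54 against the paper's −1.22) and Xist (1.29 against the paper's 1.00). In Apex1 mESCs they were Apex1 (2.71 against the paper's 2.22) and the noncoding gene ENSMUSG00000086236 (2.75 against the paper's 2.35). In EBs they were Xist in Neil1 (3.99 against the paper's 2.62) and Neil2 (3.31 against the paper's 3.01), Efhc2 in Neil1 (3.66 against the paper's 2.54) and Neil2 (3.06 against the paper's 2.51), Pax6 in Neil1 (2.36 against the paper's 1.88) and Napsa in Apex1 (3.76 against the paper's 3.38). In EBs + RA it was Hoxa9 in Apex1 (4.94 against the paper's 4.47).

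DESeq2 with its fold change prior, an alternative set before the data were examined, brought all 17 values within the standard error of the paper's. It gave 2.57 for Gm364, 2.17 for Msln, −1.54 for Vrtn, −1.53 and −1.14 for Kif1a in Neil1 and Neil2, 1.91 for Xlr5b, −1.22 for Ccnd2, 2.22 for Apex1 and 2.35 for ENSMUSG00000086236. It gave 0.99 for Xist in Neil2 mESCs, 2.61 and 3.01 for Xist in EBs, 2.54 and 2.50 for Efhc2, 1.87 for Pax6, 3.37 for Napsa and 4.47 for Hoxa9. The replicate number as a block also reached the paper's values of Pax6 (2.21) and Napsa (3.54). Leaving out 1 library did so for Apex1 (control clone #1 or #4), Gm364 (Neil1 clone #11), Msln (control #1), Vrtn (control #4 or Neil1 #11), Kif1a in Neil1 (control #1), Ccnd2 (Neil2 #11 or #14), Xist in Neil2 mESCs (control #1 or Neil2 #14), Xist in Neil2 EBs (control #7 or Neil2 #14), Efhc2 in Neil2 EBs (control #1, control #4 or Neil2 #1), Hoxa9 (control #4), Pax6 (control #1 or Neil1 #11) and Napsa (control #7). No other alternative closed any of these gaps.

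The paper lists Cdkn1a among the genes raised in Neil-deficient EBs + RA. Its log2 fold change in Neil2 EBs + RA was 0.43, below the limit of 0.5. The paper states that a series of Hox genes was lowered, without naming them at that place, while Hoxa9 had a log2 fold change of 1.01 in Neil1 and 1.42 in Neil2 EBs + RA.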

Other observations

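The tests of a loss of the Y chromosome, of a weaker response to RA, of GC content and gene length and of shared control libraries were set before their results were seen, and all other tests in this part were chosen only after the result was seen.

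The mESC library of Neil1 clone #11 held no Y-linked counts. Loss of the Y chromosome does not account for this, as 345 of the 352 genes without counts in it and with at least 10 counts in every other mESC library lie on chromosome X. A candidate explanation is that the counting ended before the end of the X chromosome, since 0 X-linked genes of this set held counts beyond 58329243 and the same clone held counts there in EBs and EBs + RA. It cannot be told apart from another loss of the counts beyond that point, and no biological explanation was tested.

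Chromosome 9 lay lower in Neil1 clone #11, with a median log2 difference of −0.27 in mESCs, −0.27 in EBs and −0.31 in EBs + RA, against −0.05 to 0.08 in other libraries. It had the lowest median of the 19 autosomes in 3 of 3 stages, which is consistent with a copy loss carried by the clone through all stages. The Neil1 gene lies on this chromosome, the rise of chromosome X was seen in the same clone, and a single clone cannot tell these explanations apart.

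The lower neural crest genes in Neil1 and Neil2 EBs + RA were weighed against GC content and gene length, the X-linked segment and a weaker response to RA. After removal of trends with GC content and gene length, the median of the list in Neil1 was −1.68, so that GC content or gene length bias does not account for it. The list was also lower in the Apex1 line, which lacks the rise of the X-linked segment, with a median of −0.49, so that such a fall can occur without it. All Neil1 and Neil2 clones carry the rise, and its part in their values cannot be told apart from that of the mutations. A weaker response to RA itself would lower the direct RA targets, but 0 of 6 clones lay below every control. These targets started lower in mutant EBs without RA, with median log2 fold changes of −0.74 and −0.73, and were near the controls in EBs + RA (−0.01 and 0.10). The RA response of the list itself was 0.90 ± 0.11 in the mutant clones (SD, n = 6) and 1.03 ± 0.07 in controls (SD, n = 3; exact two-sided permutation test, p = 0.214). Other differences between the clones were not tested. From these counts alone, the hypothesis that the loss of NEIL1 or NEIL2 lowers these genes cannot be told apart from such differences. The paper tested this by qPCR for Pax3 and Pax6. It reports that active, but not inactive, human NEIL1 or NEIL2 partly restored both in the mutant cells.

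The DE genes shared by Neil1 and Neil2 were tested against the same control libraries being used in both comparisons. With different control libraries, the lowest r across genes in EBs and EBs + RA was 0.70, so that shared controls do not account for the overlap at these stages. In mESCs r ran from −0.07 to 0.52, which does not exclude them. A common history of the Neil1 and Neil2 clones was not tested.

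Apex1 was raised in the libraries labelled Apex1. Exon bases shared with Tmem55b could hide the deletion from the counts, as 0 of the deleted exon bases are free of such sharing, and the counts do not show whether the deleted part was transcribed. This does not by itself give a rise, and Tmem55b had log2 fold changes of −0.05 in EBs and −0.03 in EBs + RA, where those of Apex1 were 2.33 and 2.18. Of 1189 stretches of read length in the Apex1 transcript, 3 also occur on chromosome 1, where a guide has another match, and of those left by the planned deletion 0 do. What raised the counts remains open.

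For genes the paper measured by qPCR, the RNA-seq values were as follows. In EBs + RA, Pou5f1 had log2 fold changes of 1.85 in Neil1 (standard error 0.35, FDR 0.00572) and 2.42 in Neil2 (standard error 0.39, FDR 0.00319), and of 8 pluripotency genes 7 and 8 were raised. Eomes had −1.80 (standard error 0.27, FDR 0.00321) and −1.71 (standard error 0.16, FDR 5.0e-04) in EBs, and 1.12 (standard error 0.27, FDR 0.0146) and 1.85 (standard error 0.34, FDR 0.00536) in EBs + RA. Of 7 mesoderm genes, 6 and 5 were lowered in EBs. In EBs + RA 5 and 6 of them were tested, of which 4 and 4 were raised and 1 and 1 lowered. Gata6 had 0.96 (standard error 0.44, FDR 0.121) and −0.09 (standard error 0.42, FDR 0.886) in EBs + RA, where 5 and 0 of 7 endoderm genes were raised, with a median log2 fold change of 1.58 in Neil1 and 0.33 in Neil2. The paper reports endoderm and mesoderm markers as unaffected by qPCR. Pax6 was lowered in mESCs, by −1.43 (standard error 0.27, FDR 0.0811) and −1.21 (standard error 0.22, FDR 0.0618), but these values passed the FDR limit in only 1 of 6 and 2 of 6 fits that each left out 1 clone. The Neil1 value did not pass it with the replicate number as a block (FDR 0.201).

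Bcl2 had log2 fold changes of −1.33 (standard error 0.31, FDR 0.00836) in Neil1 and −1.06 (standard error 0.29, FDR 0.0472) in Neil2 EBs, and −1.90 (standard error 0.33, FDR 0.00365) and −1.54 (standard error 0.22, FDR 0.00194) in EBs + RA, and the paper reports it as downregulated in both by qPCR. The Neil2 value in EBs passed the FDR limit in 2 of 6 fits that each left out 1 clone. Bak1 had −0.13 (standard error 0.11, FDR 0.373) and 0.13 (standard error 0.17, FDR 0.598) in EBs + RA, where the paper reports it as induced by qPCR. Slc25a42, for which the paper lists qPCR primers, had 1.42 (standard error 0.21, FDR 0.00192) and 1.19 (standard error 0.20, FDR 0.00382).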
